# Nicotinamide (niacin) supplement increases lipid metabolism and ROS‐induced energy disruption in triple‐negative breast cancer: potential for drug repositioning as an anti‐tumor agent

**DOI:** 10.1002/1878-0261.13209

**Published:** 2022-03-25

**Authors:** Minsun Jung, Kyung‐Min Lee, Yebin Im, Seung Hyeok Seok, Hyewon Chung, Da Young Kim, Dohyun Han, Cheng Hyun Lee, Eun Hye Hwang, Soo Young Park, Jiwon Koh, Bohyun Kim, Ilias P. Nikas, Hyebin Lee, Daehee Hwang, Han Suk Ryu

**Keywords:** metabolism, nicotinamide, organoids, proteogenomics, reactive oxygen species, triple negative breast neoplasms

## Abstract

Metabolic dysregulation is an important hallmark of cancer. Nicotinamide (NAM), a water‐soluble amide form of niacin (vitamin B3), is currently available as a supplement for maintaining general physiologic functions. NAM is a crucial regulator of mitochondrial metabolism and redox reactions. In this study, we aimed to identify the mechanistic link between NAM‐induced metabolic regulation and the therapeutic efficacy of NAM in triple‐negative breast cancer (TNBC). The combined analysis using multiomics systems biology showed that NAM decreased mitochondrial membrane potential and ATP production, but increased the activities of reverse electron transport (RET), fatty acid β‐oxidation and glycerophospholipid/sphingolipid metabolic pathways in TNBC, collectively leading to an increase in the levels of reactive oxygen species (ROS). The increased ROS levels triggered apoptosis and suppressed tumour growth and metastasis of TNBC in both human organoids and xenograft mouse models. Our results showed that NAM treatment leads to cancer cell death in TNBC via mitochondrial dysfunction and activation of ROS by bifurcating metabolic pathways (RET and lipid metabolism); this provides insights into the repositioning of NAM supplement as a next‐generation anti‐metabolic agent for TNBC treatment.

**Abbreviations**
DCFH‐DA: 2'‐7'dichlorofluorescin diacetate
DEGs: differentially expressed genes
DEPs: differentially expressed proteins
FBS: fetal bovine serum
FDRs: false discovery rates
FPKM: fragments per kilobase of transcript per million
G3P: glycerol‐3‐phosphate
GAPDH: glyceraldehyde 3‐phosphate dehydrogenase
GOBPs: gene ontology biological processes
H2O2: hydrogen peroxide
JC‐1: 5,5',6,6'tetrachloro‐1,1',3,3'‐tetraethylbenzimidazol‐carbocyanine iodide
NAC: N‐acetyl cysteine
NAD+: nicotinamide adenine dinucleotide
NAM: nicotinamide
OXPHOS: oxidative phosphorylation
PARP1: poly (ADP‐ribose) polymerase 1
PI: propidium iodide
PS: penicillin/streptomycin
RET: reverse electron transport
ROS: reactive oxygen species
SEM: standard error mean
TNBC: triple‐negative breast cancer
Δψm: mitochondrial membrane potential

## 1 Introduction

Triple‐negative breast cancer (TNBC) is a molecular subtype of breast cancer that shows a dismal clinical behaviour [1]. Unlike other breast cancer subtypes, the conventional cytotoxic chemotherapy still remains the mainstay of systemic treatment for TNBC. Besides, the therapeutic response is expected in just one third of the patients, which encourages the discovery of novel therapeutics [1, 2].

The dysregulation of metabolism is a cancer hallmark that triggers uncontrolled cancer growth [3]. Therefore, the 1 modulation of the metabolic reprogramming has been in the spotlight as a promising option for next‐generation anti‐cancer treatment after immunotherapy [4], Recently, metabolic drugs such as metformin and fluvastatin for diabetes or dyslipidemia have been repurposed as promising anti‐tumour agents showing clinically good outcomes in breast cancer [5, 6]. These findings support reasonable expectations that there might be further candidate compounds having anti‐tumour effects.

Nicotinamide (NAM) is a water‐soluble amide form of niacin (vitamin B3). It is readily taken up by cells and acts as a precursor of coenzyme nicotinamide adenine dinucleotide (NAD^+^). The key mechanism of the supplement is to function as a crucial regulator of mitochondrial metabolism and redox reactions [7]. Several vitamin B complex supplements that contain NAM are now easily available as a dietary ingredient (NIAGEN, ChromaDex Inc., Irvine, CA, USA). Along with the benefits of reversing ageing process and maintaining physiologic functions, anti‐tumour actions of NAM also have recently been addressed in various tumours by regulating SIRT1/2‐, p53‐, AKT‐ and poly (ADP‐Ribose) polymerase 1 (PARP1)‐dependent cascades [8, 9, 10, 11, 12]. Owing to the versatile anti‐cancer actions and cost‐effectiveness of NAM, several clinical trials have been conducted or are in active stages (e.g., NCT03019666 and NCT02416739) concerning the use of NAM in cancer treatment [8, 9, 11, 13].

In the current study, by integrating both transcriptomics and proteomics, we comprehensively investigated metabolic alterations and biologic actions induced by NAM in TNBC at the global levels. The integrative functional enrichment and network analysis of genes and proteins affected by NAM identified a molecular link of NAM‐induced metabolic modulation to the apoptotic death of TNBC cells. NAM suppressed mitochondrial metabolism and increased reactive oxygen species (ROS) by increasing the activity of reverse electron transport (RET) pathway and lipid metabolism, leading to apoptosis in TNBC. Finally, we identified the therapeutic efficacy from the preclinical models of human TNBC organoids and xenograft mice. As a result, we showed strong evidence that NAM suppresses tumour growth and metastasis in TNBC. These findings indicate a promising potential of repositioning NAM supplement as a novel agent targeting cancer metabolism in TNBC.

## 2 Methods

### 2.1 Cell culture and chemicals

BT20 and MDA‐MB‐468 cell lines were obtained from the Korea Cell Line Bank (Seoul, Republic of Korea). MDA‐MB‐231 cells were purchased from the American Type Culture Collection (Manassas, VA, USA). BT20 cells were cultured in RPMI (Gibco, Carlsbad, CA, USA) containing 10% fetal bovine serum (FBS) (Invitrogen, Carlsbad, CA, USA) and 1% penicillin/streptomycin (PS) (Gibco). MDA‐MB‐468 and MDA‐MB‐231 cells were cultured in DMEM (Gibco) containing 10% FBS and 1% PS. Cells were maintained at 37 °C in a humidified atmosphere of 95% air and 5% CO_2_ and periodically screened for *mycoplasma* contamination. All cell lines were confirmed by short tandem repeat DNA profiling tests. N‐acetyl cysteine (NAC) and NAM were purchased from Sigma‐Aldrich (St. Louis, MO, USA). A caspase inhibitor z‐VAD.fmk was purchased from R&D Systems (Minneapolis, MN, USA).

### 2.2 RNA isolation, library preparation and sequencing

Total RNA was isolated from all cell lines (*n* = 3 per cell type) before and 48 h after treatment of 20 mm‐NAM, using TRIzol^®^ RNA Isolation Reagent (Invitrogen), and purified according to the manufacturer’s instructions. The RNA concentration was determined using a NanoDrop ND‐1000 spectrometer (Thermo Fisher, Waltham, MA, USA), and the RNA integrity number for each RNA sample was analyzed using a 2100 Bioanalyzer and the Agilent RNA 6000 Nano Kit (Agilent, Santa Clara, CA, USA). The RNA integrity numbers (RINs) of all samples were higher than 8, which is appropriate for RNA sequencing. The isolated total RNA (1 µg) was utilized to generate cDNA libraries using the TruSeq RNA library kit (Illumina, San Diego, CA, USA), according to the manufacturer’s instructions [14]. The libraries were quantified using qPCR based on the qPCR quantification protocol guide, followed by qualification using an Agilent 2100 Bioanalyzer (Agilent). The sequencing of each library was performed on an Illumina HiSeq 2500 platform and clusters of the cDNA libraries were generated on a TruSeq flow cell and sequenced for 76‐bp paired end reads (2 × 76) with a TruSeq 200 cycle SBS kit (Illumina). Raw data were processed, and base calling was performed using the standard Illumina pipeline (casava ver. 1.8.2 and rta ver. 1.18.64, both provided by Illumina).

For the resulting peptide samples, tandem mass tag 6‐plex labelling was performed according to the manufacturer’s instructions, with modifications. After the labelled peptides were pooled, the sample was separated into 12 fractions using Agilent 1290 bioinert high‐pH reverse‐phase liquid chromatography (HPLC, Agilent) equipped with an analytical column (4.6 × 250 mm, 5 µm). HPLC was performed at a flow rate of 0.8 mL·min^−1^ on a 60‐min gradient using Solvent A (15 mm ammonium hydroxide in water) and solvent B (15 mm ammonium hydroxide in 90% ACN).

### 2.3 Transcriptomic analysis

For the read sequences resulting from the RNA sequencing, the adapter sequences (TruSeq universal and indexed adapters) were removed using the cutadapt software (ver. 2.8) [15]. The resulting reads were then aligned to the human reference genome (GRCh38) using tophat aligner (ver. 2.1.1) with the default options [16]. After the alignment, the mapped reads were counted for gene features (GTF file of GRCh38) using htseq (ver. 0.11.3) [17], and the fragments per kilobase of transcript per million mapped reads (FPKM) were estimated using the gene lengths in Ensembl (GRCh38 Release 99) using cufflinks (ver. 2.2.1).

Next, we identified differentially expressed genes (DEGs) between NAM‐treated samples and non‐treated controls (NAM versus control) in each TNBC cell type using the previously reported statistical method [18]. Briefly, we first selected ‘expressed’ genes as the ones with FPKM values ≥ 1. The log_2_(FPKM+1) was then normalized using the quantile normalization method [19]. For each gene, we calculated the *t*‐statistic values in the comparison of NAM versus control. We estimated an empirical null distribution of the *t*‐statistic values and by performing random permutations of all samples 1000 times. Using the estimated empirical distribution, we computed the adjusted *P*‐value for *t*‐test for each gene. Finally, we identified DEGs as the ones that had *t*‐test *P*‐values < 0.05 and absolute log_2_‐fold‐changes > 0.58 (1.5‐fold) cutoff.

### 2.4 Sample preparation and Liquid Chromatography‐tandem mass spectrometry (LC‐MS/MS)

Three TNBC cell lines (*n* = 3 per cell type) were lysed in SDS‐lysis buffer. Following protein isolation, disulfide bonds were reduced, and sulfhydryl groups were alkylated with 50 mm Iodoacetamide (IAA) solution for 30 min at room temperature in the dark. After the exchange of buffer with 50 mm triethylammonium bicarbonate (TEAB), the protein was digested at 37 °C overnight using the filter‐aided sample preparation procedure, as previously described [20], with a trypsin/LysC mixture at a 100 : 1 protein to protease ratio. LC‐MS/MS analysis was conducted for each fraction of the peptide sample using a Q‐exactive plus mass spectrometry (Thermo Fisher) coupled to an Ultimate 3000 RSLC system (Dionex) and a nanoelectrospray source, as previously described, with modifications [21]. The precursor ions were fragmented with high‐energy collisional dissociation at a normalized collision energy of 32 with a resolution of 35 000 at *m*/*z* 200. The maximum ion injection times for the full scan and MS/MS scan were 20 and 100 ms, respectively. The detailed information for LC‐MS/MS analysis can be found in previous studies [14, 21]. Raw LC‐MS/MS data were uploaded into PRIDE database (PXD005304).

### 2.5 Proteomic data processing and analysis

MS raw files were processed using proteome discoverer 2.1 software (Thermo Fisher). MS/MS spectra were searched with the Human UniProt database (December 2014, 88 657 entries) using the SEQUEST‐HT search engine with forward and reverse protein sequences and common contaminants. Peptides matched to the MS/MS spectra with false discovery rates (FDRs) were determined using the Percolator software package. Reporter ion quantification was performed in the MS2 channel with a 20‐ppm mass tolerance. Detailed search parameters can be found in a previous study [14]. Using the protein abundances, we next identified differentially expressed proteins (DEPs) between NAM‐treated samples and non‐treated controls (NAM versus control) in each TNBC cell type by applying the aforementioned empirical *t*‐test to the normalized protein abundances. After manual inspection of protein abundances between NAM and control, we initially selected DEPs as the proteins with adjusted *P*‐values < 0.2 and absolute log_2_‐fold‐changes > 0.26, 0.28, and 0.33 for BT20, MDA‐MB‐468, and MDA‐MB‐231, respectively. The cut‐off was determined as the mean of 2.5th and 97.5th percentiles of the empirical null distribution for log_2_‐fold‐changes for each TNBC cell type. To further remove false positives, the absolute gaps between NAM and control were calculated for the selected DEPs as the differences between the minimum and maximum abundances in the conditions with high and low mean abundances, respectively. Among the initially selected proteins, we finally selected the final DEPs as the ones with the absolute gap > 0.058, 0.06 and 0.077 for BT20, MDA‐MB‐468, and MDA‐MB‐231, respectively. The cutoff was determined as the mean of 25th and 75th percentiles of the gap distribution in each TNBC cell type.

### 2.6 Gene ontology annotation enrichment analysis

To identify the cellular processes represented by the list of genes or proteins, we performed the enrichment analysis of gene ontology biological processes (GOBPs) for the genes or proteins using david software [22] and then selected the GOBPs with *P*‐value < 0.05 from Expression Analysis Systematic Explorer (EASE) test. To examine the associations among the GOBPs represented by upregulated or downregulated genes/proteins, we next reconstructed a network model where the nodes and edges respectively denote the GOBPs and the associations between the pairs of GOBPs. Two nodes were connected when (a) the number of shared genes (or proteins) commonly involved in the two corresponding GOBPs was ≥3 and (b) the Sørensen–Dice coefficient was > 0.56 for upregulated GOBPs and > 0.32 for downregulated GOBPs. Here, the Sørensen–Dice coefficient between nodes *i* and *j* was determined as 2|*P_i_* ∩ *P_j_* |/(|*P_i_* | + |*P_j_* |), where |*P_i_* | and |*P_j_* | are the numbers of genes/proteins involved in the GOBPs corresponding to nodes *i* and *j*, and |*P_i_* ∩ *P_j_* | is the number of the shared genes/proteins mentioned above, as previously described [23, 24]. We determined the cut‐off (0.56 and 0.32) at the 95th percentile in the coefficient distribution, which was estimated using the coefficients for all possible pairs of nodes with |*P_i_* ∩ *P_j_* | ≥ 3 in the network of upregulated or downregulated GOBPs. For visualization in cytoscape ver. 3.8.2 [25], we used the Community Clustering (GLay) algorithm to the nodes using the clustermaker2 plugin [26], and the resultant node clusters were further grouped into four modules (metabolism, cell proliferation, cell development and immune response).

### 2.7 Reconstruction of molecular network models for DEGs and DEPs

To reconstruct molecular network models, we selected DEGs/DEPs involved in the selected GOBPs. The interactions among the DEGs/DEPs were obtained from metabolic reactions in KEGG pathway database [27, 28, 29]. The resulting networks were visualized using Cytoscape, and the nodes were arranged according to the information in the related KEGG pathways.

### 2.8 Analysis of mRNA‐seq data from TCGA breast cancer cohort

The mRNA‐seq dataset for human breast cancer tissues (TCGA‐BRCA) was obtained from TCGA genomic data commons (GDC) data portal [30] together with clinical information. Among all the samples in the TCGA‐BRCA dataset, we selected 650 breast cancer samples belonging to luminal A, luminal B and TNBC histological subtypes. Note that the HER2‐positive samples were excluded due to the small sample size (29 samples). We downloaded FPKM values of 60 483 genes for 650 samples and then selected the genes with FPKM > 1 in more than 50% of the tumour samples as expressed genes in each subtype. After converting the FPKM values to log_2_‐(FPKM + 1), they were normalized using the aforementioned quantile normalization method. We then applied the empirical *t*‐test mentioned above to the normalized data for the comparison of TNBC (115 samples) versus non‐TNBC (luminal A and luminal B, 535 samples). Finally, we identified DEGs as the ones that had *t*‐test *P*‐values < 0.05 and absolute log_2_‐fold‐changes > 0.18 cut‐off (the mean of 2.5th and 97.5th percentiles of the empirical null distribution).

### 2.9 Measurement of mitochondrial membrane potential

Mitochondrial membrane potential (Δψm) was analyzed by cationic dye 5,5′,6,6′‐tetrachloro‐1,1′,3,3′‐tetraethylbenzimi‐dazolylcarbocyanine iodide (JC‐1, Invitrogen) and MitoTracker Red (CMXRos; Molecular Probes, Carlsbad, CA, USA) staining. Briefly, NAM treated cells were incubated with JC‐1 for 20 min followed by two washes using PBS prior to emission measurements. The emission was measured at 590 and 540 nm after excitation at 480 nm using a multimode microplate reader (Glomax^®^ Explorer; Promega, Madison, WI, USA). For MitoTracker Red analysis, cells were stained with MitoTracker Red (5 μm) for 30 min at 37 °C and analyzed by flow cytometry and processed using the flowjo™ 10 software (BD Biosciences, San Diego, CA, USA). Fluorescent images of the cells were taken under a fluorescent microscope (Leica, Zeiss, Germany).

### 2.10 Oxygen consumption rate (OCR) and real‐time ATP rate analysis

The Mito Stress Test Kit (Cat. 103015–100; Agilent) was used to measure the OCR. The Seahorse XF Real‐Time ATP Rate Assay Kit (Cat. 103592–100; Agilent) was used to detect the ATP production rates of mitochondrial oxidative phosphorylation (OXPHOS). Cells were seeded into XF‐24 cell culture microplates (Seahorse Bioscience, North Billerica, MA, USA) at a density of 40 000–60 000 cells per well and allowed to adhere on a plate overnight. After incubating the cells with NAM for 24 h, OCR and real‐time ATP production rates of mitochondrial OXPHOS were determined and analyzed on the Seahorse Bioscience XF‐24 Extracellular Flux Analyzer (Agilent) according to the manufacturer’s instructions. For the measurement of OCR value, oligomycin, fluoro‐carbonyl cyanide phenylhydrazone (FCCP), and Rotenone/Antimycin A (Rot/AA) were added in order according to the manufacturer’s protocols. For the determination of ATP production rates of mitochondrial OXPHOS and glycolysis, oligomycin and a mix of Rot/AA was added.

### 2.11 Measurement of NAD^+^/NADH ratio

NAD^+^ and NADH levels were measured using a NAD^+^/NADH quantitation kit (Sigma‐Aldrich). Briefly, 5 × 10^5^ cells were lysed. The NAD^+^ level was measured by subtracting the NADH concentration from the total NAD concentration. Data were normalized to total protein content determined by using the BCA protein assay.

### 2.12 Quantification of intracellular ROS

For 2'‐7'dichlorofluorescin diacetate (DCFH‐DA; Sigma‐Aldrich**)** assay, cells were cultured under standard culture conditions up to 80% confluency and different concentrations of NAM was added for 1 h in stressed labelled cells and then incubated at 37 °C with 5 µm DCFH‐DA for 15 min. The fluorescence intensity was measured at 485‐excitation and 530‐emission by fluorimeter as fluorescence units. It was normalized relative to the control as an oxidative stress index. For intracellular hydrogen peroxide (H_2_O_2_) assay, cells were treated with NAM for 24 h in white‐walled clear‐bottom 96‐wells plate and intracellular ROS levels were analyzed by ROS‐Glo™ H_2_O_2_ assay kit (Promega) following the manufacturer’s guidelines. Luminescence was measured using a luminometer (Glomax Explore Multimode Microplate Reader).

### 2.13 Cell viability assay

The procedures described in a previous study were followed [31]. Cells were plated in triplicate (3000 cells per well) and incubated in a medium containing 10% FBS. After 24 h, the complete medium was replaced with the test medium containing the vehicle control and various doses of NAM for 48 h at 37 °C. Cell viability was assessed by measuring the intracellular levels of ATP using the Cell Titer‐Glo luminescent cell viability assay kit (Promega). Luminescence was measured using a luminometer (Glomax Explore Multimode Microplate Reader). To investigate cytotoxicity effects of N‐acetyl cysteine (NAC) or z‐VAD.fmk, cells were seeded into white‐walled 96‐well microplates and treated with NAC or z‐VAD.fmk for 1 h prior to NAM treatment. Following the treatment, an equal volume of Caspase‐Glo 3/7 reagent was added and the luminescence signal was detected using the Glomax‐Multi Detection System (Promega).

### 2.14 Flow cytometry analysis

The procedures described in a previous study were followed [31]. Cell apoptosis assay was performed using the annexin V‐FITC/propidium iodide (PI) apoptosis detection kit (BD Biosciences). Briefly, cells were collected, washed twice with PBS, and then suspended in 300 µL of binding buffer. Annexin V solution (5 µL) was added to the cell suspension and incubated for 15 min in the dark at room temperature. Subsequently, 200 µL of binding buffer and 5 µL of PI were added, and the cell suspension was immediately analyzed on a BD FACSCaliber (BD Biosciences). All data were processed using the flowjo™ 10 software.

### 2.15 Quantitative real‐time polymerase chain reaction (qPCR) and qPCR array

Total RNA was isolated from cells using the AccuPrep^®^ Universal RNA Extraction Kit (Bioneer, Daejeon, Korea) after 24 h of NAM treatment according to the manufacturer's protocol. Genomic DNA was removed by DNase treatment using RNase‐Free‐DNase Set (Qiagen, Hilden, Germany). cDNA was synthesized using AccuPower^®^ RocketScript Cycle RT PreMix (Bioneer). All data were analyzed based on the relative quantification, with normalization to glyceraldehyde 3‐phosphate dehydrogenase (GAPDH) expression for the assessment of *ACSL3*, *CPT2*, *CPT1A*, *HADHB* and *ETFDH* genes and to the reference gene *RPL13A* for solute carrier (*SLC*) array. The ΔΔ*C*_T_ value was used to determine the relative fold change. Table S1 summarizes the primers used for qPCR assays.

### 2.16 Western blotting

Cells were collected and homogenized using radioimmunoprecipitation assay (RIPA) lysis buffer (Thermo Fisher) on ice. Subsequently, the cell lysates were centrifuged at 4 °C to isolate the proteins. Proteins were quantified using the bicinchoninic acid protein assay kit (Thermo Fisher). Western blotting was performed using anti‐c‐caspase 3 (CST, Danvers, MA, USA), anti‐PARP antibody (CST) and OXPHOS cocktail, including NDUFBB, SDHB, MTCO1, UQCRC2 and ATP5A (Abcam, Cambridge, UK). Anti‐GAPDH antibody (BD Biosciences) or anti‐HSC70 antibody (Thermo Fisher) was used as the loading control and quantification of blotting bands were assessed by densitometry (imagej lab software, National Institutes of Health, Bethesda, MD, USA).

### 2.17 Orthotopic and metastatic xenograft mouse model

Animal experiments were conducted in accordance with the gudelines of the Institute for Experimental Animals College of Medicine and the Guide for the Care and Use of Laboratory Animals prepared by the Institutional Animal Care and Use Committee of Seoul National University (no. SNU‐171101‐2). To establish a TNBC xenograft model, 7‐weeks‐old female NOD/SCID mice (NOD.CB17‐*Prkdc^scid^*/J, Jackson Laboratories, Bar Harbor, ME, USA) were housed in cages with a constant‐flow air exchange supporting specific pathogen free condition. Single cell suspensions of MDA‐MB‐468 or MDA‐MB‐231‐luc, cultured in RPMI 1640 medium with 10% FBS and 1% PS (Gibco), were orthotopically implanted into the fourth mammary fat pad with 2.5 × 10^6^ cells. After 3 days, NAM (1000 and 2000 mg·kg^−1^) had been administered in drinking water throughout the experiment. Changes in tumour volume (0.5 × length × width^2^) were measured using digital callipers every 2–3 days from the start of NAM treatment. In addition, changes in body weight and amount of drinking water were measured. MDA‐MB‐231‐luc‐bearing mice were injected with luciferin (PerkinElmer, Waltham, MA, USA) at the end of the experiment and then imaged for bioluminescence signals using IVIS 100 systems (PerkinElmer).

Metastatic tumour burden was histopathologically confirmed from the entire lung, which was formalin‐fixed, paraffin‐embedded and sectioned per every 100 μm. The number of metastatic foci, defined by aggregates of over five tumour cells, was counted using hematoxylin‐eosin slides.

### 2.18 TNBC organoid culture and response to NAM treatment

The organoid experiment using human breast cancer tissues was conducted following the Helsinki standards after approval by the Seoul National Hospital Ethics Committee (no. 2108‐108‐1245), and written informed consent was obtained from patients. TNBC tissues were minced and digested in 10 mL of breast cancer organoid medium containing 1 mg·mL^−1^ collagenase (Sigma) on an orbital shaker at 37 °C for 1–2 h. The digested tissue suspension was strained over a 100‐μm filter and 5% FCS was added to the strained suspension before centrifugation at 400 RCF. Erythrocytes were lysed in 2 mL red blood cell lysis buffer (Roche, Basel, Switzerland) for 5 min at room temperature before the addition of 10 mL organoid washing medium and centrifugation at 400 RCF. The pellet was resuspended in BME type 2, (Trevigen, Gaithersburg, MD, USA) and 40 μL drops of BME‐cell suspension were aliquoated into 24‐well culture plates and solidified at 37 °C for 30 min. Upon completed gelation, 400 μL of breast cancer organoid medium was added to plates. The medium was changed every 4 days and organoids were passaged every 2–3 weeks using TrypLE Express (Invitrogen). To test the efficacy of NAM, organoids were harvested, strained < 70 μm, and then split into a 96‐well plate for 3 days. NAM (20, 40, and 80 mm) as well as control was added in each well for 72 h at 37 °C. Cell viability was assessed by measuring the intracellular levels of ATP using the 3D Cell Titer‐Glo luminescent cell viability assay kit (Promega). Luminescence was measured using a luminometer (Glomax Explore Multimode Microplate Reader).

### 2.19 Statistical analysis of *in vitro* and animal data

All data, unless otherwise indicated, are shown as mean ± standard error mean (SEM) and were analyzed using one‐way ANOVA or two‐tailed *t*‐test using prism 8 (GraphPad, San Diego, CA, USA). qPCR data are presented as the mean ± standard deviation. The half maximal inhibitory concentration (IC_50_) dosages of NAM were calculated by Hill's equation using Prism 8. Sample sizes are indicated in the figure legends. *P*‐values of < 0.05 were considered statistically significant.

## 3 Results

### 3.1 NAM induced mitochondrial dysfunctions in TNBC

To identify whether NAM is involved in the regulation of metabolism in TNBC, we determined the effect of NAM on Δψm, which is related to the cell’s ability to generate ATP via OXPHOS [32]. CMXRos staining showed that NAM treatment significantly (BT20, *P* = 0.009; MDA‐MB‐468, *P* = 0.0004; MDA‐MB‐231, *P* = 0.002) reduced Δψm in all three TNBC cell types, as evidenced by flow cytometry (left) and confocal microscopy (right) (Fig. 1A). Staining with JC‐1 dye, which forms aggregates at high Δψm but dissolves at low Δψm [13], further confirmed that NAM treatment led to mitochondrial depolarization in all TNBC cell types (BT20, *P* = 0.0043; MDA‐MB‐468, *P* = 0.0184; MDA‐MB‐231, *P* = 0.0368) (Fig. 1B). To examine the dysregulation of ATP production via OXPHOS, we assessed OXPHOS level and real‐time ATP production rate in NAM‐treated cells using Seahorse XF24 Flux Analyzer. The OCR assay showed that NAM profoundly inhibited the mitochondrial OXPHOS process (Fig. 1C), as evidenced by significantly decreased basal respiration (BT20, *P* = 0.0401; MDA‐MB‐468, *P* = 0.0031; MDA‐MB‐231, *P* = 0.004), ATP‐linked respiration (BT20, *P* = 0.0296; MDA‐MB‐468, *P* = 0.0012; MDA‐MB‐231, *P* = 0.0009), maximal respiration (BT20, *P* = 0.0004; MDA‐MB‐468, *P* = 0.0005; MDA‐MB‐231, *P* = 0.0008) and proton leak (MDA‐MB‐468, *P* = 0.0038) capacity 24 h after NAM treatment (Fig. 1D). To further identify the role of NAM in mitochondrial ATP generation, ATP production rates from mitochondria and glycolysis were independently analyzed in TNBC cells after NAM treatment, and a considerable decrease was found in mitochondrial ATP production compared with glycolytic ATP production after NAM treatment (Fig. 1E). Moreover, the levels of mitochondrial complex proteins were reduced by NAM in a dose‐dependent manner (Fig. 1F). Among cocktail proteins, complexes Ⅲ‐Ⅴ showed a noticeable decrease in BT20 and MDA‐MB‐231 cells. Taken together, these results indicated that NAM inhibited OXPHOS and energy metabolism in TNBC cells by reducing mitochondrial membrane potential.

**Fig. 1:**
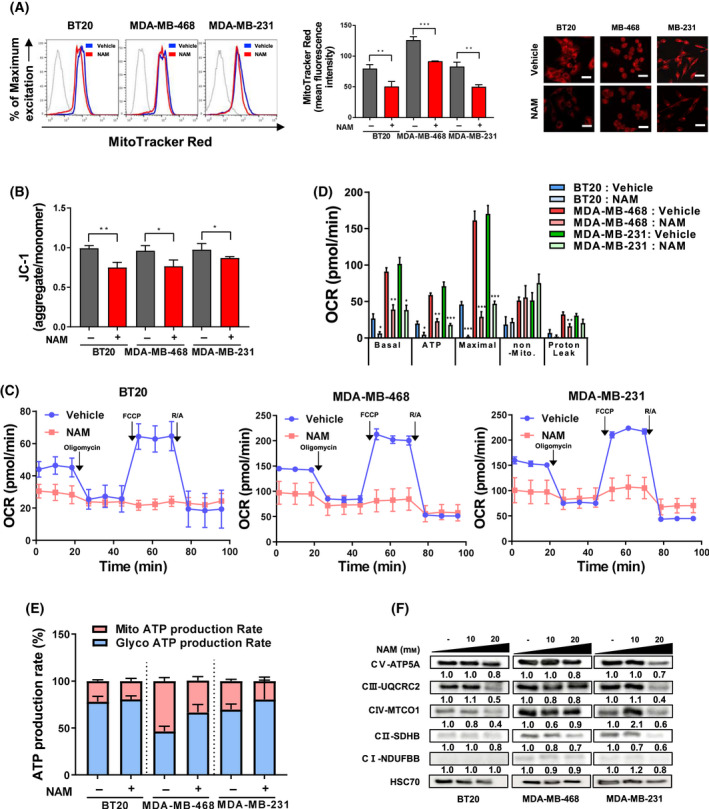
NAM induces mitochondrial dysfunctions in TNBC cells. (A) Mitochondrial membrane potential of triple‐negative breast cancer (TNBC) cells after nicotinamide (NAM) treatment (25 mm, 24 h) was measured using flow cytometry (left) and Mitotracker red staining (250 nm) under confocal microscopy (right; scale bar = 100 μm). (B) JC‐1 (10 nm) fluorescent ratio also indicated that NAM decreased mitochondrial membrane potential. (C) Real‐time mitochondrial oxygen consumption rates (OCRs) after NAM treatment were measured in all TNBC cells by Agilent’s Seahorse XF24 analyzer. (D) Representative graphs of quantification of the basal‐, ATP‐linked‐, maximal‐, nonmitochondrial‐OCR and proton leak after NAM treatment. (E) ATP production rate assay demonstrated alterations in mitochondrial ATP pathway and glycolytic ATP pathway. OCRs and ATP production rate were measured after 24 h of NAM treatment (BT20, 20 mm; MDA‐MB‐468 and MDA‐MB‐231, 40 mm). (F) Western blotting and relative levels of ATP5A, UQCRC2, MTCO1, SDHB and NDUFBB after NAM treatment. The quantification values are normalized to HSC70 as a loading control using the imagej software. Bar graphs are presented in mean ± SEM from triplicate experiment. Comparisons were made using a two‐tailed *t*‐test, *P < 0.05, **P < 0.01, ***P < 0.001. (Abbreviations: JC‐1, 5,5',6,6'tetrachloro‐1,1',3,3'‐tetraethylbenzimidazol‐carbocyanine iodide).

### 3.2 Transcriptomic analysis showed that NAM induced RET‐mediated ROS generation

As NAM was proven to regulate mitochondrial energy metabolism in TNBC cells, we performed mRNA‐seq analysis to systematically explore the molecular pathways modulated by NAM and how these pathways affect mitochondrial functions (Fig. 2A). 

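Before NAM, the 3 lines already express different identity genes. EPCAM, an epithelial adhesion protein, had a mean of 103 ± 17.7 FPKM in the BT20 controls and 116 ± 35.7 in the MDA-MB-468 controls, against 3.15 ± 0.233 in MDA-MB-231 (mean ± SD, n = 3 per group). VIM, a mesenchymal filament protein, had 241 ± 37.7 FPKM in MDA-MB-231 and 3.71 ± 0.221 in BT20. Of 17 epithelial identity genes, 17 were expressed in BT20, 17 in MDA-MB-468 and 9 in MDA-MB-231, where expressed means an FPKM of at least 1 in at least 3 of 6 libraries. Of 15 genes that mark fibroblasts, blood cells and vessels, 2, 1 and 1 were expressed, so other cell types contribute little. Neither EPCAM nor VIM changed with NAM where tested (adjusted p from 0.104 to 0.880 by limma).

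The deposited table gives the authors' FPKM for all Ensembl genes in 18 libraries, 3 control and 3 NAM (20 mM, 48 h) per line, from reads aligned to GRCh38. The authors' FPKM move in steps of whole reads, and these steps give library totals of 10864143 (NAM replicate 1 of MDA-MB-231) to 21755168 reads (NAM replicate 2 of BT20), with a median of 16640628. In MDA-MB-231, replicate 1 of each group stands apart, at -24.0 (control) and -68.4 (NAM) on a first principal component with 57.9% of the variance, while the other 4 libraries lie between 4.1 and 37.4. In MDA-MB-468, replicate 1 lies at 43.5 (control) and 19.3 (NAM) on the second component, and the other 4 lie between -28.6 and -0.3. Deviations from the group mean correlate across genes between control and NAM libraries of the same replicate number (r = 0.71, 0.61 and 0.13 in MDA-MB-468, and 0.74, 0.62 and 0.72 in MDA-MB-231), but not in BT20 (0.02, -0.08 and 0.10). Libraries of replicates 2 and 3 also correlate across numbers, control 3 of MDA-MB-468 more with NAM 2 (0.44) than with NAM 3, and control 2 of MDA-MB-231 more with NAM 3 (0.69) than with NAM 2, so that the numbers part replicate 1 from the rest more clearly than 2 from 3. For MDA-MB-468 and MDA-MB-231, values from a limma fit with replicate number as a block therefore stand beside the results. Neither the paper nor the sample labels say whether replicates are separate cultures, so each p measures only the spread between these libraries.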

In the mRNA‐seq data, we first identified the total number of 1983 upregulated and 2035 downregulated genes in NAM‐treated cells, compared to non‐treated controls, in the three cell types: 2194 DEGs (987 upregulated and 1107 downregulated) in BT20, 1480 DEGs (641 upregulated and 839 downregulated) in MDA‐MB‐468 and 1232 DEGs (737 upregulated and 495 downregulated) in MDA‐MB‐231 (Fig. 2B and Table S2). 

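LAMP3, a lysosomal membrane protein (chromosome 3, 183122215 to 183163839), rose most in BT20 of the genes whose groups do not overlap and whose higher mean is at least 5 FPKM, from 1.44 ± 0.206 to 18.6 ± 1.73 FPKM (mean ± SD, n = 3 per group; log2 fold change 3.01, SE 0.15, adjusted p = 9.21e-05). In MDA-MB-468, CYP1A1, a monooxygenase induced through the aryl hydrocarbon receptor (chromosome 15, 74719542 to 74725536), fell from 82.0 ± 19.2 to 1.75 ± 0.578 FPKM (log2 fold change -4.95, SE 0.23, adjusted p = 6.16e-05). In MDA-MB-231, THBS1, the matrix protein thrombospondin 1 (chromosome 15, 39581079 to 39599466), fell from 267 ± 31.3 to 35.5 ± 3.87 FPKM (log2 fold change -2.88, SE 0.27, adjusted p = 0.0136).

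In BT20, with LAMP3, the largest increases among genes with a mean of at least 5 FPKM in the higher group were ERICH2, BEX2, the RNA DLGAP1-AS2, NIBAN1, a stress-induced protein, CLGN, a chaperone, and CHAC1, DDIT3, ATF3 and PSAT1, 4 genes of the amino acid starvation response (log2 fold changes from 2.21 to 2.92). The largest decreases were in the tetraspanin TSPAN1 (48.3 ± 3.69 to 7.26 ± 4.06 FPKM), the luminal transcription factor SPDEF (-2.47), UPK3B, TNNI2, PLAAT2, the mitochondrial carrier UCP2, VSIG10L-AS1, SYT8, CEMP1 and the helicase PIF1 (-1.96). UCP2 (log2 fold change -2.07, SE 0.51, adjusted p = 0.0274) was lost without control replicate 1 or 3 or NAM replicate 1 or 3, adjusted p up to 0.0904, and the other 19 genes were called whichever library was left out.

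In MDA-MB-468 CDKN1A, the cell cycle inhibitor p21, rose from 5.95 ± 1.57 to 49.3 ± 21.6 FPKM (2.76), and DUSP6, a phosphatase of ERK, from 1.69 ± 0.0487 to 15.0 ± 1.20 FPKM (2.52). TFPI2, the EGFR ligand AREG, the very-long-chain fatty acid elongase ELOVL4, APLP1, HES6, NRGN, the immediate early gene EGR1 and MFGE8 followed (2.55 to 1.72). With CYP1A1, the keratin KRT4 fell from 102 ± 10.5 to 3.40 ± 0.0927 FPKM (-4.60), and so did ALPP, PLAAT2, PSG9, TNNC1 and the interferon-stimulated OAS2, IFI44L, IFIT3 and IFIT1 (-3.91 to -2.93). All 20 were called whichever library was left out.

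MDA-MB-231 raised the histone genes H2AC6 and H2BC5, EGR1 (1.92 ± 0.473 to 22.3 ± 2.57 FPKM), the thioredoxin inhibitor TXNIP (25.3 ± 11.5 to 155 ± 46.5 FPKM), the protease HTRA1, BEX2, LAMP3, CDKN1A (30.2 ± 1.92 to 111 ± 12.7 FPKM), the cytokine IL18 and WBP1 (1.73 to 3.11). With THBS1 fell its overlapping RNA THBS1-IT1 (-3.54), the cytokines CSF3 (19.3 ± 4.37 to 1.93 ± 0.148 FPKM) and IL24 (20.1 ± 1.96 to 2.35 ± 0.265 FPKM), FSIP1, AP1M2, the activin subunit INHBA, its antagonist FST, EDN1 and the Wnt antagonist DKK1 (-2.36). None of these 20 calls (adjusted p from 0.00947 to 0.0469) held without control replicate 2 or 3 or NAM replicate 2 or 3, and all 20 also passed with the block.

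In total, 1066 genes rose and 1216 fell in BT20 (of 14965 tested), 517 and 791 in MDA-MB-468 (of 14752), and 115 and 151 in MDA-MB-231 (of 13869), by limma at an adjusted p under 0.05 and an absolute log2 fold change above 0.58. With the block, MDA-MB-468 has 1080 and 1184, and MDA-MB-231 has 1195 and 1007. In MDA-MB-231 the share that rose depends on scaling, with 43.2% of DEGs up in the quantile-normalized values, 59.2% (171 up, 118 down) without further normalization and 38.3% (70 and 113) with median scaling. Leaving out 1 BT20 library gave 515 up and 535 down (control 1), 302 and 399 (control 2), 327 and 440 (control 3), 1708 and 1579 (NAM 1) and 350 and 413 (NAM 3). In MDA-MB-468 it gave 816 and 1090 (control 1), 264 and 468 (control 2), 126 and 320 (control 3), 225 and 476 (NAM 2) and 113 and 302 (NAM 3). MDA-MB-231 had 45 and 110 without control 1, and limma called 0 without control 2, control 3, NAM 2 or NAM 3, where 780 and 666, 796 and 675, 1242 and 1167, and 898 and 728 genes passed at an unadjusted p under 0.05 with the same fold change. No regrouping of the 6 libraries of a line into other sets of 3 gave any DEG by limma, although at an unadjusted p under 0.05 the highest such count was 483 in BT20 (3017 for the real groups), 1579 in MDA-MB-468 (2142) and 2117 in MDA-MB-231 (1900).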

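A small group of genes answered NAM in the same direction in BT20, MDA-MB-468 and MDA-MB-231. The histone gene H2AC6 (chromosome 6, 26124145 to 26139116) rose in each, from 5.67 ± 0.830 to 22.6 ± 5.68 FPKM in BT20, 11.8 ± 3.60 to 25.1 ± 0.615 FPKM in MDA-MB-468 and 2.75 ± 0.876 to 35.2 ± 15.0 FPKM in MDA-MB-231 (mean ± SD, n = 3 per group; log2 fold changes 1.81, 1.04 and 3.11). Its neighbour H2BC5 rose by 1.88, 0.99 and 2.75, and the cytokine IL18 by 0.90, 1.33 and 1.82. TRIP6, an adaptor at focal adhesions (chromosome 7, 100867387 to 100873454), fell from 70.6 ± 6.18 to 24.6 ± 4.36 FPKM in BT20, 80.5 ± 5.86 to 36.2 ± 8.47 FPKM in MDA-MB-468 and 42.0 ± 7.71 to 16.4 ± 2.79 FPKM in MDA-MB-231 (-1.45, -1.18 and -1.33). The growth factor HDGF (-0.94, -0.89, -1.50), the innate immune kinase IKBKE (-1.31, -1.18, -0.88), the necroptosis effector MLKL (-0.99, -1.38, -0.82) and UCP2 (-0.82 in MDA-MB-468 and -2.00 in MDA-MB-231) also fell in each line. IL18 is lost in BT20 without control 2 or 3 or NAM 3 (adjusted p up to 0.0655). MLKL is lost in BT20 without control 1, 2 or 3 or NAM 3 (adjusted p up to 0.0674). H2AC6 is lost in MDA-MB-468 without control 2 or 3 or NAM 2 or 3 (adjusted p up to 0.0909). H2BC5, HDGF and UCP2 are lost in MDA-MB-468 without control 2 or 3 or NAM 1, 2 or 3 (adjusted p up to 0.176). IL18 is lost in MDA-MB-468 without control 2 or 3 or NAM 1 or 3 (adjusted p up to 0.128). TRIP6 is lost in MDA-MB-468 without control 3 (adjusted p up to 0.0507). IKBKE is lost in MDA-MB-468 without control 2 or 3 or NAM 3 (adjusted p up to 0.0703). H2AC6, H2BC5, HDGF and UCP2 are lost in MDA-MB-231 without control 2 or 3 or NAM 2 or 3 (adjusted p up to 0.158). IL18, TRIP6, IKBKE and MLKL are lost in MDA-MB-231 without control 1, 2 or 3 or NAM 2 or 3 (adjusted p up to 0.282).

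The remaining shared increases are the ring finger protein RNF141, the phospholipase D family member PLD3, METTL25B, RSPH3, the pseudogene H2BC19P and 1 gene without a symbol. The remaining shared decreases are the long RNA UCA1, BZW2, FJX1, CCDC80, the RNA-binding proteins PSPC1 and HNRNPD, ARHGDIB, LINC01764, ZBED10P and 1 gene without a symbol. So 9 genes rose and 15 fell in all 3 lines, against 0.16 and 0.14 expected from independent lists among the 11861 genes tested in all 3, and with the block in every line 87 and 71 (5.28 and 2.9 expected), BT20 included, although its replicate numbers do not pair its libraries. Of the genes that the block adds, the stress-induced chaperone CLU, the protease inhibitor CSTA, the amino acid transporter SLC38A2 and the acetyl-CoA synthetase ACSS2 rose in BT20 without it. Both counts are 0 without control replicate 2 or 3 or NAM replicate 2 or 3 of MDA-MB-231. They are 4 and 7 without control 1 of BT20, 3 and 9 without control 2, 3 and 7 without control 3 and 4 and 7 without NAM 3, and 15 genes rise without NAM 2. Without a library of MDA-MB-468 they are 3 and 9 (control 2), 3 and 6 (control 3) and 3 and 7 (NAM 3), 5 rise without NAM 1 and 4 without NAM 2, and 4 rise without control 1 of MDA-MB-231.

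Most of the 1554 genes that rose in any line did so in 1 line (91.3%), as did 86.9% of the 1894 that fell. A call in 1 line alone does not show a difference, so the line-by-treatment interaction was tested in all 18 libraries, and 1664 of 17784 genes differed in their answer to NAM (966 between MDA-MB-468 and BT20, 950 between MDA-MB-231 and BT20 and 865 between MDA-MB-231 and MDA-MB-468, by limma at an adjusted p under 0.05). With the block the number is 3913, and without control replicate 2 of BT20 it is 1097. Only 11861 genes pass the filter in all 3 lines, and a gene near 0 FPKM in a line cannot fall there. OASL, an interferon-stimulated gene (chromosome 12, 121017763 to 121039246), fell from 20.8 ± 2.76 to 3.09 ± 0.485 FPKM in MDA-MB-468 and rose from 3.69 ± 0.767 to 11.3 ± 1.57 FPKM in MDA-MB-231 (interaction adjusted p = 1.23e-07). LAMP3 fell in MDA-MB-468 from 7.03 ± 0.961 to 4.46 ± 0.220 FPKM and rose in MDA-MB-231 from 0.507 ± 0.331 to 5.92 ± 2.59 FPKM (interaction adjusted p = 8.10e-07). The DNA-sensing adaptor STING1 fell from 8.72 ± 0.364 to 4.22 ± 0.750 FPKM in BT20 and 12.7 ± 1.25 to 5.18 ± 0.959 FPKM in MDA-MB-468 and rose from 2.77 ± 0.276 to 7.14 ± 0.588 FPKM in MDA-MB-231. Also called in opposite directions were the IGF-binding protein IGFBP3 (-1.52 in MDA-MB-468, 1.49 in MDA-MB-231), the EGFR ligand HBEGF (1.46 and -1.11), GPNMB (1.34 in BT20, -1.11 in MDA-MB-468), KLHDC7B-DT (1.02 and -2.16), CLCN4 (0.98 in BT20, -1.17 in MDA-MB-231), MB21D2 (0.61 and -0.91) and MCUB, a subunit of the mitochondrial calcium uniporter (-0.83 in BT20, 1.14 in MDA-MB-468). Across all genes tested in 2 lines, log2 fold changes correlate with r = 0.428 (BT20 and MDA-MB-468, 13083 genes), 0.353 (BT20 and MDA-MB-231, 12415) and 0.427 (MDA-MB-468 and MDA-MB-231, 12496). Without control replicate 2, 1 of these correlations moved by more than 1.5 times or beyond its spread. Without NAM replicate 1 or NAM replicate 2, 2 did. MB21D2 is lost in BT20 without control 1, 2 or 3 or NAM 3 (adjusted p up to 0.127). MCUB is lost in BT20 without control 1 or 2 or NAM 3 (adjusted p up to 0.0806). LAMP3 is lost in MDA-MB-468 without control 2 or 3 or NAM 1, 2 or 3 (adjusted p up to 0.206). STING1 is lost in MDA-MB-468 without control 3 (adjusted p up to 0.0518). GPNMB is lost in MDA-MB-468 without NAM 3 (adjusted p up to 0.0579). OASL and CLCN4 are lost in MDA-MB-231 without control 2 or 3 or NAM 2 or 3 (adjusted p up to 0.216). LAMP3, IGFBP3 and MB21D2 are lost in MDA-MB-231 without control 1, 2 or 3 or NAM 2 or 3 (adjusted p up to 0.272). STING1 and HBEGF are lost in MDA-MB-231 without any 1 library (adjusted p up to 0.276).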

Among the DEGs, only 40 upregulated and 34 downregulated genes (0.020% and 0.017% of total 1983 upregulated and 2035 downregulated genes, respectively) overlapped in all the types TNBC cells, whereas most DEGs showed cell type‐specific differential expression (Fig. 2C,D).

**Fig. 2:**
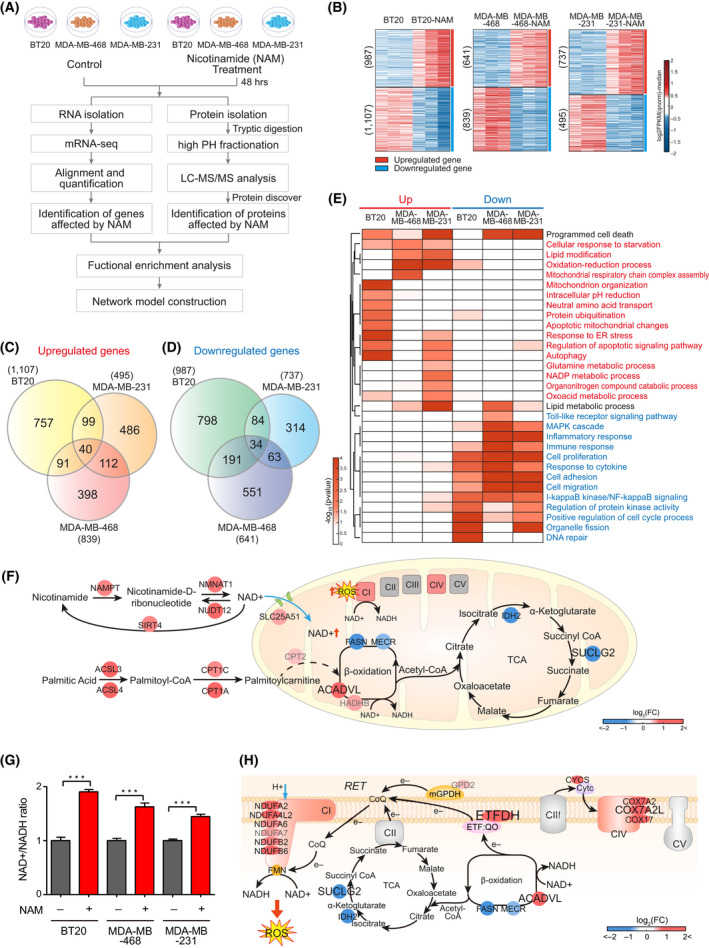
mRNA signatures associated with NAM‐induced mitochondrial dysfunctions. (A) Overall scheme for mRNA‐seq (left) and LC‐MS/MS (right) analyses. (B) Heat maps showing log_2_‐fold‐changes of up‐ (red) and downregulated (blue) genes in BT20 (left), MDA‐MB‐468 (middle) and MDA‐MB‐231 (right) triple‐negative breast cancer (TNBC) cells (colour bar, gradient of log_2_‐fold‐changes of DEGs; numbers of up‐ or downregulated genes are in parenthesis). (C, D) Venn diagrams showing relationships among up‐ (C) and downregulated (D) genes in the three TNBC cells (total = 1983 and 2035, respectively). (E) Heat map showing the significance of cellular processes (gene ontology‐biological processes) being enriched by up‐ (left, red) and downregulated (right, blue) genes in the indicated cell types (colour bar, gradient of –log_10_(*P*); *P* = enrichment *P*‐value from EASE test). (F) Network model describing metabolic reactions altered by nicotinamide (NAM) treatment and the enzymes. Arrows indicate directions of the reactions, light blue arrows denote transport of indicated molecules, and dotted arrows indicate indirect reactions involving intermediate reactions between the nodes. Node or OXPHOS complex colours represent up‐ (red) and downregulation (blue) of the corresponding gene or complex (colour bar, gradient of log_2_‐fold‐changes, NAM versus control). The maximum log_2_‐fold‐changes in the three cell types were chosen for the node colour. Node label size denotes whether the corresponding gene was identified as a DEG in three (large), two (middle) or one (small) of the cell types. Grey node labels denote that the corresponding nodes are non‐DEGs in the three cell types. (G) NAD^+^/NADH ratio in the three TNBC cell types after 10 mm of NAM treatment for 24 h (mean ± SEM from triplicate experiment. Comparisons were made using a two‐tailed *t*‐test, ***P < 0.001). (H) Network model describing RET‐related metabolic reactions affected by NAM treatment. See the legend in (F) for the nodes and edges. (Abbreviations: CI to V, OXPHOS complexes I to V; CoQ, coenzyme Q; Cytc, cytochrome c; e‐, electron; ETF:QO, electron‐transferring‐flavoprotein dehydrogenase; FMN, flavin mononucleotide; mGPDH, mitochondrial glycerol 3‐phosphate dehydrogenase; NAD(H), nicotinamide adenine dinucleotide; RET, reversse electron transport; ROS, reactive oxygen species; TCA, tricarboxylic acid cycle).

We next investigated whether cellular processes represented by DEGs in the individual cell types were common across the three types of TNBC cells, despite the low overlapping of DEGs at the molecular level. We identified GOBPs enriched by the DEGs in each cell type and examined whether the enriched GOBPs were shared among the three types of TNBC cells. The upregulated genes in the individual cell types were mainly associated with the processes related to cell death (programmed cell death, autophagy and apoptotic mitochondrial changes) and mitochondria (organization, pH reduction/redox/NADP metabolism, response to starvation, respiratory chain and lipid/oxoacid metabolism) (Fig. 2E, ‘Up’ panel). 

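Some autophagy genes rose in BT20 and MDA-MB-468. MAP1LC3B, which coats autophagosomes (chromosome 16, 87383953 to 87404779), went from 28.2 ± 3.02 to 58.0 ± 5.77 FPKM in BT20 (log2 fold change 1.07, SE 0.16, adjusted p = 0.00536) and from 25.1 ± 2.75 to 41.3 ± 1.35 FPKM in MDA-MB-468 (0.69, adjusted p = 0.0318). The autophagy receptor SQSTM1 rose in MDA-MB-231 from 94.7 ± 19.0 to 187 ± 53.4 FPKM (0.95, adjusted p = 0.0420). MAP1LC3B is lost in MDA-MB-468 without control 2 or 3 or NAM 1, 2 or 3 (adjusted p up to 0.127). SQSTM1 is lost in MDA-MB-231 without control 1, 2 or 3 or NAM 2 or 3 (adjusted p up to 0.265).

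Of 31 autophagy genes, 7 rose in BT20 (9 adjusted over the list alone), among them WIPI1 (1.03), OPTN (0.86) and ATG4A (0.82), and 0 fell. The list passed camera in BT20 (adjusted p = 0.00338, and adjusted p = 0.380 with an estimated correlation). The 7 became 2 without control replicate 2 or 3, 3 without NAM replicate 3 and 12 (with 3 falling) without NAM replicate 1. In MDA-MB-468, ULK2 (1.01), MAP1LC3B and GABARAPL2 (0.62) rose (3 of 31, 7 with the block, where TFEB fell by 0.67), and leaving out a library gave 6 (control 1), 1 (control 2 or 3, NAM 1 or 2) or 0 (NAM 3). In MDA-MB-231 SQSTM1 alone of 33 rose, and with the block 6 did, among them MAP1LC3A (0.89) and ULK1 (0.82), while ATG3 fell (camera adjusted p = 0.0246, and adjusted p = 0.380 with an estimated correlation). OPTN is lost in BT20 without control 2 or 3 (adjusted p up to 0.0641). ATG4A is lost in BT20 without control 2 or 3 or NAM 3 (adjusted p up to 0.0669). ULK2 is lost in MDA-MB-468 without NAM 3 (adjusted p up to 0.0515). GABARAPL2 is lost in MDA-MB-468 without control 2 or 3 or NAM 1, 2 or 3 (adjusted p up to 0.193).

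Some lysosomal genes rose in BT20, where 7 of 27 passed, led by the proton pump subunits ATP6V1A (0.68) and ATP6AP2 (0.66), the protease CTSL (0.60) and ATP6V1G1 (0.59; camera adjusted p = 0.0246, and adjusted p = 0.440 with an estimated correlation). None of the 7 passed without control replicate 1, 2 or 3 or NAM replicate 3, and 4 did without NAM replicate 2. In MDA-MB-468 limma called 0 (5 up and 1 down at an unadjusted p under 0.05, 0 by limma-voom) but 8 rose and GAA fell with the block. MDA-MB-231 also had 0 by limma (9 up unadjusted, 1 by limma-voom) and 8 up with the block, led by ATP6V0A1 (0.90) and TPP1 (0.89), and its list passed camera (adjusted p = 9.15e-05, and adjusted p = 0.223 with an estimated correlation). ATP6V1A and CTSL are lost in BT20 without control 1, 2 or 3 or NAM 3 (adjusted p up to 0.134). ATP6AP2 and ATP6V1G1 are lost in BT20 without control 1, 2 or 3 or NAM 2 or 3 (adjusted p up to 0.158).

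Among 13 nuclear genes of complex IV and cytochrome c, COX7A2L, a factor of supercomplex assembly, rose in BT20 from 16.2 ± 0.615 to 32.3 ± 5.71 FPKM (0.96) and in MDA-MB-468 (0.79). CYCS, cytochrome c, rose in BT20 (0.76) and COX7A2 in MDA-MB-468 from 77.1 ± 11.0 to 144 ± 34.5 FPKM. So 2 rose in BT20, 2 in MDA-MB-468 (7 with the block; camera adjusted p = 0.0176, and adjusted p = 0.670 with an estimated correlation) and 0 in MDA-MB-231 (0 unadjusted, 0 by limma-voom), where the block adds COX6C, COX6A1 and COX7C. COX17, a copper chaperone of complex IV that the study names, rose with the block only (0.93 in MDA-MB-468, adjusted p = 0.00699, and 0.51 in MDA-MB-231, adjusted p = 0.0379). Of the 4 genes of this group that the study names, 2 rose in BT20, 2 in MDA-MB-468 (4 with the block) and 0 in MDA-MB-231 (1 with the block). The study chose them on these samples, so they are not independent evidence. CYCS is lost in BT20 without control 1, 2 or 3 or NAM 2 or 3 (adjusted p up to 0.135). COX7A2L is lost in MDA-MB-468 without control 2 or 3 or NAM 1, 2 or 3 (adjusted p up to 0.132). COX7A2 is lost in MDA-MB-468 without control 2 or 3 or NAM 1 or 3 (adjusted p up to 0.212).

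Limma called none of 13 complex II and III genes (2 up and 1 down unadjusted in BT20, 2 up in MDA-MB-468, 0 in MDA-MB-231) and none of 16 complex V genes (1 down, 3 up and 0), and limma-voom also called 0. With the block, UQCRB, UQCRQ and SDHD rose in MDA-MB-468 and UQCRQ in MDA-MB-231, as did ATP5PF, ATP5PD and ATP5MC3 in MDA-MB-468 and ATP5PD in MDA-MB-231, where ATP5MC1 fell. None of the 13 mitochondrially encoded mRNAs passed by limma (0 unadjusted in every line; limma-voom called 1 in MDA-MB-468). With the block 4 were up in MDA-MB-468 at an unadjusted p under 0.05, and 0 in BT20 and MDA-MB-231. A change in MDA-MB-468 therefore stays open. Of 27 NRF2 target and antioxidant genes, TXNRD1, a thioredoxin reductase, rose in BT20 from 87.8 ± 4.72 to 188 ± 18.0 FPKM with SLC7A11, GCLM and FTH1 (0.59), 4 in all, and 2 remained without control replicate 2 or 3. In MDA-MB-468 AKR1C1 fell, and with the block 6 rose, led by OSGIN1 (0.85), and 5 fell. In MDA-MB-231 catalase, CAT, rose from 16.2 ± 1.31 to 29.7 ± 1.59 FPKM (2 of 24 rose, 5 adjusted over the list alone, 11 with the block), 1 without NAM 1 and 0 without any other 1 library. Antioxidant genes passed camera there (adjusted p = 6.59e-04, and adjusted p = 0.223 with an estimated correlation). FTH1 is lost in BT20 without any 1 library (adjusted p up to 0.189). CAT is lost in MDA-MB-231 without any 1 library (adjusted p up to 0.272).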

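GPT2, a mitochondrial transaminase, rose in BT20 from 15.4 ± 0.0871 to 33.4 ± 9.41 FPKM (mean ± SD, n = 3 per group; log2 fold change 1.06, SE 0.22, adjusted p = 0.0148). GLUL, glutamine synthetase, fell in BT20 from 30.6 ± 0.363 to 16.8 ± 4.33 FPKM (-0.83) and in MDA-MB-468 from 48.1 ± 4.51 to 26.0 ± 3.14 FPKM (-0.87). The sterol and fatty acid regulator SREBF1 (chromosome 17, 17810399 to 17837002) fell in BT20 from 22.8 ± 2.53 to 5.71 ± 1.91 FPKM (-1.86) and in MDA-MB-468 from 17.4 ± 3.98 to 8.96 ± 1.70 FPKM (-0.90). GPT2 is lost in BT20 without control 1 or 2 or NAM 3 (adjusted p up to 0.0692). GLUL is lost in BT20 without control 1, 2 or 3 or NAM 3 (adjusted p up to 0.0864). GLUL is lost in MDA-MB-468 without control 3 or NAM 3 (adjusted p up to 0.0752). SREBF1 is lost in MDA-MB-468 without control 2 or 3 or NAM 1, 2 or 3 (adjusted p up to 0.166).

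Of 16 genes of glutamine and glutamate metabolism, PSAT1, GPT2 and GFPT1 (0.96) rose and GLUL fell in BT20, while GLUL and PYCR1 (-0.59) fell in MDA-MB-468. The BT20 rises fell to 2 without control replicate 1 or 2 or NAM replicate 3. The block adds GLS2 (0.78), PSAT1 and GOT1 as rising in MDA-MB-468, and in MDA-MB-231, where limma called 0 (1 down unadjusted, 0 by limma-voom), it adds OAT as rising and CAD and CTPS1 (-0.92) as falling. PYCR1 is lost in MDA-MB-468 without any 1 library (adjusted p up to 0.161).

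Some amino acid transporters rose in BT20. SLC7A11, the cystine and glutamate exchanger, went from 2.77 ± 0.360 to 12.4 ± 1.94 FPKM (log2 fold change 1.80, SE 0.16, adjusted p = 0.00137). The neutral amino acid transporter SLC38A2 rose from 16.4 ± 0.0537 to 43.1 ± 5.28 FPKM (1.37), and SLC3A2, partner of SLC7A11 and SLC7A5, from 52.1 ± 2.01 to 108 ± 7.15 FPKM (1.06). SLC7A1 (1.26), SLC7A5 (1.26) and SLC38A1 (0.98) rose with them, as did the zinc carrier SLC39A14 (1.07), SLC25A30 (0.97), SLC25A4 and SLC44A1, while the nucleoside transporter SLC29A1 fell from 15.5 ± 0.798 to 5.31 ± 1.94 FPKM (-1.46) and SLC39A1 less so (-0.63). In MDA-MB-468 the ADP and ATP carrier SLC25A4 rose from 7.91 ± 1.02 to 17.2 ± 1.95 FPKM and SLC4A11 (41.6 ± 14.5 to 13.4 ± 1.68 FPKM), SLC5A1 (-1.26), SLC6A14 (-1.17) and NHERF2 (-0.80), which the study lists as SLC9A3R2, fell. In MDA-MB-231 the glucose transporter SLC2A1 fell from 130 ± 2.80 to 46.2 ± 12.0 FPKM and SLC43A3 from 41.2 ± 9.41 to 18.6 ± 0.397 FPKM. The effect of NAM on SLC3A2 (interaction adjusted p = 0.00114) and SLC2A1 (0.00880) differed between lines. SLC7A1 is lost in BT20 without control 1 or NAM 3 (adjusted p up to 0.0821). SLC7A5 is lost in BT20 without control 1, 2 or 3 or NAM 1 or 3 (adjusted p up to 0.158). SLC39A1 is lost in BT20 without control 1, 2 or 3 or NAM 3 (adjusted p up to 0.155). SLC25A4, SLC5A1 and SLC6A14 are lost in MDA-MB-468 without control 3 or NAM 3 (adjusted p up to 0.0703). NHERF2 is lost in MDA-MB-468 without control 2 or 3 or NAM 2 or 3 (adjusted p up to 0.0928). SLC2A1 is lost in MDA-MB-231 without control 2 or 3 or NAM 2 or 3 (adjusted p up to 0.163). SLC43A3 is lost in MDA-MB-231 without control 1, 2 or 3 or NAM 2 or 3 (adjusted p up to 0.213).

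Of the transporters that the study drew, 11 rose and 2 fell of 33 in BT20 (15 and 3 adjusted over the list alone). There 7 rose without NAM 3, and 1 fell without any 1 control library or NAM 3 and 5 without NAM 1. The set passed camera in BT20 (adjusted p = 0.0124, and adjusted p = 0.383 with an estimated correlation). In MDA-MB-468 2 rose and 4 fell of 37 (8 and 8 with the block, 0 and 1 without control 3 or NAM 3). SLC2A1 and SLC43A3 were the only calls of 35 in MDA-MB-231 (7 up and 6 down with the block), 1 without control 1 and 0 without control 2 or 3 or NAM 2 or 3. The study chose these genes on these samples, so the counts are not independent evidence.

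Of the lipid synthesis genes, SCD (-1.14), FASN (-1.09) and ELOVL6 (-0.89) fell in BT20 with SREBF1, and ACSS2 rose from 23.1 ± 0.446 to 43.8 ± 7.29 FPKM there and from 34.4 ± 2.61 to 70.7 ± 7.45 FPKM in MDA-MB-468. So of 11 genes of fatty acid synthesis 1 rose and 4 fell in BT20 (2 fell without control replicate 1 and 1 without NAM replicate 3) and 1 and 1 in MDA-MB-468, where the block adds FASN. Limma called 0 of 12 in MDA-MB-231 (1 up unadjusted, 0 by limma-voom), and with the block ACSS2 rose and FASN fell. Of 21 cholesterol genes 3 fell in BT20, MVD (-1.10) among them (6 adjusted over the list alone, 2 without any 1 control library or NAM 3). Cholesterol genes passed camera there (adjusted p = 0.0317, and adjusted p = 0.683 with an estimated correlation). IDI1 (0.90) and SC5D (0.83) rose in MDA-MB-468, 7 with the block, and in MDA-MB-231 limma called 0 of 22 (3 up and 1 down unadjusted, 1 up by limma-voom), with TM7SF2 (1.78) and MSMO1 rising and EBP and ACAT2 falling with the block. SCD is lost in BT20 without control 1 or NAM 3 (adjusted p up to 0.0710). FASN is lost in BT20 without control 1, 2 or 3 or NAM 3 (adjusted p up to 0.0962). ELOVL6 is lost in BT20 without NAM 3 (adjusted p up to 0.0579). IDI1 is lost in MDA-MB-468 without control 2 or 3 or NAM 1 or 3 (adjusted p up to 0.118). SC5D is lost in MDA-MB-468 without control 2 or 3 or NAM 1, 2 or 3 (adjusted p up to 0.148).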

Interestingly, lipid metabolism and amino acid transport/metabolism (glutamate metabolic process) were also upregulated in one or two TNBC cell types. Among them, cellular responses to starvation and cell death were consistently upregulated in all the three TNBC cell types, reiterating NAM‐induced apoptosis as previously reported [14]. On the other hand, the processes related to immune response (NF‐kB and mitogen‐activated protein kinase signalling, cell adhesion/migration, and response to cytokine) and cell proliferation were downregulated consistently in all the three TNBC cell types (Fig. 2E, ‘Down’ panel).

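The amino acid starvation response rose strongly in BT20. CHAC1, which breaks down glutathione (chromosome 15, 40952962 to 40956512), rose from 4.58 ± 0.905 to 27.8 ± 1.55 FPKM (mean ± SD, n = 3 per group; log2 fold change 2.37, SE 0.17, adjusted p = 6.01e-04). There rose also DDIT3, the stress factor CHOP (chromosome 12, 57516588 to 57521737), from 12.1 ± 2.93 to 63.7 ± 14.4 FPKM (2.35), and PSAT1, of serine synthesis, from 46.6 ± 3.19 to 207 ± 11.5 FPKM (2.21). In MDA-MB-468 CHAC1 rose by 0.74 and ATF3 by 0.73. MDA-MB-231 showed no member past the threshold without the block. CHAC1 and ATF3 are lost in MDA-MB-468 without control 2 or 3 or NAM 2 or 3 (adjusted p up to 0.206).

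In BT20, 26 of 32 starvation genes rose (28 adjusted over the list alone), 19 of them whichever library was left out, and 0 fell. They include ATF3 (2.22), the mTORC1 inhibitors DDIT4 (2.00) and SESN2 (1.55), CEBPG (1.93), TRIB3 (1.75), the tRNA synthetase WARS1 (1.52), the one-carbon enzyme MTHFD2 (1.37) and ATF4, the factor that drives the response (0.90). Camera gave an adjusted p = 1.38e-17, and adjusted p = 0.223 with an estimated correlation. In MDA-MB-468 SLC1A4, CHAC1 and ATF3 rose and PYCR1 fell, of 33 (8 and 2 with the block, where SLC38A2 rose by 0.95 and DDIT3 by 0.70 and WARS1 fell). The 3 became 6 without control replicate 1, 1 without control replicate 2 or NAM replicate 2 and 0 without control replicate 3 or NAM replicate 3. In MDA-MB-231 limma called 0 of 31 (8 up unadjusted, 0 by limma-voom), and with the block CHAC1 (1.17), ATF3 (1.08), TRIB3 (1.07), DDIT3 (0.92) and 4 others rose and GARS1 and SLC7A5 (-0.70) fell. Starvation genes passed camera without the block there (adjusted p = 0.00251, and adjusted p = 0.700 with an estimated correlation).

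PMAIP1, which encodes the cell death protein NOXA, rose in BT20 from 3.41 ± 0.834 to 6.55 ± 1.73 FPKM and in MDA-MB-468 from 9.73 ± 2.54 to 20.1 ± 2.65 FPKM. BCL2L11, which encodes BIM, rose in BT20 from 6.03 ± 0.431 to 10.7 ± 0.575 FPKM, and BBC3, which encodes PUMA, in MDA-MB-468 from 5.73 ± 1.10 to 11.1 ± 1.87 FPKM. The study chose these 3 genes on these samples, so they are not independent evidence. In MDA-MB-231 none of the 3 passed (all 3 adjusted over the list alone), and with the block BCL2L11 (0.59, adjusted p = 0.0197) and BBC3 (1.21, adjusted p = 0.0249) did. Of 21 apoptosis effectors and regulators, PMAIP1, BCL2L11 and HRK (0.66) rose and BMF (-1.03), the inhibitor BIRC5 (-0.72) and BID (-0.59) fell in BT20, with 0 rising without control replicate 2 or 3 or NAM replicate 3 and 1 without control replicate 1, and 1 falling without any 1 of these 4. In MDA-MB-468 PMAIP1 and BBC3 rose and BMF fell (5 and 1 with the block), and 0 rose without control 2 or 3 or NAM 3 and 1 without NAM 1 or 2. Limma called 0 of 20 in MDA-MB-231 (4 up unadjusted, 0 by limma-voom) and the block adds CASP9 to BBC3 and BCL2L11. PMAIP1 is lost in BT20 without control 1, 2 or 3 or NAM 2 or 3 (adjusted p up to 0.183). BCL2L11 is lost in BT20 without control 2 or 3 or NAM 3 (adjusted p up to 0.0925). HRK and BID are lost in BT20 without control 1, 2 or 3 or NAM 3 (adjusted p up to 0.178). BIRC5 is lost in BT20 without control 1, 2 or 3 or NAM 1 or 3 (adjusted p up to 0.127). PMAIP1 is lost in MDA-MB-468 without control 2 or 3 or NAM 1 or 3 (adjusted p up to 0.101). BBC3 is lost in MDA-MB-468 without control 2 or 3 or NAM 2 or 3 (adjusted p up to 0.150).

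Of the targets of p53, the growth arrest gene GADD45A rose in BT20 from 8.02 ± 0.921 to 20.6 ± 6.25 FPKM and in MDA-MB-468 from 22.2 ± 2.68 to 55.7 ± 3.23 FPKM. In BT20, 6 of 21 rose, with RRM2B (1.14), the death receptor TNFRSF10B (0.80) and XPC (0.78), and FDXR fell (-1.17), and 1 to 3 rose without any 1 control library or NAM replicate 3. In MDA-MB-468 4 of 19 rose (8 with the block; 2 without control replicate 2 or 3 or NAM replicate 3; camera adjusted p = 0.0126, and adjusted p = 0.423 with an estimated correlation). In MDA-MB-231 CDKN1A, XPC (1.18) and TP53INP1 (1.00) rose, 3 of 21, with 1 left without control 1 and 0 without control 2 or 3 or NAM 2 or 3. With the block 5 rose and AEN fell, and the list passed camera without it (adjusted p = 0.0263, and adjusted p = 0.383 with an estimated correlation). Of 24 genes of endoplasmic reticulum chaperones and the unfolded protein response, HERPUD1 (1.17), SEL1L (1.10), ERN1 (0.93) and DNAJB9 (0.91) rose in BT20 with ATF6, and the chaperones CRELD2 (-0.75), CALR (-0.61) and SDF2L1 (-0.53) fell, 5 up and 3 down. Without any 1 control library or NAM 3, 3 rose and at most 1 fell. In MDA-MB-468 and MDA-MB-231 limma called 0 of these 24 (2 up and 3 down, and 3 up, unadjusted, and 0 by limma-voom), and with the block 4 up and 3 down, and 4 up and 1 down. RRM2B and XPC are lost in BT20 without control 1 or 2 or NAM 3 (adjusted p up to 0.0637). TNFRSF10B is lost in BT20 without control 2 or 3 or NAM 3 (adjusted p up to 0.0609). ERN1 is lost in BT20 without control 1, 2 or 3 or NAM 1 or 3 (adjusted p up to 0.113). DNAJB9, CALR and SDF2L1 are lost in BT20 without control 1, 2 or 3 or NAM 3 (adjusted p up to 0.157). CRELD2 is lost in BT20 without control 2 (adjusted p up to 0.0689). XPC is lost in MDA-MB-231 without any 1 library (adjusted p up to 0.231). TP53INP1 is lost in MDA-MB-231 without control 1, 2 or 3 or NAM 2 or 3 (adjusted p up to 0.248).

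**Figure D1:**
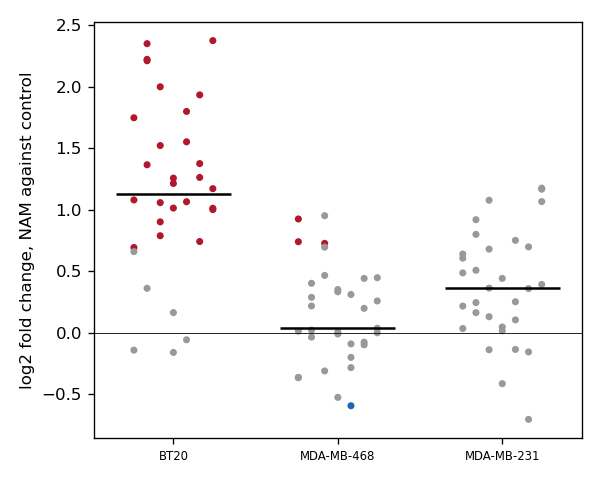
Log2 fold change (vertical axis) of each tested amino acid starvation gene in BT20 (32 genes), MDA-MB-468 (33) and MDA-MB-231 (31), NAM against control. Red points rose and blue points fell at an adjusted p under 0.05 by limma without a block, grey points did not pass, and black lines are medians.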

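Cell cycle genes fell in BT20 and interferon-stimulated genes fell in MDA-MB-468. The mitotic kinase PLK1 (chromosome 16, 23677656 to 23690367) fell in BT20 from 34.0 ± 2.14 to 10.5 ± 6.39 FPKM (mean ± SD, n = 3 per group; log2 fold change -1.75, SE 0.33, adjusted p = 0.0112). RRM2, of the reductase that makes deoxynucleotides (chromosome 2, 10120698 to 10211725), fell there from 38.5 ± 0.683 to 10.9 ± 6.56 FPKM (-1.90). OAS2, an antiviral sensor (chromosome 12, 112978395 to 113011723), fell in MDA-MB-468 from 44.6 ± 6.89 to 2.38 ± 0.449 FPKM (log2 fold change -3.79, SE 0.17, adjusted p = 6.16e-05). RRM2 is lost in BT20 without control 1 (adjusted p up to 0.0521).

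In BT20, 21 of 33 genes of DNA replication fell (29 adjusted over the list alone), among them the helicase subunits MCM2 (-1.69) and MCM5 (-1.65) and the loading factor CDC45 (-1.57), and 11 fell without any 1 control library and 14 without NAM 3. Replication had a camera adjusted p = 1.21e-13, and adjusted p = 0.462 with an estimated correlation. Of 31 mitosis genes 19 fell (30 adjusted over the list alone), with the kinesins KIF2C (-1.64) and KIF20A (-1.50) and DLGAP5 (-1.49; camera adjusted p = 5.15e-12, and adjusted p = 0.538 with an estimated correlation). The 19 became 6, 5 and 4 without control replicates 1, 2 and 3, 8 without NAM 1, 30 without NAM 2 and 2 without NAM 3. Of 21 genes of homologous recombination and Fanconi repair 12 fell (16 adjusted over the list alone), with RAD54L (-1.38), RAD51AP1 (-1.25) and FANCG (-1.25), and 3 fell without any 1 control library, 6 without NAM 1, 16 without NAM 2 and 4 without NAM 3. Repair had a camera adjusted p = 1.10e-06, and adjusted p = 0.527 with an estimated correlation. CDC45 is lost in BT20 without control 1, 2 or 3 (adjusted p up to 0.0827). KIF20A, DLGAP5 and RAD51AP1 are lost in BT20 without control 1, 2 or 3 or NAM 1 or 3 (adjusted p up to 0.134).

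In MDA-MB-468 only BUB1B of these genes fell (-0.60). There limma called 0 of 33 replication genes (3 up and 5 down unadjusted) and 0 of 17 repair genes (2 up and 1 down), and without control 1 the calls were 1 up and 2 down, and 1 up. With the block 3 replication genes rose and 9 fell, with the cyclin CCNE2 up (0.97), and 2 repair genes rose and 3 fell. Limma called in MDA-MB-231 0 of 33, 0 of 31 and 0 of 19 (8, 13 and 4 down unadjusted), while with the block 10, 17 and 4 fell, led by MKI67 (-1.47), KIF23 (-1.37), RRM2 (-1.30) and PLK1 (-1.28). Limma-voom called 0 in each of these 5 tests, and without NAM replicate 1 of MDA-MB-231 1 replication gene and 1 mitosis gene fell. Camera without the block gave adjusted p = 1.11e-05, 6.59e-09 and 8.43e-05 for the 3 lists in MDA-MB-231, and adjusted p = 0.591, 0.568 and 0.538 with an estimated correlation. BUB1B is lost in MDA-MB-468 without control 2 or 3 or NAM 1, 2 or 3 (adjusted p up to 0.193).

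In MDA-MB-468, 27 of 33 interferon-stimulated genes fell (32 adjusted over the list alone, 33 with the block, at least 23 whichever library was left out), with IFI44L (-3.44), IFIT3 (-3.05), IFIT1 (-2.93) and MX1 (-2.87), and camera gave an adjusted p = 3.62e-33, and adjusted p = 0.140 with an estimated correlation. In BT20 OAS3 (-1.79), ISG15 (-1.17) and 4 others fell and IRF7 (0.87) and IFIT5 (0.62) rose, of 24 (camera adjusted p = 0.0162, and adjusted p = 0.690 with an estimated correlation). There 2 fell and 0 rose without any 1 control library or NAM 3, 9 fell and 1 rose without NAM 2, and 4 fell and 1 rose without NAM 1. In MDA-MB-231 OASL alone of 27 rose (2 rose without control or NAM replicate 1), and with the block IRF7 (2.00), IFI6 (1.49) and 4 others rose and XAF1 and OAS3 fell. The effect of NAM differed between lines for 27 of 34 of these genes (interaction adjusted p under 0.05), and for 18 of the 22 that pass the filter in all 3 lines. Of the genes of antigen presentation, the immunoproteasome subunits PSMB10 (-1.34), PSMB8 (-0.80) and PSMB9 (-0.66) fell in BT20 (3 of 13, 1 without any 1 control library or NAM 3). In MDA-MB-468 PSMB10 (-0.71) and PSMB8 fell (2 of 14, 6 with the block), 1 without control 2 and 0 without control 3 or any 1 NAM library. The presentation genes passed camera there (adjusted p = 0.0433, and adjusted p = 0.540 with an estimated correlation). In MDA-MB-231 limma called 0 of 15 (5 up and 2 down unadjusted, 0 by limma-voom), and with the block PSMB9 (1.06), B2M and 4 others rose and TAP2 and ERAP2 fell. IRF7 is lost in BT20 without control 1, 2 or 3 or NAM 1 or 3 (adjusted p up to 0.155). IFIT5 is lost in BT20 without control 1, 2 or 3 or NAM 2 or 3 (adjusted p up to 0.142). PSMB8 and PSMB9 are lost in BT20 without control 1, 2 or 3 or NAM 3 (adjusted p up to 0.103). PSMB10 is lost in MDA-MB-468 without control 1 or 3 or NAM 1, 2 or 3 (adjusted p up to 0.186).

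Among NF-kB targets TNFAIP2 fell in BT20 from 79.6 ± 1.53 to 31.2 ± 11.4 FPKM with LIF (-0.97) and NFKB2 (-0.71), 3 of 11 (6 adjusted over the list alone, 1 without any 1 control library, 2 without NAM replicate 2, 6 without NAM replicate 1, 0 without NAM replicate 3). In MDA-MB-468 5 of 22 fell and LIF (1.51), CCL20 (1.43) and NFKBIE (0.93) rose (10 and 5 with the block, and 1 rose without control 2 or NAM 2 and 0 without control 3 or NAM 3). In MDA-MB-231 3 of 25 fell (camera adjusted p = 0.00213, and adjusted p = 0.423 with an estimated correlation). They are CCL2, IL6 and CXCL2, which the study also drew in its immune network, so they are not separate evidence. Of the 25, 0 fell without control 2 or 3 or NAM 2 or 3, 2 without control 1 and 6 without NAM 1. With the block 12 fell, with IL1A at -3.00, and RELB (0.90) and 5 others rose. Of 21 feedback genes of the MAPK pathway, DUSP6, AREG (2.16), EGR1 (1.82), ETV5 (1.35) and FOS rose in MDA-MB-468 and SPRY1 (-0.88) fell, 5 and 1. Adjusted over the list alone 13 rose and 3 fell, as with the block, and 10 rose without NAM 1. These genes passed camera in MDA-MB-468 (adjusted p = 9.32e-04, and adjusted p = 0.458 with an estimated correlation). EGR1 and AREG (1.23) rose in MDA-MB-231 (9 up and 2 down of 21 with the block; 0 without control 2 or 3 or NAM 2 or 3; camera adjusted p = 0.0256, and adjusted p = 0.458 with an estimated correlation). In BT20 FOSL1 (-1.03), ETV4 (-0.98), DUSP4 (-0.82) and SPRED2 (-0.66) fell and MYC (1.02) and DUSP1 (0.78) rose, of 19 (1 rose without any 1 library other than NAM 2, and 1, 1, 0 and 7 fell without control 2, control 3, NAM 3 and NAM 1). Of the adhesion genes, fibronectin, FN1, fell in MDA-MB-468 from 24.0 ± 2.52 to 3.44 ± 0.164 FPKM with the laminin chain LAMB3 (-0.82), while the integrins ITGA2 (1.17) and ITGA3 (0.85) rose, 2 and 2 of 22 (4 and 4 with the block). Of these, 1 rose without control 3 or any 1 NAM library, and 1 fell without control 2 or 3 or any 1 NAM library. In MDA-MB-231 THBS1 alone of 26 fell (2 without control replicate 1, 0 without control 2 or 3 or NAM 2 or 3, 4 with the block, with PLAU at -1.14, and 3 up), and in BT20 limma called 0 of 20 (1 up and 2 down unadjusted, 0 by limma-voom). TNFAIP2 and ETV4 are lost in BT20 without NAM 3 (adjusted p up to 0.0503). LIF and FOSL1 are lost in BT20 without control 1, 2 or 3 or NAM 2 or 3 (adjusted p up to 0.140). NFKB2 is lost in BT20 without control 1, 2 or 3 or NAM 3 (adjusted p up to 0.123). DUSP4 and SPRED2 are lost in BT20 without control 2 or 3 or NAM 3 (adjusted p up to 0.146). DUSP1 is lost in BT20 without control 1, 2 or 3 or NAM 1 or 3 (adjusted p up to 0.129). LIF is lost in MDA-MB-468 without control 3 or NAM 2 or 3 (adjusted p up to 0.101). CCL20 is lost in MDA-MB-468 without control 2 or 3 or NAM 1 or 3 (adjusted p up to 0.135). NFKBIE is lost in MDA-MB-468 without control 2 or 3 or NAM 2 or 3 (adjusted p up to 0.161). SPRY1 is lost in MDA-MB-468 without control 3 or NAM 3 (adjusted p up to 0.0694). LAMB3 is lost in MDA-MB-468 without control 2 or 3 or NAM 1, 2 or 3 (adjusted p up to 0.182). ITGA3 is lost in MDA-MB-468 without control 1 or 3 or NAM 1, 2 or 3 (adjusted p up to 0.155). AREG is lost in MDA-MB-231 without control 2 or 3 or NAM 2 or 3 (adjusted p up to 0.158).

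**Figure D2:**
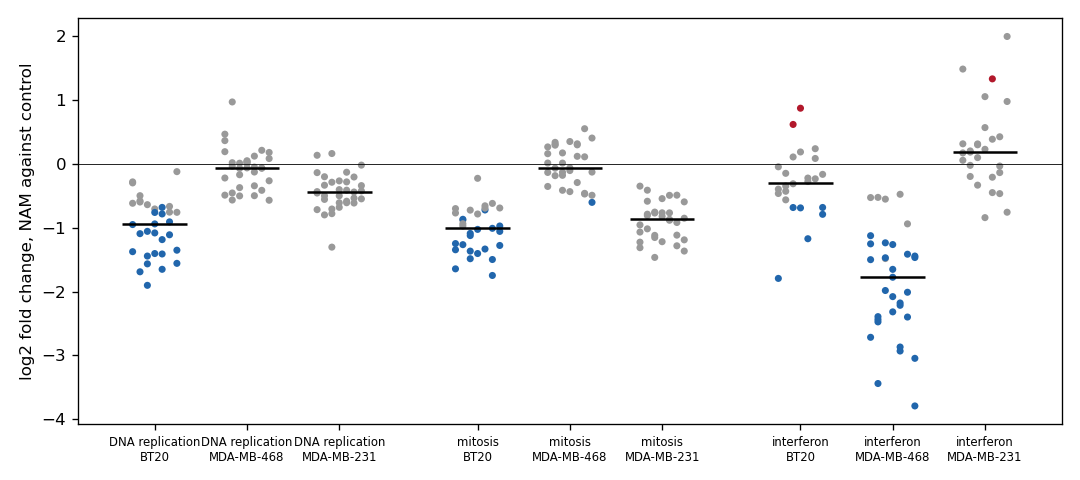
Log2 fold change (vertical axis) of each tested gene of DNA replication (33, 33 and 33 genes), mitosis (31, 31 and 31) and interferon-stimulated genes (24, 33 and 27) in BT20, MDA-MB-468 and MDA-MB-231. Red points rose and blue points fell at an adjusted p under 0.05 by limma without a block, grey points did not pass, and black lines are medians.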

To investigate how the mitochondrial processes affected by NAM are collectively linked to mitochondrial dysfunction, we built a network model describing the interactions among the DEGs involved in the aforementioned mitochondria‐related processes (NADP metabolism, lipid modification, mitochondrion organization, and respiratory chain complex) from the three cell types of TNBC. The network model suggested that NAM was converted to NAD^+^ by *NAMPT* and *NMNAT1* and then transported to the mitochondria via *SLC25A51* transporter (Fig. 2F) [33]. 

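NMNAT1, which joins nicotinamide mononucleotide to ATP to make NAD (chromosome 1, 9943428 to 9985501), rose in MDA-MB-468 from 2.94 ± 0.130 to 5.44 ± 0.507 FPKM (mean ± SD, n = 3 per group; log2 fold change 0.66, SE 0.16, adjusted p = 0.0413). SLC25A51, the mitochondrial NAD carrier (chromosome 9, 37879400 to 37904353), rose in BT20 from 4.17 ± 0.215 to 6.50 ± 0.215 FPKM (log2 fold change 0.49, SE 0.15, adjusted p = 0.0485). NAMPT, the first enzyme of NAM salvage (chromosome 7, 106248298 to 106285966), passed in no line, with 31.3 ± 0.813 to 43.9 ± 9.05 FPKM in BT20 (log2 fold change 0.50, SE 0.18, adjusted p = 0.0860). It had 20.8 ± 12.1 to 21.4 ± 9.09 FPKM in MDA-MB-468 (0.09, SE 0.41, adjusted p = 0.926) and 63.9 ± 10.6 to 58.5 ± 13.8 FPKM in MDA-MB-231 (-0.11, SE 0.31, adjusted p = 0.892). SLC25A51 is lost in BT20 without control 1, 2 or 3 or NAM 2 or 3 (adjusted p up to 0.217). NMNAT1 is lost in MDA-MB-468 without control 1, 2 or 3 or NAM 2 or 3 (adjusted p up to 0.200).

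With the block, SLC25A51 also rose in MDA-MB-468 (0.40, adjusted p = 0.0312), while NAMPT did not in either line (adjusted p = 0.593 and 0.528). NMNAT1 did not pass in BT20 (0.42, adjusted p = 0.160) or MDA-MB-231 (0.36, adjusted p = 0.352, 0.152 with the block), and SLC25A51 had -0.05 in MDA-MB-231 (adjusted p = 0.922). NUDT12, which hydrolyses NADH, rose with the block in MDA-MB-468 (0.62) and MDA-MB-231 (0.77), as did the mitochondrial sirtuin SIRT4 (0.43 and 0.95), and neither passed in BT20 (0.08 and 0.40). A difference between lines was not shown for NAMPT, NMNAT1 or SLC25A51 (interaction adjusted p = 0.694, 0.624 and 0.141), which does not show equal effects. The study chose these 5 genes on these samples, so they are not independent evidence. The set passed camera in MDA-MB-468 (adjusted p = 0.0485, and adjusted p = 0.435 with an estimated correlation), and in MDA-MB-231 limma called 0 of 5 (2 up unadjusted, 1 adjusted over the list alone, 0 by limma-voom).

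Of the other genes that make or use NAD, NAPRT, which makes NAD from nicotinic acid, fell in BT20 from 50.3 ± 6.11 to 14.7 ± 4.41 FPKM (log2 fold change -1.71, SE 0.23, adjusted p = 0.00383), and its answer differed between lines (interaction adjusted p = 0.0170). In MDA-MB-468 the ADP-ribosyltransferases PARP9 (17.7 ± 1.60 to 3.86 ± 0.188 FPKM), PARP14 (-1.65) and PARP10 (-1.23) fell and PARP4 rose from 3.76 ± 0.431 to 8.95 ± 1.26 FPKM (1.02). AOX1, an oxidase of NAM metabolites, fell in MDA-MB-231 from 14.9 ± 7.14 to 2.36 ± 1.21 FPKM (-2.29). Of 27, 26 and 27 tested genes of NAD synthesis and use, 1 rose and 1 fell in BT20, 3 and 3 without NAM 1, and 0 rose without any other 1 library. In MDA-MB-468 2 rose and 3 fell (6 and 4 with the block), and 1 rose without any 1 library other than NAM 1. AOX1 alone was called in MDA-MB-231 (5 up and 2 down with the block, with NMRK1 at 0.85). AOX1 is lost in MDA-MB-231 without control 2 or 3 or NAM 1, 2 or 3 (adjusted p up to 0.227).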

To verify this result, we measured NAD^+^/NADH ratios in NAM‐treated and non‐treated TNBC cells; NAD^+^/NADH ratios were consistently higher in all the three types of NAM‐treated TNBC cells (BT20, *P* = 0.0002; MDA‐MB‐468, *P* = 0.001; MDA‐MB‐231, *P* = 0.0003) (Fig. 2G). In addition, the network model showed *ETFDH* upregulation and the increased levels of enzymes (*NDUFA2/A4L2/A6/A7/B2/B6*) of OXPHOS complex I (CI), suggesting that the RET pathway was triggered to revert NAD^+^ to NADH (Fig. 2H) [34]. 

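ETFDH, which passes electrons from fatty acid oxidation to coenzyme Q (chromosome 4, 158671968 to 158710742), rose in BT20 from 20.3 ± 3.54 to 35.6 ± 7.53 FPKM (mean ± SD, n = 3 per group; log2 fold change 0.81, SE 0.20, adjusted p = 0.0275). NDUFA4L2, a relative of a complex IV subunit that hypoxia induces (chromosome 12, 57234903 to 57240715), rose in MDA-MB-468 from 0.486 ± 0.121 to 2.20 ± 0.269 FPKM (log2 fold change 1.05, SE 0.17, adjusted p = 0.00782). The complex I subunit NDUFA2 (chromosome 5, 140638740 to 140647771) rose there from 41.4 ± 6.00 to 68.9 ± 8.13 FPKM (log2 fold change 0.72, SE 0.17, adjusted p = 0.0369). From such changes the paper proposes that reverse electron transport was triggered to turn NAD+ back into NADH. ETFDH is lost in BT20 without control 2 or 3 or NAM 2 or 3 (adjusted p up to 0.108). NDUFA4L2 is lost in MDA-MB-468 without NAM 3 (adjusted p up to 0.0559). NDUFA2 is lost in MDA-MB-468 without control 2 or 3 or NAM 1, 2 or 3 (adjusted p up to 0.175).

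ETFDH had 7.88 ± 1.91 to 13.5 ± 2.46 FPKM in MDA-MB-468 (0.70, adjusted p = 0.0642, 0.00391 with the block) and 7.83 ± 1.75 to 13.1 ± 0.475 FPKM in MDA-MB-231 (0.65, adjusted p = 0.144, 0.0325 with the block), and no difference between lines was shown (interaction adjusted p = 0.870). NDUFA6 (0.70 and 0.53), NDUFB2 (0.64 and 0.53), NDUFB6 (0.81 and 0.51) and NDUFA2 (0.85 in MDA-MB-231) rose with the block only, in MDA-MB-468 and MDA-MB-231 in that order. In BT20 NDUFA2 (0.10), NDUFA6 (0.34), NDUFB2 (0.23) and NDUFB6 (0.52) did not pass. NDUFA7 was below an FPKM of 1 in too many libraries of every line to be tested. These genes were chosen by the study on these samples, so they are not independent evidence. In MDA-MB-468, 2 of the 5 tested complex I genes rose (5 adjusted over the list alone, 5 with the block), 5 without control 1, 1 without control 2 or 3 or NAM 1 and 0 without NAM 3. The 5 passed camera (adjusted p = 7.29e-04, and adjusted p = 0.399 with an estimated correlation). Limma called 0 of 4 in BT20 (1 up unadjusted) and 0 of 4 in MDA-MB-231 (0 unadjusted, 4 with the block), and limma-voom called 0 in both.

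Across all nuclear subunits of complex I, NDUFV1, the subunit that binds NADH, fell in BT20 from 27.1 ± 1.67 to 15.6 ± 2.83 FPKM (-0.75), the only call of 34, while 6 were up at an unadjusted p under 0.05 and 5 rose without NAM replicate 1. In MDA-MB-468 NDUFA2 alone of 34 rose, and with the block 14 did, NDUFB3 (0.61) and NDUFA5 (0.56) among them, and 5 did without control replicate 1 and 0 without control 2 or 3 or NAM 1 or 3 (camera adjusted p = 0.0367, and adjusted p = 0.700 with an estimated correlation). For MDA-MB-231 limma called 0 of 33 (0 unadjusted, 0 by limma-voom, 4 with the block). NDUFV1 is lost in BT20 without control 1, 2 or 3 or NAM 3 (adjusted p up to 0.0917).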

Using qPCR, we verified that the upregulation genes involved in fatty acid β‐oxidation, *ACLS3* (BT20, *P* = 0.0004; MDA‐MB‐468, *P* = 0.0009; MDA‐MB‐231, *P* = 0.0007), *CPT2* (BT20, *P* = 0.0003; MDA‐MB‐468, *P* = 0.0005; MDA‐MB‐231, *P* = 0.0008), *CPT1A*(BT20, *P* = 0.0042; MDA‐MB‐468, *P* = 0.0049; MDA‐MB‐231, *P* = 0.0031), *HADHB* (BT20, *P* = 0.0004; MDA‐MB‐468, *P* = 0.0008; MDA‐MB‐231, *P* = 0.0009), and *ETFDH* (BT20, *P* = 0.0304; MDA‐MB‐468, *P* = 0.0029; MDA‐MB‐231, *P* = 0.029), after NAM treatment (Fig. S1). Fatty acid β‐oxidation facilitates over‐reduction of coenzyme Q, which in turn promotes more RET [35]. Moreover, the levels of enzymes (*IDH2* and *SUCLG2*) involved in the TCA cycle decreased in connection with the electron flux towards RET (Fig. 2F). 

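IDH2, the mitochondrial NADP-dependent isocitrate dehydrogenase (chromosome 15, 90083045 to 90102477), fell in BT20 from 147 ± 3.10 to 73.6 ± 18.0 FPKM (mean ± SD, n = 3 per group; SE 0.20 on the log2 scale, adjusted p = 0.0130). It stayed level in MDA-MB-468, at 95.2 ± 11.1 to 95.7 ± 18.5 FPKM (-0.06, adjusted p = 0.873), and in MDA-MB-231, at 14.5 ± 1.82 to 14.4 ± 1.77 FPKM (-0.05, adjusted p = 0.913), and the answer differed between lines (interaction adjusted p = 0.0252). SUCLG2, the GTP-forming subunit of succinyl-CoA synthetase (chromosome 3, 67360460 to 67654612), fell in BT20 from 50.2 ± 1.17 to 29.9 ± 9.88 FPKM (log2 fold change -0.74, SE 0.22, adjusted p = 0.0469). In MDA-MB-468 SUCLG2 went from 14.9 ± 2.96 to 9.11 ± 1.49 FPKM (-0.67, adjusted p = 0.0666, 0.00488 with the block) and in MDA-MB-231 from 28.6 ± 4.51 to 19.6 ± 2.30 FPKM (-0.54, adjusted p = 0.190, 0.0269 with the block), and no difference between lines was shown (interaction adjusted p = 0.867). The study chose both genes on these samples, so they are not independent evidence. IDH2 is lost in BT20 without control 2 (adjusted p up to 0.0554). SUCLG2 is lost in BT20 without control 1, 2 or 3 or NAM 1 or 3 (adjusted p up to 0.165).

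Of all 22 genes of the TCA cycle, only pyruvate carboxylase, PC, fell besides them in BT20, from 17.0 ± 0.891 to 9.58 ± 3.36 FPKM (-0.81), so that 3 fell (1 adjusted over the list alone; 1 without control replicate 1 or 3 or NAM replicate 3 and 0 without control replicate 2). In MDA-MB-468 limma called 0 (3 down unadjusted), and with the block PDHA1 (-0.46), PC (-0.48) and SUCLG2 fell and SDHD (0.61) rose. In MDA-MB-231 limma called 0 (2 down unadjusted), and with the block PDHA1 (-0.51), SUCLG2 and the lipoyl enzyme DLAT (-0.57) fell. Limma-voom called 0 in both lines. PC is lost in BT20 without control 1, 2 or 3 or NAM 2 or 3 (adjusted p up to 0.136).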

As the reduction of NAD^+^ to NADH in OXPHOS CI during RET generates high levels of ROS [34], these findings suggested that RET‐ROS generation might be involved in NAM‐induced mitochondrial damage in TNBC cells.

### 3.3 Proteogenomic analysis identified NAM‐induced alteration of lipid metabolism and apoptosis

NAM‐induced modulation linked to mitochondrial dysfunction may involve transcriptional and post‐transcriptional changes that can be observed at the protein level. To augment protein signatures associated with the effect of NAM, we performed proteomic profiling of all the TNBC cell lines (BT20, MDA‐MB‐468 and MDA‐MB‐231). After protein isolation, tryptic digestion and TMT labelling, each labelled peptide sample was fractionated into 12 fractions by employing the previously reported high‐pH fractionation method [21], and the individual fractions were then analyzed using LC‐MS/MS (Fig. 2A). From the LC‐MS/MS data, peptides were identified using the SEQUEST‐HT search engine with an FDR of 1%, corresponding to 9437 proteins, and the abundance of these proteins was estimated using proteome discoverer 2.1 (Thermo Fisher Waltham, MA, USA).

We identified the total number of 535 upregulated and 659 downregulated proteins in NAM‐treated cells, compared to non‐treated controls in the three cell types: 490 DEPs (182 upregulated and 308 downregulated) in BT20, 463 DEPs (210 upregulated and 253 downregulated) in MDA‐MB‐468 and 485 DEPs (232 upregulated and 253 downregulated) in MDA‐MB‐231 (Table S3). Similar to the DEGs, only a small fraction of the upregulated (8 of 535, 1.50%) and downregulated proteins (32 of 659, 4.86%) were shared across the three TNBC cell lines (Fig. 3A,B). Moreover, among the total DEPs, 216 (40.4% of 535) upregulated proteins and 280 (42.5% of 659) downregulated proteins overlapped with the aforementioned 1983 upregulated and 2035 downregulated DEGs in Fig. 2C,D, respectively, indicating that they were regulated consistently at both the mRNA and protein levels after NAM treatment (Fig. 3C,D).

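Some strong mRNA changes have a protein in the paper's table that changed the same way. In BT20 these are the increases of NIBAN1 (2.60), CLGN (2.53), TUBE1 (1.55), HSPA13 (1.54) and CCDC28A (1.45) with PSAT1, SLC7A11, SESN2 and TXNIP, and the decreases of TSPAN1 (-2.71), DMBT1 (-1.74), FGD3 (-1.74), the mucin MUC1 (-1.70) and AMDHD2 (-1.62) with RRM2, PLK1, KIF2C and CDC45 (log2 fold changes by limma, n = 3 per group). In MDA-MB-468 they are the increases of ELOVL4 (2.14), TUBB2A (1.47), ADIRF (1.44), POGLUT2 (1.37), the enolase ENO2 (1.37) and PPP1R14C (1.28) with MFGE8, and the decreases of LY6D (-2.80), NEURL3 (-2.64), the galectin LGALS9 (-2.50) and TRIM22 (-2.48) with CYP1A1, ALPP, IFIT1, IFIT3 and MX1. In MDA-MB-231 the cortisol-activating enzyme HSD11B1 (1.54), gelsolin, GSN (1.51), DHRS7 (1.39), the lysosomal protease LGMN (1.34) and MARCKSL1 (1.34) rose, and TGFB2 (-2.29), C6orf132 (-2.05), CAVIN2 (-1.62), the EGFR family ligand NRG1 (-1.55) and KCTD14 (-1.56) fell with THBS1, ARHGDIB, SLC2A1 and HDGF. MUC1 is lost in BT20 without control 1 or NAM 3 (adjusted p up to 0.0662). TUBB2A and ENO2 are lost in MDA-MB-468 without control 3 or NAM 2 or 3 (adjusted p up to 0.0928). HSD11B1, DHRS7, LGMN, TGFB2, C6orf132, NRG1 and KCTD14 are lost in MDA-MB-231 without control 2 or 3 or NAM 2 or 3 (adjusted p up to 0.186). GSN is lost in MDA-MB-231 without control 1, 2 or 3 or NAM 2 or 3 (adjusted p up to 0.242). MARCKSL1 and CAVIN2 are lost in MDA-MB-231 without control 2 or 3 or NAM 1, 2 or 3 (adjusted p up to 0.234).

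Of the 535 raised proteins, 160 (29.9%) match a gene that rose in any line, and of the 659 lowered proteins 245 (37.2%) match a gene that fell, against 44.3 and 70.4 expected among the 498 and 647 with a tested gene. With the block the matches are 235 and 337. Line by line, 57, 40 and 19 genes of BT20, MDA-MB-468 and MDA-MB-231 rose with a protein raised in the same line (11.6, 6.9 and 1.7 expected), and 101, 84 and 21 fell with it (24.7, 13.2 and 2.7 expected). With the block 76 and 77 genes of MDA-MB-468 and MDA-MB-231 rose with their protein and 103 and 112 fell. The expected numbers take all tested genes as background, whether or not their protein was measured. An excess over them can therefore also reflect which proteins were measured. Without it, 2 lowered proteins of BT20 and 1 of MDA-MB-468 belong to a gene that rose, and with it 4 lowered proteins of MDA-MB-468 do and 1 raised protein of MDA-MB-231 belongs to a gene that fell. The matches in MDA-MB-231 rest on calls lost without control replicate 2 or 3 or NAM replicate 2 or 3. The 160 and 245 matches moved past the bound set for counts without control replicate 2 or 3 or NAM replicate 3 of BT20. In those fits BT20 had 302 DEGs up and 399 down (control 2), 327 and 440 (control 3) and 350 and 413 (NAM 3).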

**Fig. 3:**
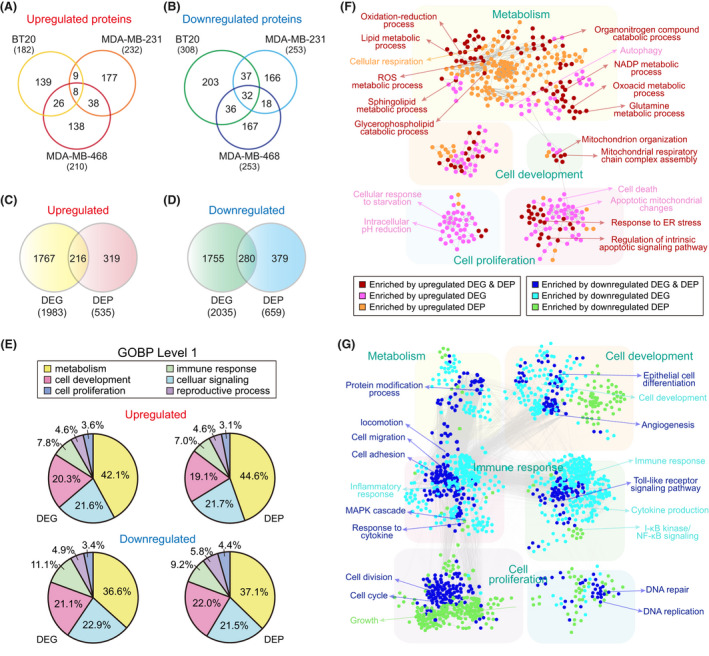
Protein signatures associated with NAM‐induced mitochondrial dysfunctions. (A, B) Venn diagrams showing relationships among upregulated and downregulated proteins in the three triple‐negative breast cancer (TNBC) cells (total = 535 and 659, respectively). (C, D) Relationships between the total up‐ and downregulated genes and proteins. (E) Pie charts showing the percentage of upregulated (top) and downregulated (bottom) genes (left) or proteins (right) involved in the indicated level 1 gene ontology biological processes (GOBPs). (F) GOBP association networks for GOBPs enriched by upregulated genes and/or proteins. (G) GOBP association networks for GOBPs enriched by downregulated genes and/or proteins. GOBP nodes were arranged into four modules (metabolism, cell proliferation and development, and immune response). Edges between GOBP nodes indicate a significant overlap between genes or proteins involved in the corresponding GOBPs.

We then investigated whether cellular processes were commonly represented by the DEPs and DEGs. We first performed GOBP enrichment analysis independently for the following four molecular sets: (1–2) upregulated or downregulated genes and (3–4) upregulated or downregulated proteins. For effective comparison of GOBPs, we examined those level 1 GOBPs that were predominantly enriched by the four molecular sets; we found that the top GOBPs included metabolism, cell development, cell proliferation and immune response for both DEGs and DEPs (Fig. 3E). We therefore categorized level 2–4 GOBPs enriched by the four molecular sets into the level 1 GOBPs and integrated the categorized GOBPs into a GOBP association network, wherein nodes were enriched GOBPs and two nodes were connected when the molecules involved in the corresponding GOBPs were highly overlapping. The GOBP association network for upregulated genes and proteins showed that the processes related to cell death (apoptotic signalling and response to ER stress) and metabolism (mitochondrial organization, redox, cellular respiration/respiratory chain, glycerophospholipid/sphingolipid metabolism and glutamate metabolism) were consistently enriched by both upregulated genes and proteins (Fig. 3F). On the other hand, the GOBP association network for downregulated genes and proteins showed that the processes related to cell development (epithelial cell differentiation and angiogenesis), immune response (cell adhesion/migration, and cytokine production/response to cytokine) and cell cycle (DNA repair and cell division/cycle) were consistently enriched by both downregulated genes and proteins (Fig. 3G).

### 3.4 NAM‐induced metabolic alterations in proteogenomic networks converged on ROS generation and ROS‐mediated apoptosis in TNBC

In addition to the NAM‐induced NAD^+^‐RET pathway and fatty acid β‐oxidation, the cellular processes enriched by the upregulated genes and proteins included glycerophospholipid/sphingolipid and glutamate metabolism. Several studies have reported that NAM maintains *de*‐*novo* lipogenesis [36] and glycerophospholipid/sphingolipid metabolic processes, which are linked to RET and apoptosis [37, 38, 39]. To determine the cumulative effects of these metabolic processes on NAM‐induced mitochondrial dysfunction and cellular apoptosis, we extended the mRNA network model and include glycerophospholipid/sphingolipid and glutamate metabolic pathways based on both mRNA and protein data (Fig. 4A). The extended network model showed that NAM increased the mRNA and/or protein levels of the enzymes in the glycerophospholipid metabolic pathway to increase the level of glycerol‐3‐phosphate (G3P). Together with the upregulated *ETFDH*, the increased G3P can further enhance the RET pathway and generate RET‐ROS (Fig. 4A, bottom right). Moreover, NAM increased the mRNA and/or protein levels of the enzymes involved in sphingolipid metabolism by increasing the amount of ceramide, which can enhance apoptosis and ROS‐mediated cell death (Fig. 4A, bottom left). In addition to fatty acid β‐oxidation, these data showed additional lipid metabolic pathways modulated by NAM, which eventually results in mitochondrial dysfunction and apoptosis.

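GDPD1, a phosphodiesterase that splits glycerophospholipids (chromosome 17, 59220467 to 59275970), rose in BT20 from 2.81 ± 0.449 to 6.47 ± 0.504 FPKM (mean ± SD, n = 3 per group; log2 fold change 0.93, SE 0.17, adjusted p = 0.00903). PLD3, of the phospholipase D family (chromosome 19, 40348456 to 40389472), rose in BT20 from 11.5 ± 1.77 to 29.8 ± 8.07 FPKM, in MDA-MB-468 from 47.0 ± 6.12 to 74.8 ± 7.06 FPKM and in MDA-MB-231 from 29.2 ± 0.789 to 69.2 ± 22.5 FPKM, by 1.31, 0.65 and 1.15. The choline kinase CHKA rose in MDA-MB-468 from 24.0 ± 3.75 to 40.0 ± 2.78 FPKM (0.70). MBOAT1, a lysophospholipid acyltransferase, fell in BT20 (-0.91) and in MDA-MB-468 from 12.7 ± 0.907 to 6.48 ± 0.474 FPKM (-0.89). The paper concludes from its network that NAM raised such enzymes and with them glycerol-3-phosphate. MBOAT1 is lost in BT20 without control 1, 2 or 3 or NAM 1 or 3 (adjusted p up to 0.108). PLD3 is lost in MDA-MB-468 without any 1 library (adjusted p up to 0.155). CHKA is lost in MDA-MB-468 without control 2 or 3 or NAM 1, 2 or 3 (adjusted p up to 0.156). MBOAT1 is lost in MDA-MB-468 without control 3 or NAM 3 (adjusted p up to 0.0632). PLD3 is lost in MDA-MB-231 without control 1, 2 or 3 or NAM 2 or 3 (adjusted p up to 0.227).

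In BT20 the acyltransferase AGPAT5 (3.80 ± 0.171 to 8.02 ± 2.16 FPKM), CEPT1, which makes phosphatidylcholine and phosphatidylethanolamine (0.81), the ethanolamine kinase ETNK1 (0.61) and the diacylglycerol kinase DGKE (0.60) rose as well. The diacylglycerol kinase DGKQ rose in MDA-MB-468 from 5.12 ± 1.22 to 11.6 ± 2.68 FPKM (1.00), and its answer differed between lines (interaction adjusted p = 0.0147). With the block, the lysosomal phospholipase PLA2G15 rose in MDA-MB-468 (0.67) and MDA-MB-231 (0.94), and PNPLA6 (0.65), DGKQ (0.65) and GDPD1 rose and PLPP3 (-0.55) fell in MDA-MB-231. PLD1 did not pass in any line where it was tested. AGPAT5 is lost in BT20 without control 2 or 3 or NAM 3 (adjusted p up to 0.0732). CEPT1 and DGKE are lost in BT20 without control 1, 2 or 3 or NAM 3 (adjusted p up to 0.153). ETNK1 is lost in BT20 without control 1, 2 or 3 or NAM 2 or 3 (adjusted p up to 0.149). DGKQ is lost in MDA-MB-468 without control 1 or 3 or NAM 2 or 3 (adjusted p up to 0.171).

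Of the glycerophospholipid genes that the study drew, 6 rose and 1 fell of 15 in BT20 (6 and 2 adjusted over the list alone). There 3 rose without control 1 and 2 without control 2 or 3 or NAM 3, and 0 fell without any of these 4. In MDA-MB-468 3 rose and 1 fell of 14 (5 and 1 with the block), with 2 rising without NAM 1, 1 without control 1 or 2 and 0 without control 3 or NAM 2 or 3. PLD3 alone of 14 rose in MDA-MB-231 (7 up and 1 down adjusted over the list alone, 6 and 1 with the block). That list passed camera (adjusted p = 0.0169, and adjusted p = 0.380 with an estimated correlation). As the study chose these genes on these samples, the counts are not independent evidence.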

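DEGS1, the desaturase that completes ceramide (chromosome 1, 224175756 to 224193441), rose in MDA-MB-468 from 23.6 ± 4.54 to 40.1 ± 6.84 FPKM (mean ± SD, n = 3 per group; log2 fold change 0.74, SE 0.19, adjusted p = 0.0452). The lysosomal galactosidase GLA, which removes galactose from glycosphingolipids, rose in the same line from 15.9 ± 0.224 to 25.8 ± 2.30 FPKM (log2 fold change 0.65, SE 0.14, adjusted p = 0.0249). GLB1, of ganglioside breakdown, rose in BT20 from 23.3 ± 0.434 to 35.4 ± 3.19 FPKM (log2 fold change 0.62, SE 0.15, adjusted p = 0.0236). In MDA-MB-231 none of the study's 10 sphingolipid genes passed without the block. The paper proposes that these enzymes raise ceramide and so apoptosis and ROS-mediated cell death. GLB1 is lost in BT20 without control 1, 2 or 3 or NAM 3 (adjusted p up to 0.120). DEGS1 is lost in MDA-MB-468 without control 1, 2 or 3 or NAM 2 or 3 (adjusted p up to 0.200). GLA is lost in MDA-MB-468 without control 2 or 3 or NAM 2 or 3 (adjusted p up to 0.154).

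With the block, GBA2 (0.56) rose in MDA-MB-468, and GLB1 (0.68), GBA2 (0.52) and the lipid phosphatase PLPP1 (0.83) rose and the de novo enzyme KDSR (-0.40, adjusted p = 0.0436) fell in MDA-MB-231. The study chose the 10 genes on these samples, so they are not independent evidence. In BT20 2 rose (1 without any 1 control library or NAM 3). In MDA-MB-468 2 rose (5 with the block), 1 without control 1 and 0 without control 2 or 3 or NAM 2 or 3. The 10 passed camera in MDA-MB-468 (adjusted p = 0.0103, and adjusted p = 0.380 with an estimated correlation). In MDA-MB-231 limma called 0 (1 without control replicate 1, 5 up and 1 down unadjusted and also adjusted over the list alone, 0 by limma-voom; camera adjusted p = 0.0160, and adjusted p = 0.464 with an estimated correlation).

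The textbook lists separate synthesis from breakdown. Of 14 genes of de novo sphingolipid synthesis ORMDL1, a brake on the pathway, rose in BT20 (0.76). In MDA-MB-468 DEGS1 rose and the ceramide synthase CERS4 fell (-0.85) of 16 (7 and 1 with the block), and in MDA-MB-231 limma called 0 of 15 (2 down unadjusted, 1 down by limma-voom), with UGCG (48.6 ± 5.06 to 24.0 ± 2.11 FPKM) falling with the block. Of the lysosomal lipid hydrolases, GLB1, NPC2 (0.57) and PSAP (0.52) rose in BT20 (3 of 16, 0 without any 1 control library or NAM replicate 3, 5 without NAM replicate 1) and GLA in MDA-MB-468 (1 of 15, 6 up and 1 down with the block, 3 up without NAM 1). Hydrolases passed camera in MDA-MB-468 (adjusted p = 0.0313, and adjusted p = 0.538 with an estimated correlation). In MDA-MB-231 limma called 0 of 16 (8 up and 1 down unadjusted, 0 by limma-voom), and 7 up and 1 down passed adjusted over the list alone. With the block 7 rose, led by the sialidase NEU1 (1.07), and GALC fell. Camera without the block gave an adjusted p = 2.66e-04 (and adjusted p = 0.223 with an estimated correlation). ORMDL1 and PSAP are lost in BT20 without control 1, 2 or 3 or NAM 3 (adjusted p up to 0.150). NPC2 is lost in BT20 without control 1, 2 or 3 or NAM 2 or 3 (adjusted p up to 0.188). CERS4 is lost in MDA-MB-468 without control 2 or 3 or NAM 2 or 3 (adjusted p up to 0.0823).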

**Fig. 4:**
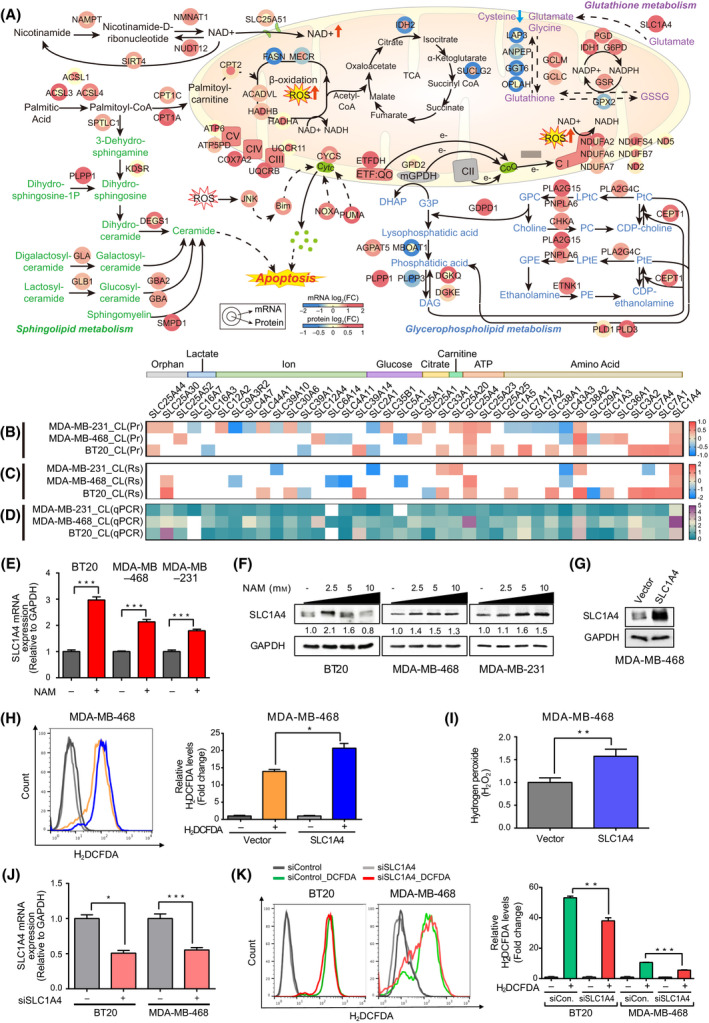
Lipid and glutamate metabolic alterations converge on ROS generation in TNBC. (A) Overall network model describing metabolic reactions that lead to cancer cell apoptosis after nicotinamide (NAM) treatment. Solid and dotted arrows indicate the direct and indirect reactions, respectively. Colour bar indicates the gradient of log_2_‐fold‐changes with respect to the comparison of NAM versus control. Unlike the network models in Fig. 2, the node label size was not used to indicate the number of cell types where the corresponding nodes were upregulated because this network shows the changes of both mRNA and protein levels. (B) Alterations of *SLC* family genes after NAM treatment in proteomic data. (C) Alterations of *SLC* family genes after NAM treatment in RNA‐seq data. (D) Validation of *SLC* family genes using quantitative polymerase chain reaction (qPCR) array. (E) *SLC1A4* mRNA expression after 20 mm of NAM treatment for 24 h. (F) SLC1A4 protein levels after treatment with various concentrations of NAM for 12 h in all TNBC cell lines. (G) Induction of *SLC1A4* gene in MDA‐MB‐468 cells increased the level of SLC1A4 protein. (H) Intracellular reactive oxygen species (ROS) increased by *SLC1A4* overexpression in MDA‐MB‐468 cells by flow cytometry (left) and mean fluorescence intensity (MFI) analysis (right). (I) Cytoplasmic H_2_O_2_ was increased by *SLC1A4* overexpression in MDA‐MB‐468 cells. (J) Selective inhibition of *SLC1A4* by siRNA in BT20 and MDA‐MB‐468 cells decreased *SLC1A4* mRNA. (K) Intracellular ROS was decreased by *SLC1A4* knockdown in BT20 and MDA‐MB‐468 cells by flow cytometry (left) and MFI analysis (right). Bar graphs are presented in mean ± SEM (ROS) or mean ± SD (mRNA) from triplicate experiment (a two‐tailed *t*‐test, *P < 0.05, **P < 0.01, ***P < 0.001). (Abbreviations: CI to V, OXPHOS complexes I to V; CoQ, coenzyme Q; Cytc, cytochrome c; DAG, diacylglycerol; DHAP, dihydroxyacetone phosphate; e‐, electron; ETF:QO, electron‐transferring‐flavoprotein dehydrogenase; G3P, glycerol 3‐phosphate; GPC, glycerophosphocholine; GPE, glycerophosphoethanolamine; GSSG, glutathione disulfide; LPtC, lysophosphatidylcholine; LPtE, lysophosphatidylethanolamine; mGPDH, mitochondrial glycerol 3‐phosphate dehydrogenase; PC, phosphatidylcholine; PE, phosphatidylethanolamine; PtC, phosphatidylcholine; PtE, phosphatidylethanolamine).

To examine clinical relevance of these findings, we next analyzed TCGA mRNA profiles of tumour tissues from 650 patients (115 TNBC, 373 luminal A and 162 luminal B) with BRCA. We first examined key nodes in the above major processes associated with the activation of ROS (RET and glycerophospholipid/sphingolipid metabolism in Fig. 4A) between TNBC and non‐TNBC (luminal A and B). Note that 29 HER2‐positive patients were excluded from the analysis due to its small sample size. Among the 58 key nodes with mRNA expression levels available in TCGA data, 14 were upregulated in TNBC than in non‐TNBC, whereas 21 were downregulated (Fig. S2A–C). When these upregulated and downregulated genes were mapped into the above network model (Fig. 4A), most of the key pathways (*ETFDH* and *GPD2* in RET; *CPT2* and *HADHB* in fatty acid β‐oxidation; *ACSL3*, *SPTLC1*, *PLPP1*, and *CPT1A* in sphingolipid metabolism; and *GDPD1* and *DGKQ* in glycerophospholipid metabolism) were found to be downregulated in TNBC, as well as apoptosis‐related genes (*BIM* and *PUMA*) (Fig. S2D). These data suggest that the activities of the key apoptosis‐inducing processes upregulated by NAM are generally decreased in TNBC, supporting a potential therapeutic value of NAM in patients with TNBC.

In terms of glutamate metabolism, NAM increased the protein (Fig. 4B) and mRNA (Fig. 4C) levels of *SLC1A4* in all the cell lines, which could increase the intracellular glutamate and ROS levels by decreasing the activity of a ROS scavenger, glutathione (GSH) [40]. Additionally, using qPCR array‐based screening of the *SLC* family genes (Fig. 4D), single gene qPCR (Fig. 4E) and western blotting (Fig. 4F), we confirmed that *SLC1A4* was consistently upregulated after NAM treatment in TNBC cells. 

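SLC1A4, a transporter of serine, alanine and other neutral amino acids (chromosome 2, 64988477 to 65023865), rose in BT20 from 8.02 ± 0.249 to 19.4 ± 3.60 FPKM (mean ± SD, n = 3 per group; log2 fold change 1.17, SE 0.17, adjusted p = 0.00530). In MDA-MB-468 SLC1A4 rose from 14.3 ± 1.59 to 28.3 ± 2.28 FPKM (log2 fold change 0.93, SE 0.16, adjusted p = 0.00983). In MDA-MB-231 SLC1A4 went from 5.21 ± 2.32 to 12.9 ± 3.33 FPKM (log2 fold change 1.18, SE 0.30, adjusted p = 0.103, 0.0151 with the block). For SLC1A4 no difference between lines was shown (interaction adjusted p = 0.782). SLC1A4 is a target of ATF4, as is SLC38A2, which rose with the block in MDA-MB-231 (0.80, adjusted p = 0.0187). SLC1A4 is lost in MDA-MB-468 without control 3 or NAM 3 (adjusted p up to 0.0564).

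**Figure D3:**
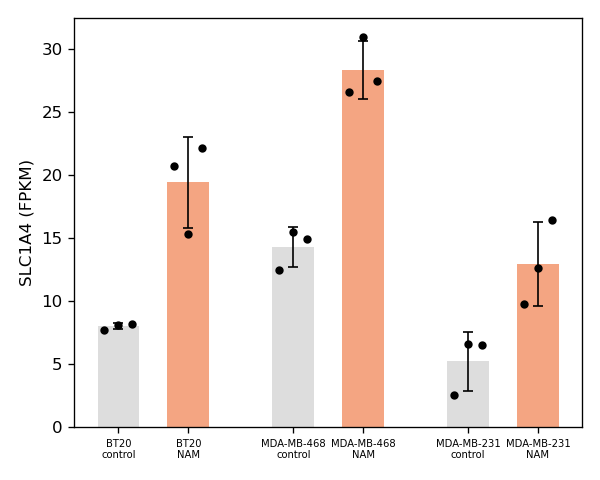
SLC1A4 in FPKM (vertical axis) in control and NAM libraries of BT20, MDA-MB-468 and MDA-MB-231. Bars and whiskers are means ± SD and black points are the 3 libraries per group, with means of 8.02 and 19.4 FPKM in BT20.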

In the case of the *SLC1A4*‐associated glutamate metabolism pathway, the network model (Fig. 4A, top right) showed that NAM downregulated GSH‐degrading enzymes (*GGT6*, *GPX2*, *ANPEP*, *LAP3* and *OPLAH*) and upregulated GSH‐producing enzymes (*GCLC*/*M*, *GSR*, *IDH1*, *PGD* and *G6PD*). 

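GGT6, of the gamma-glutamyltransferases that cleave glutathione (chromosome 17, 4556927 to 4560818), fell in BT20 from 62.9 ± 2.00 to 32.3 ± 6.10 FPKM (mean ± SD, n = 3 per group; log2 fold change -0.90, SE 0.18, adjusted p = 0.0126). In MDA-MB-468 GGT6 fell from 28.7 ± 5.40 to 13.8 ± 2.64 FPKM (log2 fold change -1.03, SE 0.20, adjusted p = 0.0192). OPLAH, which returns oxoproline to glutamate (chromosome 8, 144051266 to 144063965), fell in BT20 from 4.58 ± 0.883 to 1.26 ± 0.388 FPKM (log2 fold change -1.32, SE 0.18, adjusted p = 0.00427). LAP3, a leucine aminopeptidase (chromosome 4, 17577198 to 17607972), fell in MDA-MB-468 from 40.2 ± 1.99 to 16.6 ± 0.590 FPKM (log2 fold change -1.23, SE 0.14, adjusted p = 0.00198). GCLM, a subunit of the enzyme that starts glutathione synthesis (chromosome 1, 93885199 to 93909456), rose in BT20 from 22.8 ± 0.717 to 39.6 ± 2.54 FPKM (log2 fold change 0.82, SE 0.15, adjusted p = 0.00911). In MDA-MB-231 the NADPH-making enzyme IDH1 (chromosome 2, 208236229 to 208266074) rose from 12.0 ± 2.88 to 29.4 ± 1.91 FPKM (log2 fold change 1.22, SE 0.19, adjusted p = 0.0377). GGT6 is lost in BT20 without control 2 or 3 or NAM 3 (adjusted p up to 0.0609). GCLM is lost in BT20 without control 2 or 3 (adjusted p up to 0.0542). GGT6 is lost in MDA-MB-468 without control 2 or 3 or NAM 3 (adjusted p up to 0.0968). IDH1 is lost in MDA-MB-231 without control 1, 2 or 3 or NAM 2 or 3 (adjusted p up to 0.219).

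ANPEP fell in MDA-MB-468 with the block (-0.67, adjusted p = 0.00952), LAP3 fell in MDA-MB-231 with the block (-0.43), and GPX2, tested in BT20 alone, did not pass (5.31 ± 2.41 to 2.27 ± 1.49 FPKM, adjusted p = 0.0949). So of the genes the study says fell, 2 of 4 did in BT20, and 1 without control 2 or 3 or NAM 3. In MDA-MB-468 2 of 3 fell (3 with the block and adjusted over the list alone), and 1 without control 2 or 3 or NAM 3, against 0 of 2 in MDA-MB-231 by limma (0 unadjusted, 0 by limma-voom). With the block, the reductase GSR (0.90), PGD (0.79) and GCLC (0.49) rose in MDA-MB-231 too. Of the 6 genes said to rise, 1 did in BT20 (0 without control replicate 2 or 3), 0 in MDA-MB-468 (0 unadjusted, 0 by limma-voom and 0 with the block) and 2 in MDA-MB-231 (5 adjusted over the list alone, 5 with the block, 0 without any 1 library other than NAM 1). The 6 passed camera in MDA-MB-231 (adjusted p = 9.15e-05, and adjusted p = 0.458 with an estimated correlation). The answer differed between lines for GSR (interaction adjusted p = 0.00608), PGD (0.0148) and IDH1 (0.0218). The study chose these genes on these samples, so they are not independent evidence. The paper proposes the changes of these enzymes as a possible compensation for lower glutathione.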

Considering the NAM‐induced *SLC1A4*‐mediated influx of glutamate, these changes towards replenishing GSH may reflect compensation for the decreased GSH levels in NAM‐treated cells. Moreover, the increased glutamate upon NAM treatment might generate additional ROS via oxidative glutamate toxicity [41, 42]. We next confirmed the role of *SLC1A4* in ROS generation. Overexpression of *SLC1A4* (Fig. 4G) increased the ROS levels in MDA‐MB‐468 cells (DCFH‐DA, *P* = 0.0233; H_2_O_2_, *P* = 0.0058) (Fig. 4H,I), whereas knockdown of *SLC1A4* gene (Fig. 4J) decreased the ROS levels in BT20 (*P* = 0.01) and MDA‐MB‐468 cells (*P* = 0.0008) (Fig. 4K).

### 3.5 Metabolic distress by NAM induced ROS‐mediated apoptotic cell death in TNBC

To verify the cytotoxicity of NAM and its association with metabolic alterations in TNBC cells that were suggested in the integrative transcriptomic and proteomic analyses, we first treated TNBC cells with dose‐escalated NAM (10–100 mm) and then assessed cell viability. The growth of all TNBC cells was decreased in a dose‐dependent manner after NAM treatment (Fig. 5A). The IC_50_ values of NAM were in the range of 20–35 mm in TNBC cells (Table S4). Flow cytometric analysis also showed that NAM treatment significantly increased the percentage of annexin V‐positive apoptotic cells (annexin V^+^/PI^−^ and annexin V^+^/PI^+^ cells) in all TNBC cell types compared with the non‐treated control (BT20, 3–61%, *P* < 0.0001; MDA‐MB‐468, 9–46%, *P* < 0.0001; and MDA‐MB‐231, 9–34%, *P* = 0.0009) (Fig. 5B). Western blotting of c‐PAPR and c‐caspase 3 corroborated the increased apoptosis of TNBC cells upon NAM treatment (Fig. 5C). In addition, the pretreatment of TNBC cells with z‐VAD.fmk, a pan‐caspase inhibitor, significantly suppressed NAM‐induced apoptosis (z‐VAD/NAM vs NAM, BT20, *P* = 0.0011; MDA‐MB‐468, *P* = 0.0049; MDA‐MB‐231, *P* = 0.0016) (Fig. 5D). These results collectively indicated that NAM inhibited the growth of TNBC cells by activating caspase‐dependent apoptosis.

**Fig. 5:**
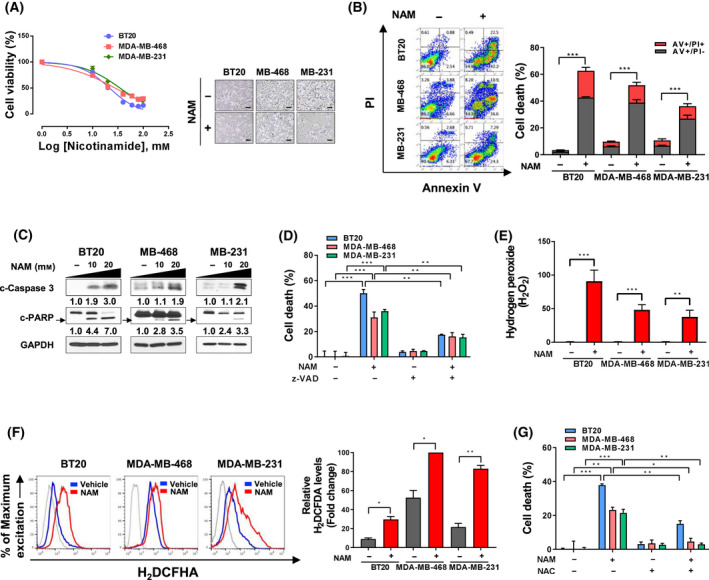
NAM induces ROS‐mediated apoptosis in TNBC cells. (A) Triple‐negative breast cancer (TNBC) cells were treated with increasing concentrations (10–100 mm) of nicotinamide (NAM) for 48 h (left), and cell viability was determined by CellTiter‐Glo Luminescent Cell Viability assay. Representative phase‐contrast images after NAM treatment (right; scale bar = 100 μm). (B) Flow cytometry images of TNBC cells (left) after 48 h of NAM treatment (BT20, 20 mm; MDA‐MB‐468 and MDA‐MB‐231, 40 mm). Apoptosis was determined by Annexin V (AV)/PI‐staining (AV+/PI− and AV+/PI+ cell distribution). The percentage (%) of apoptotic TNBC cells (right) after NAM treatment. (C) Measurement of c‐caspase 3 and c‐poly (ADP‐ribose) polymerase (c‐PARP) (arrow) expression by western blot after NAM treatment for 48 h in TNBC cells. GAPDH served as a loading control. Western blot bands were quantified by densitometry using the imagej software. (D) The cytotoxicity effect of NAM treatment was measured, with or without z‐VAD.fmk pre‐treatment (10 μm; 1 h). Cell death was accessed using CellTiter‐Glo Luminescent Cell Viability assay. (E) Cytoplasmic hydrogen peroxide (H_2_O_2_) was measured by ROS‐Glo H_2_O_2_ assay in the presence or absence of NAM (25 mm). (F) Intracellular reactive oxygen species (ROS) after NAM treatment was assessed using a DCFH‐DA staining (5 μm) by flow cytometry (left) and mean fluorescence intensity (MFI) analysis (right). (G) NAM‐induced cell death altered by 1 mm of N‐acetyl‐L‐cysteine (NAC) pre‐treatment for 2 h. Bar graphs are presented in mean ± SEM from triplicate experiment (a two‐tailed *t*‐test, *P < 0.05, **P < 0.01, ***P < 0.001). (Abbreviations: z‐VAD, carbobenzoxy‐valyl‐alanyl‐aspartyl‐[O‐methyl]‐fluoromethylketone).

Because deregulated redox metabolism by NAM may play a pivotal role in triggering ROS‐dependent apoptosis [13], we next investigated NAM‐induced apoptosis mediated by ROS in TNBC cells. In all the NAM‐treated TNBC cell lines, the H_2_O_2_ levels were increased by 40–90 times (BT20, *P* = 0.0007; MDA‐MB‐468, *P* = 0.0004; MDA‐MB‐231, *P* = 0.0028) (Fig. 5E), and the intracellular ROS levels were increased by double or more in the fluorescence dye DCFH‐DA assay (BT20, *P* = 0.0227; MDA‐MB‐468, *P* = 0.0246; MDA‐MB‐231, *P* = 0.0072) (Fig. 5F). In addition, the pretreatment of NAC, an ROS scavenger, followed by the treatment of NAM, showed a significant reduction in NAM‐induced cell death in BT20 (*P* = 0.0044), MDA‐MB‐468 (*P* = 0.01) and MDA‐MB‐231 (*P* = 0.0012) (Fig. 5G). Therefore, these data suggested that the effect of NAM is induced by the upregulation of intracellular ROS levels, which leads to apoptotic cell death in TNBC cells.

### 3.6 NAM supplementation inhibited the growth and metastasis of TNBC in preclinical models

We further examined the tumour‐suppressive effects of NAM supplementation on TNBC by performing *in‐vivo* and *ex‐vivo* preclinical tests. We first adopted xenograft NOD/SCID‐mouse models of two different TNBC cell lines (MDA‐MB‐468 and MDA‐MB‐231‐Luc). It showed that the group received drinking water containing NAM delayed weight gain compared to the control group (Fig. S3A). Measuring the amount of water consumed per mouse demonstrates that the group with drinking water containing NAM consumed 30–50% less than the control group (Fig. S3B). These results suggest that mice were reluctant to drink water containing NAM voluntarily, and the weight gain was delayed by consuming the minimum amount of water for survival.

Orthotopic tumour burden was significantly lower in NAM‐treated mice than that in non‐treated control in both models, and a dose‐dependent reduction in tumour volume and weight was observed (Fig. 6A,B). In addition, luciferase activity (Fig. 6C) and microscopic examination (Fig. 6D) showed that NAM inhibited pulmonary metastasis of MDA‐MB‐231‐Luc cells 48 days after orthotopic injection. To strengthen our findings that NAM supplementation significantly inhibits the oncogenic properties of TNBC, we next examined the efficacy of NAM using human TNBC organoid models, which better reflect the actual tumour biology than the 2D‐culture of cell lines. Organoids from four TNBC patients were successfully cultured, and viability was measured after NAM treatment for 72 h. Remarkably, NAM treatment showed a strong therapeutic effect by inhibiting the growth of TNBC organoids (Fig. 6E) and disrupting the 3D‐spheroid structures (Fig. 6F). The IC_50_ values of NAM in TNBC organoids were in the range of 12–30 mm (Table S5), which are similar to those found in the TNBC cell lines (Table S4). Taken together, the results showed that NAM supplementation promotes metabolic distress and growth inhibition in TNBC and might be considered a novel anti‐metabolic agent.

**Fig. 6:**
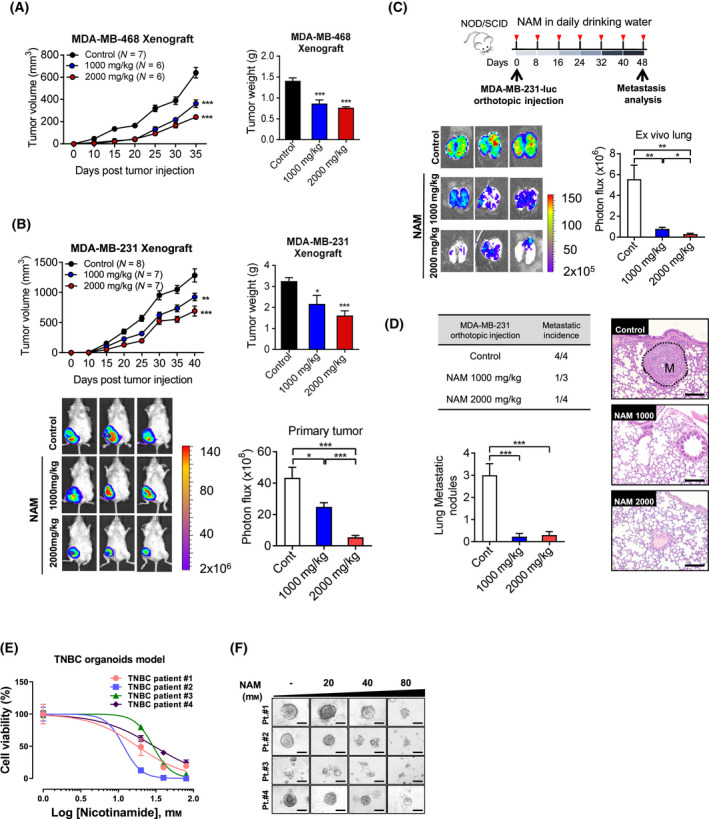
NAM inhibited growth and metastasis of TNBC in animal and organoid models. (A) Growth of orthotopic MDA‐MB‐468 xenograft after NAM (1000 or 2000 mg·kg^−1^) versus vehicle control administered in drinking water. The tumour volume (left) was measured *in vivo* and the weight (right) was measured on day 35 after injection. (B) Growth of orthotopic MDA‐MB‐231‐Luc xenograft after NAM (1000 or 2000 mg·kg^−1^) versus vehicle control administered in drinking water. The tumour volume (top, left) was measured *in vivo* and the weight (top, right) was measured on day 40 after injection. Representative graph shows tumour growth curves on NAM therapy in an established orthotopic xenograft model *in vivo* (top, left). IVIS images (bottom, left) and photon flux (bottom, right) of MDA‐MB‐231‐Luc luciferase signal in mice from indicated treatment groups. (C) Lung metastasis of MDA‐MB‐231‐Luc cells was analyzed 48 days after orthotopic injection with or without NAM in drinking water (top). Representative IVIS images (bottom, left) and photon flux (bottom, right) of luciferase signals in the lung. (D) Metastatic tumour nodules are significantly lower in the NAM‐treated groups compared to the control group (M, metastasis; scale bar = 100 μm). (E) Organoids generated from 4 patients with triple‐negative breast cancer (TNBC) were treated with NAM (20, 40, and 80 mm) for 72 h, and cell death was assessed using 3D CellTiter‐Glo Luminescent Cell Viability. (F) Representative phase‐contrast images depicting 3D spheroid formation of organoids upon NAM treatment (scale bar = 100 μm). Bar graphs are presented in mean ± SEM from triplicate experiment (a two‐tailed *t*‐test, *P < 0.05, **P < 0.01, ***P < 0.001).

## 4 Discussion

Metabolic reprogramming by transforming and building biomass is a general characteristic of tumours to obtain energy so that tumour cells can sustain proliferation and survival in a nutrient‐deprived environment [43, 44]. TNBC is characterized by its dependence on non‐canonical *de‐novo* fatty acid synthesis to fulfil the excessive energy requirement [45]. In a previous xenograft experiment, the inhibition of fatty acid synthase in combination with an anti‐EGFR agent showed synergetic effects against TNBC [46]. The replenishment of NAM has been recently suggested as a new modulator of lipid metabolism in animal models [47]. These findings provided a new strategy for modulating lipid metabolism for TNBC treatment.

In this study, we showed NAM‐induced metabolic disruption in TNBC and the potential role of NAM supplementation as a novel therapeutic agent for TNBC using the combined analysis of multiomics systems biology, xenograft mouse model and patient‐derived organoids. In our network modelling analysis, the perturbation of lipid metabolism was prominent after NAM treatment. Interestingly, the altered lipogenic pathways including fatty acid β‐oxidation and glycerophospholipid and sphingolipid metabolism converged into apoptosis in TNBC by facilitating ROS generation. 

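PDK4, a kinase that turns cells from glucose to fat oxidation (chromosome 7, 95583499 to 95596516), rose in BT20 from 1.05 ± 0.236 to 3.32 ± 0.127 FPKM (mean ± SD, n = 3 per group; log2 fold change 1.09, SE 0.16, adjusted p = 0.00564). In MDA-MB-231 PDK4 rose from 0.644 ± 0.217 to 3.21 ± 0.492 FPKM (log2 fold change 1.22, SE 0.18, adjusted p = 0.0338). ACSL3, which activates fatty acids, rose in BT20 from 6.76 ± 0.615 to 14.3 ± 2.43 FPKM (log2 fold change 0.95, SE 0.17, adjusted p = 0.00941), as did ACSL4 from 4.80 ± 0.636 to 9.90 ± 1.35 FPKM (0.88). CPT1A, the carnitine transferase that admits fatty acids to mitochondria (chromosome 11, 68754620 to 68844410), went in MDA-MB-231 from 9.87 ± 1.33 to 30.3 ± 10.1 FPKM (log2 fold change 1.49, SE 0.28, adjusted p = 0.0580, 0.0118 with the block). ACADVL, the very-long-chain dehydrogenase (chromosome 17, 7217125 to 7225266), fell in BT20 from 116 ± 12.2 to 72.4 ± 6.57 FPKM (log2 fold change -0.64, SE 0.18, adjusted p = 0.0379). ACSL4 is lost in BT20 without control 2 or 3 (adjusted p up to 0.0576). ACADVL is lost in BT20 without control 2 or 3 or NAM 2 or 3 (adjusted p up to 0.165). PDK4 is lost in MDA-MB-231 without control 1, 2 or 3 or NAM 2 or 3 (adjusted p up to 0.227).

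CPT1A did not pass in BT20 (20.2 ± 2.29 to 25.1 ± 2.52 FPKM) and passed in MDA-MB-468 with the block (21.1 ± 4.34 to 31.6 ± 4.50 FPKM, adjusted p = 0.0144). ACADVL rose with the block in MDA-MB-468 (0.52) and MDA-MB-231 (0.50), and its answer differed between lines (interaction adjusted p = 0.00171). ACSL1 fell in MDA-MB-468 from 33.1 ± 3.49 to 20.7 ± 2.20 FPKM (-0.66), and with the block CPT1C, of neurons and tumours, fell there (-0.62) and rose in MDA-MB-231 (0.74). CPT2 had -0.17, 0.19 and 0.42 in BT20, MDA-MB-468 and MDA-MB-231 (adjusted p = 0.499, 0.471 and 0.367), and the trifunctional enzyme subunits HADHA (-0.04, 0.05 and -0.05) and HADHB (0.49, 0.01 and 0.34) did not pass either. ACSL1 is lost in MDA-MB-468 without control 1, 2 or 3 or NAM 2 or 3 (adjusted p up to 0.221).

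Of the study's genes of fatty acid activation and oxidation, 2 rose and 1 fell of 8 in BT20 (1 and 0 without control 2 or 3) and 0 and 1 of 9 in MDA-MB-468 (3 and 2 with the block). Limma called 0 of 9 in MDA-MB-231 (4 up unadjusted, 1 by limma-voom, 3 with the block). The set passed camera there (adjusted p = 0.0313, and adjusted p = 0.399 with an estimated correlation). The study chose them on these samples, so they are not independent evidence. Of a textbook list of mitochondrial fatty acid oxidation, PDK4 and ETFDH rose and ACADVL and ACAD9 (22.9 ± 0.847 to 11.9 ± 4.78 FPKM) fell of 20 in BT20. Leaving out control 2 or 3 or NAM 2 or 3 left 1 rise, and NAM 1 gave 4. None fell without control 2 or 3 or NAM 3, and 1 without control 1 or NAM 1. In MDA-MB-468 limma called 0 of 20 (3 up and 2 down unadjusted, 1 up by limma-voom), and with the block 5 rose, with ETFA (0.46) and ACADM (0.40), and 2 fell. In MDA-MB-231 PDK4 alone of 22 rose (3 adjusted over the list alone), and with the block 9 did, SLC25A20 (0.85) and ACADS (0.60) among them, and ACADSB fell (camera adjusted p = 0.00929, and adjusted p = 0.538 with an estimated correlation). ACAD9 is lost in BT20 without control 1, 2 or 3 or NAM 1 or 3 (adjusted p up to 0.109).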

Significant upregulation of fatty acid β‐oxidation was observed after NAM treatment, which is concordant with a previous report wherein the over‐reduction of OXPHOS CI and coenzyme Q pool by fatty acid β‐oxidation could shuttle electron sources to RET and stimulate RET‐ROS production [35]. 

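GPD2, the mitochondrial enzyme that hands electrons from glycerol-3-phosphate to coenzyme Q (chromosome 2, 156435290 to 156613735), went from 13.5 ± 1.92 to 11.3 ± 1.92 FPKM in BT20 (mean ± SD, n = 3 per group; log2 fold change -0.25, SE 0.18, adjusted p = 0.341). In MDA-MB-468 GPD2 went from 10.8 ± 2.39 to 9.39 ± 3.15 FPKM (log2 fold change -0.23, SE 0.24, adjusted p = 0.603, 0.171 with the block). In MDA-MB-231 GPD2 went from 13.1 ± 2.01 to 8.78 ± 5.17 FPKM (log2 fold change -0.70, SE 0.37, adjusted p = 0.360, 0.0841 with the block). So GPD2 passed in no line, and no difference between lines was shown (interaction adjusted p = 0.731). GDPD1, which can release glycerol-3-phosphate, had 3.46 ± 1.82 to 4.61 ± 1.64 FPKM in MDA-MB-468 (0.31, adjusted p = 0.542) and 0.935 ± 0.473 to 2.57 ± 0.208 FPKM in MDA-MB-231 (0.77, adjusted p = 0.0990, 0.0395 with the block). For GDPD1 no difference between lines was shown (interaction adjusted p = 0.416).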

In the glycerophospholipid catabolic pathway, *GDPD1* and *GPD2* (mitochondrial glycerol 3‐phosphate dehydrogenase) were significantly upregulated in NAM‐treated TNBC cells. The reduction of G3P by *GPD2* was previously shown to mediate RET and overproduce RET‐ROS in mitochondrial OXPHOS CI much faster than pyruvate‐ or malate‐dependent ROS production [48]. Along with the glycerophospholipid pathway, *SPTLC1*, *ATF6* and *SMPD1*, the key genes associated with the sphingolipid pathway, were also upregulated by NAM treatment. In this cascade, *SMPD1* upregulation was expected to build up ceramide, which induces ROS generation, lysosomal degradation and cell death [49, 50]. In addition to the support of these lipogenic disturbances, we found that NAM‐induced RET‐ROS accumulation was dependent on dysregulated OXPHOS and NAD^+^/NADH imbalance. 

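ATF6, a sensor of stress in the endoplasmic reticulum (chromosome 1, 161766298 to 161977574), rose in BT20 from 14.3 ± 0.878 to 27.1 ± 3.37 FPKM (mean ± SD, n = 3 per group; log2 fold change 0.89, SE 0.16, adjusted p = 0.00894). ATF6 stayed level in MDA-MB-468 (0.02, adjusted p = 0.959) and MDA-MB-231 (0.19, adjusted p = 0.760), although no difference between lines was shown (interaction adjusted p = 0.0895). SMPD1, the acid sphingomyelinase that frees ceramide (chromosome 11, 6390440 to 6394998), went from 7.70 ± 1.49 to 15.3 ± 4.09 FPKM in MDA-MB-468 (log2 fold change 0.86, SE 0.24, adjusted p = 0.0676, 0.00192 with the block). SMPD1 went from 22.2 ± 7.23 to 48.2 ± 10.3 FPKM in MDA-MB-231 (log2 fold change 1.11, SE 0.23, adjusted p = 0.0680, 0.0119 with the block). In BT20 SMPD1 had 19.2 ± 1.88 to 23.2 ± 3.98 FPKM (0.27, adjusted p = 0.296). SPTLC1, of the first step of sphingolipid synthesis (chromosome 9, 92000087 to 92115413), had 13.2 ± 0.787 to 19.4 ± 2.86 FPKM in BT20 (log2 fold change 0.53, SE 0.16, adjusted p = 0.0531) and 13.8 ± 2.83 to 20.0 ± 2.40 FPKM in MDA-MB-468 (0.50, adjusted p = 0.151, 0.0140 with the block). In MDA-MB-231 SPTLC1 had 15.7 ± 2.08 to 17.2 ± 3.16 FPKM (0.09, adjusted p = 0.842).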

Based on these findings, we proposed RET‐induced ROS as a therapeutic mechanism of NAM in TNBC; that is, NAM‐mediated RET‐ROS induces mitochondria‐dependent apoptosis. ROS are important signalling molecules involved in energy metabolic processes and play key roles in redox homeostasis in cancer [51, 52]. Recently, alterations in ROS‐related molecular processes have emerged as the hallmarks of TNBC and provided a basis for targeting ROS‐induced metabolic disruption for TNBC treatment [32, 53, 54]. A reverse flow of electron in mitochondrial CI constitutes a considerable source of ROS production, i.e. RET‐induced ROS, which has been implicated in physiologic conditions, including myoblast differentiation, macrophage immune reaction, oxygen sensing in the carotid body and longevity and in pathologic processes, including ischaemia‐reperfusion injury [34]. In cancer, the role of RET‐induced ROS is still unclear [34, 54]. The tumour microenvironment involves recurrent oxidative stress or ischaemic injury, and the RET process might take place in the environment for the control of ROS homeostasis [54]. In addition, there has been other evidence suggesting constitutive promotion of RET in mitochondria, instead of canonical ATP synthesis, in TNBC cells [54, 55]. Thus, our data indicate a pioneering approach using RET‐ROS in TNBC treatment.

We focussed on cellular pathways upregulated by NAM. However, NAM downregulated cell proliferation, adhesion and migration, as well as immune response. Cell proliferation and adhesion/migration are expected to be decreased given the increased ROS. However, how the decrease of the immune‐related genes/proteins measured from TNBC cells may affect their associated tumour microenvironment is not clear. To explore this aspect. we reconstructed a network model describing interactions among the downregulated genes involved in the immune‐related processes (inflammatory response, TLR/NF‐kB/MAPK signalling, cytokine production, and response to cytokine in Figs 2E and 3G) in NAM‐treated TNBC cells (Fig. S4). The network seems to indicate that the increased ROS from RET and lipid metabolism (Fig. 4A) inactivates PI3K/AKT signalling for survival of TNBC cells. This may result in an initial decrease in cytokine production, which then lessens activation of JAK/STAT and MAPK signalling in TNBC cells. As a result of the collective actions of these decreased signalling pathways, the final decreased cytokine milieu appears to be determined. These decreased cytokines include IL1β and LTB, which reduce the activation of MYD88/TRAF2 signalling and in turn the activation of NF‐kB signalling together with the decreased CD14 (TLR4 co‐receptor). 

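LTB, lymphotoxin beta (chromosome 6, 31580525 to 31582522), fell in MDA-MB-468 from 9.79 ± 3.17 to 1.33 ± 0.518 FPKM (mean ± SD, n = 3 per group; log2 fold change -2.27, SE 0.23, adjusted p = 0.00120). CD14, a coreceptor for bacterial lipopolysaccharide (chromosome 5, 140631728 to 140633700), fell in the same line from 106 ± 9.72 to 35.9 ± 3.32 FPKM (log2 fold change -1.57, SE 0.16, adjusted p = 0.00130). The adaptor MYD88 fell in BT20 from 18.9 ± 2.54 to 10.8 ± 1.95 FPKM (-0.76) and in MDA-MB-468 from 23.9 ± 4.29 to 12.8 ± 1.80 FPKM (-0.86), and TRAF2 fell in BT20 (-0.73). IL1B (chromosome 2, 112829751 to 112836816) went in MDA-MB-231 from 8.95 ± 5.15 to 1.52 ± 0.884 FPKM (log2 fold change -2.02, SE 0.52, adjusted p = 0.105, 0.0616 with the block). MYD88 is lost in BT20 without control 2 or 3 or NAM 3 (adjusted p up to 0.119). TRAF2 is lost in BT20 without control 1, 2 or 3 or NAM 3 (adjusted p up to 0.104). MYD88 is lost in MDA-MB-468 without control 2 or 3 or NAM 1 or 3 (adjusted p up to 0.110).

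The transcription factor STAT6 fell in BT20 from 20.5 ± 3.36 to 7.66 ± 2.72 FPKM (-1.36) and in MDA-MB-468 from 22.0 ± 3.74 to 11.1 ± 2.10 FPKM (-0.94). In BT20 the kinases MAP3K5 (-1.01), AKT2 (-0.77), CDK2 (-0.67) and MAP3K14 (-0.63) and the factor CREB3L4 (-1.17) fell as well. In MDA-MB-468 the RNA sensor RIGI (11.8 ± 3.22 to 2.11 ± 0.511 FPKM), PIK3R1 (6.20 ± 3.30 to 2.35 ± 0.809 FPKM) and CREB3L4 fell with them. With the block, LTB (-1.43), STAT6 (-0.64), RPS6KA4 (-0.70) and CDK2 (-0.49) fell in MDA-MB-231, and MAP3K14 rose in MDA-MB-468 (0.93). AKT2 is lost in BT20 without control 1, 2 or 3 or NAM 2 or 3 (adjusted p up to 0.141). CDK2 is lost in BT20 without control 1, 2 or 3 or NAM 3 (adjusted p up to 0.135). MAP3K14 is lost in BT20 without control 2 or 3 or NAM 2 or 3 (adjusted p up to 0.185). STAT6 is lost in MDA-MB-468 without control 2 or 3 or NAM 1 or 3 (adjusted p up to 0.105). PIK3R1 is lost in MDA-MB-468 without control 2 or 3 or NAM 1, 2 or 3 (adjusted p up to 0.178).

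Of the study's immune network, 8 of 15 fell in BT20 (11 adjusted over the list alone), 5 without control 1 and 3 without control 2 or 3 or NAM 3. In MDA-MB-468 13 of 23 fell, 8 without control 2 or NAM 1 and 7 without control 3 or NAM 3. In MDA-MB-231 3 of 25 fell (11 adjusted over the list alone, 11 down and 2 up with the block), 1 without control 1, 6 without NAM 1 and 0 without control 2 or 3 or NAM 2 or 3. Camera gave adjusted p = 1.86e-05, 1.10e-06 and 2.42e-04 in BT20, MDA-MB-468 and MDA-MB-231, and adjusted p = 0.383, 0.223 and 0.223 with an estimated correlation. These genes were chosen by the study on these samples, so the counts are not independent evidence. The effect of NAM differed between lines for 18 of 28 of them (interaction adjusted p under 0.05). Members near 0 FPKM in a line cannot fall there, such as LTB in BT20 (at most 0.12 FPKM) and CCL22 in MDA-MB-231 (at most 0.033 FPKM). For such members the level before NAM stays open as the reason.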

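CSF1, the growth factor of macrophages (chromosome 1, 109910242 to 109930992), fell in MDA-MB-468 from 28.0 ± 2.66 to 8.71 ± 1.65 FPKM (mean ± SD, n = 3 per group; log2 fold change -1.61, SE 0.17, adjusted p = 0.00152). With the block it rose in MDA-MB-231 from 75.9 ± 11.5 to 113 ± 37.8 FPKM (0.53, adjusted p = 0.135, 0.0253 with the block), and the lines differed (interaction adjusted p = 4.94e-06). CCL2, which draws monocytes, fell in MDA-MB-231 from 2.38 ± 0.678 to 0.358 ± 0.0839 FPKM (log2 fold change -1.44, SE 0.25, adjusted p = 0.0457), with IL6 (chromosome 7, 22725884 to 22732002) from 53.7 ± 10.2 to 15.8 ± 0.473 FPKM (-1.70). The neutrophil attractant CXCL2 fell in MDA-MB-468 from 4.09 ± 0.643 to 1.31 ± 0.376 FPKM (-1.19) and in MDA-MB-231 from 24.5 ± 0.920 to 9.66 ± 0.998 FPKM (-1.31), and CXCL5 in MDA-MB-468 from 1.82 ± 0.247 to 0.0183 ± 0.0165 FPKM (-1.51). CCL5, which draws T cells, fell in MDA-MB-468 from 12.6 ± 3.10 to 6.18 ± 0.770 FPKM (-0.93) and rose with the block in MDA-MB-231 from 0.729 ± 0.214 to 2.04 ± 0.323 FPKM (0.69, adjusted p = 0.158, 0.0351 with the block; interaction adjusted p = 0.00325). CCL5 is lost in MDA-MB-468 without control 2 or 3 or NAM 1, 2 or 3 (adjusted p up to 0.159). CCL2 and CXCL2 are lost in MDA-MB-231 without control 1, 2 or 3 or NAM 2 or 3 (adjusted p up to 0.231). IL6 is lost in MDA-MB-231 without control 2 or 3 or NAM 2 or 3 (adjusted p up to 0.132).

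CCL22 fell in MDA-MB-468 from 3.17 ± 0.878 to 0.694 ± 0.250 FPKM (-1.35). In MDA-MB-231 CXCL1 went from 82.8 ± 26.0 to 28.6 ± 16.8 FPKM (-1.64, adjusted p = 0.0710, 0.0104 with the block), CXCL8 from 90.2 ± 4.39 to 35.8 ± 19.2 FPKM (-1.49, adjusted p = 0.0671, 0.0279 with the block) and CSF2 by -1.39 (adjusted p = 0.0789, 0.0143 with the block). CXCL8 did not pass in MDA-MB-468 (0.32, adjusted p = 0.607), and CXCL10, with at most 3.99 FPKM in a library of MDA-MB-468, did not reach 1 FPKM in 3 libraries of any line and was not tested. CCL22 is lost in MDA-MB-468 without control 3 or NAM 3 (adjusted p up to 0.0615).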

Interestingly, these cytokines act on tumour‐associated macrophage (TAM, CCL2/5 and CSF1), myeloid‐derived suppressive cell (MDSC, CCL2/5 and CXCL1/2/5/8/10) and regulatory T‐cell (Treg, CCL2/5/22 and CXCL10) (Fig. S4, table), which are known to suppress the activation of cytotoxic T‐cells, a central player in anti‐tumour immunity. The decrease of these cytokines suggest that NAM might increase the activation of cytotoxic T‐cells and thus promote an immune surveillance environment.

Along with the cross‐talk between NAM and ROS, our preclinical tests showed that NAM supplementation strongly suppressed tumour growth and metastasis in both the xenograft mice model and the human organoid model. In animal models, NAM significantly suppressed tumour growth and distant metastasis of TNBC to the lungs. In the present study, we treated each mouse with 1000 or 2000 mg·kg^−1^ NAM, and no side effects were observed. In a randomized clinical trial, 1000–2000 mg of NAM per day as a supplement showed potential benefits for improving cardiovascular and other physiological functions with limited side effects [56]. The doses used for treating animals are compatible with 80 or 160 mg·kg^−1^ for humans, which are two to three times higher than those reported previously [56]. However, we targeted highly aggressive mammary carcinoma that might require a higher dose of the drug compared with what is required for maintaining general physiological functions. An additional validation test with a patient‐derived organoid model also showed similar therapeutic efficacy of NAM in TNBC. Although there may be a considerable gap between organoids and the human environment, patient‐derived organoids are an excellent preclinical model that provides a platform for the evaluation of drug response in breast cancer [57, 58, 59, 60]. The limitation of this study is that our preclinical models may not reflect the tumour microenvironment, such as adipose tissue. Adipocytes have been revealed to regulate biological processes, including metabolism, inflammation and even the handling of NAM [61, 62]. Taken together, these findings indicated a promising therapeutic potential of NAM that is easily accessible without prescription as a dietary supplement for TNBC treatment.

## 5 Conclusions

To summarize, our findings showed a conceptual signalling pathway in which NAM leads to bifurcating metabolic alterations (RET and lipogenic pathways) in TNBC and promotes the ROS‐induced apoptotic pathway. Moreover, our combined preclinical analysis with *in‐vivo* and *ex‐vivo* models is the first to show that NAM significantly suppresses tumour growth and metastasis in TNBC. We believe that future studies should include clinical trials of NAM by involving TNBC patients to determine the efficacy of NAM supplementation and optimize the dose of NAM in the clinical setting.

## Conflict of interest

The authors declare no conflict of interest.

## Author contributions

MJ: data curation and writing. K‐ML: investigation and writing. YI: formal analysis and writing. SHS, HC, DYK, DH, CHL, EHH, SYP: investigation. JK and BK: resources. IPN: conceptualization. HL: funding acquisition. DH: formal analysis, writing and supervision. HSR: conceptualization, writing, supervision, project administration and funding acquisition. All authors read and approved the final manuscript.

### Peer review

The peer review history for this article is available at https://publons.com/publon/10.1002/1878‐0261.13209.

## Supporting information

**Fig. S1**. The expression levels of genes involved in fatty acid β‐oxidation.

**Fig. S2**. Relative mRNA expression levels of key network nodes in TNBC patients with respect to non‐TNBC patients in the TCGA breast cancer cohort.

**Fig. S3**. Growth curves and voluntary water consumption in the animal model.

**Fig. S4**. A network model for the decreased immune response in NAM‐treated TNBC cells.

**Table S1**. Primers used for qPCR assay.

**Table S2**. DEGs between NAM‐treated cells and controls.

**Table S3**. DEPs between NAM‐treated cells and controls.

**Table S4**. The IC_50_ value of NAM treatment to TNBC cell lines.

**Table S5**. The IC_50_ value of NAM treatment to TNBC organoids.

## Data Availability

The raw and normalized transcriptomic data were deposited in the Gene Expression Omnibus (GEO) database (GSE172494). Raw LC‐MS/MS data were uploaded into PRIDE database (PXD005304).

# Supplementary material for: Nicotinamide (niacin) supplement increases lipid metabolism and ROS‐induced energy disruption in triple‐negative breast cancer: potential for drug repositioning as an anti‐tumor agent
**Source:** Mol Oncol. 2022 Mar 25;16(9):1795–815. doi: 10.1002/1878-0261.13209
**Supplement:** Supplementary file 1 — Fig. S1. The expression levels of genes involved in fatty acid β‐oxidation.

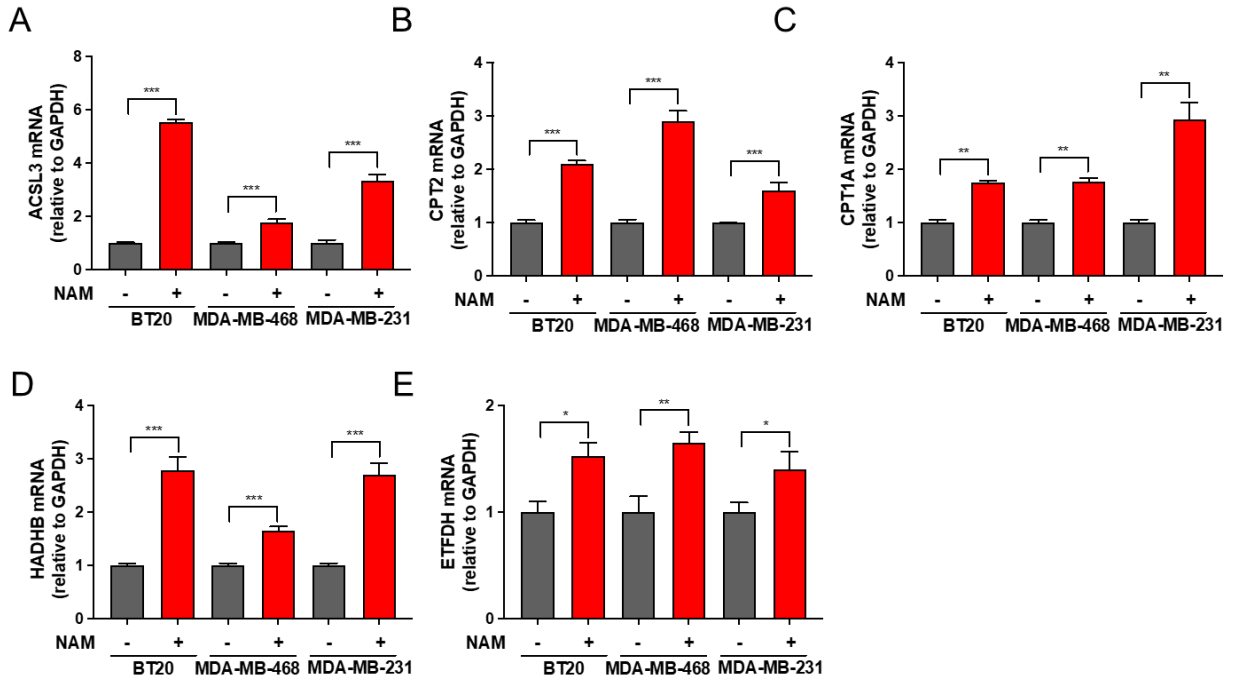

Fig. S1. The expression levels of genes involved in fatty acid β -oxidation. NAM-induced changes (20mM, 24 hours) in expression of *ACSL3* (A), *CPT2* (B), *CPT1A* (C), *HADHB* (D), and *ETFDH* (E) genes by real-time PCR in all three TNBC cell types (two-tailed t-test * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$ from triplicate experiments).

# Supplementary material for: Nicotinamide (niacin) supplement increases lipid metabolism and ROS‐induced energy disruption in triple‐negative breast cancer: potential for drug repositioning as an anti‐tumor agent
**Source:** Mol Oncol. 2022 Mar 25;16(9):1795–815. doi: 10.1002/1878-0261.13209
**Supplement:** Supplementary file 2 — Fig. S2. Relative mRNA expression levels of key network nodes in TNBC patients with respect to non‐TNBC patients in the TCGA breast cancer cohort.

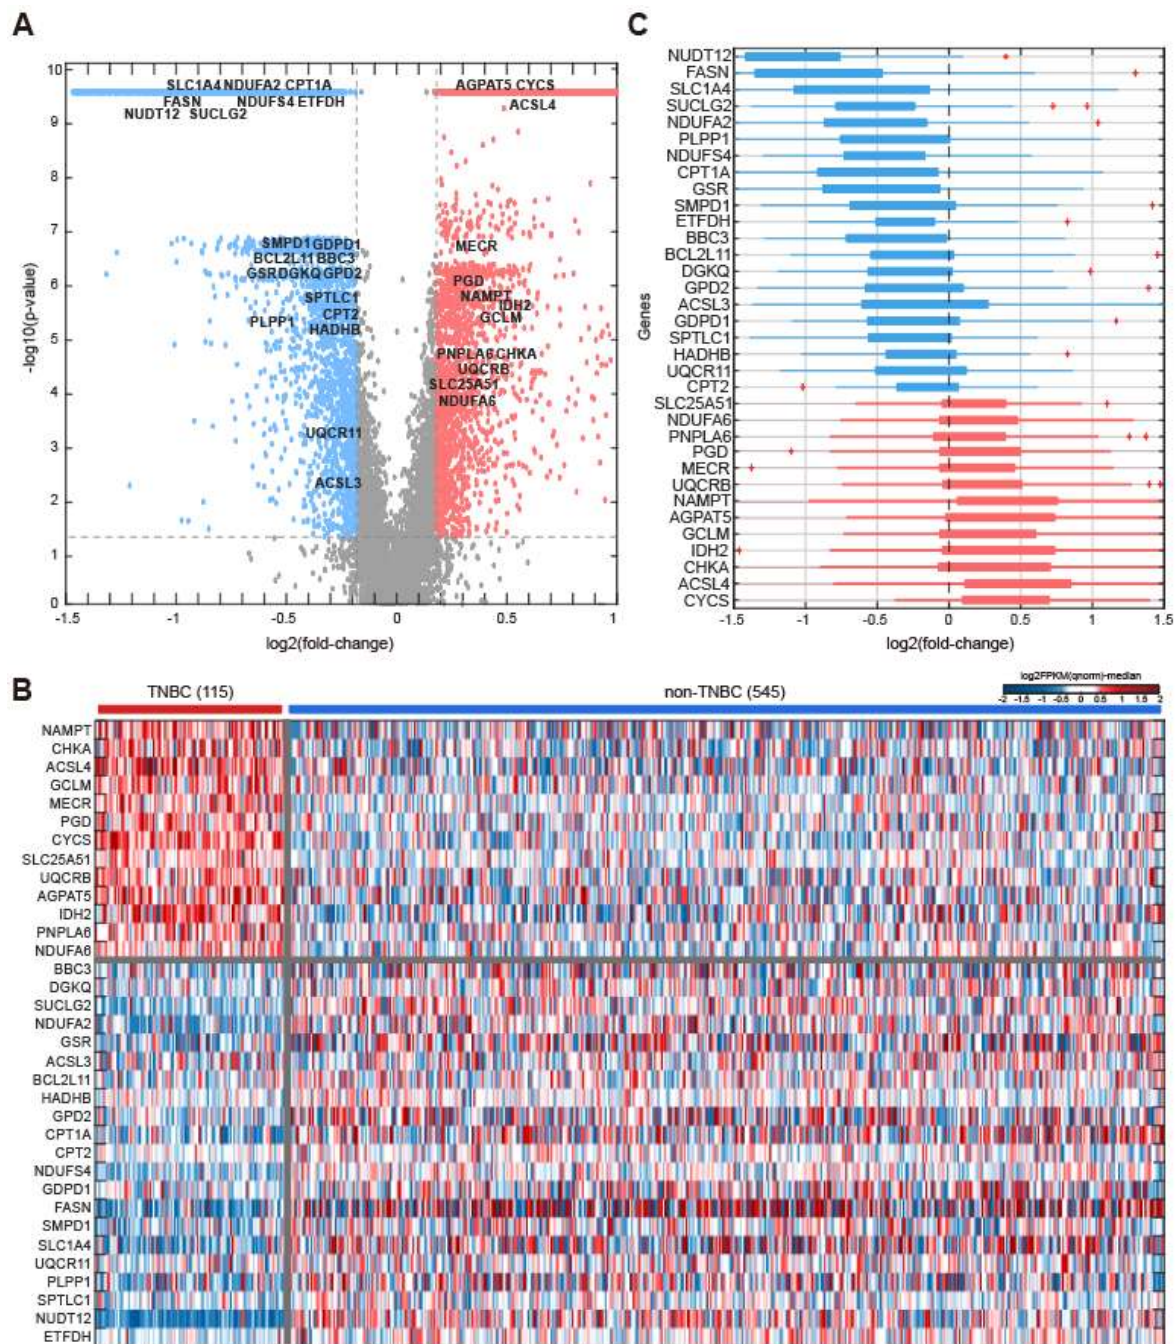

(continued)

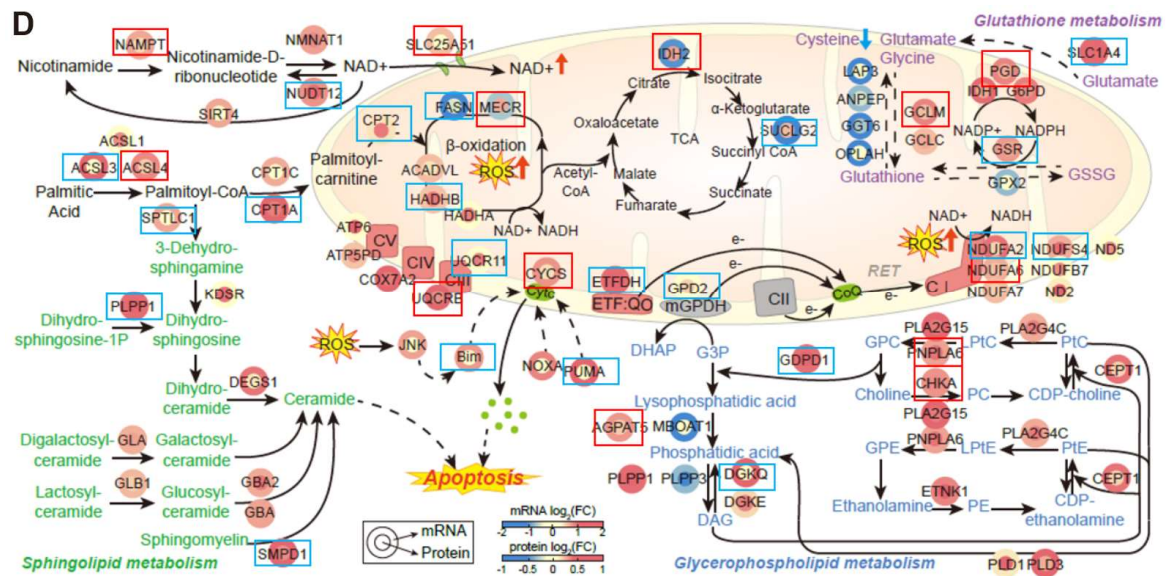

Fig. S2. Relative mRNA expression levels of key network nodes in TNBC patients with respect to non-TNBC patients in the TCGA breast cancer cohort. (A) Volcano plot for the comparison of TNBC versus non-TNBC (TNBC/non-TNBC). X and Y axes represent log₂-fold-changes and the adjusted p-value from the comparison. Dotted lines represent the cutoffs for log₂-fold-change and t-test p-value used in this analysis. Pink and blue dots denote the 3,314 upregulated and 3,362 downregulated genes, respectively. The key nodes were indicated in labels. (B) Heat map showing upregulation (red) and downregulation (blue) of 13 and 21 key nodes in TNBC samples, respectively, compared to in non-TNBC samples. The color bar represents the gradient of log₂-fold-change of mRNA expression levels. (C) Box plots showing expression changes of 13 upregulated and 21 downregulated key nodes in TNBC samples. Outliers were marked with red crosses. (D) The key nodes in the network model showing upregulation (red box) or downregulation (blue box) in TNBC samples.

# Supplementary material for: Nicotinamide (niacin) supplement increases lipid metabolism and ROS‐induced energy disruption in triple‐negative breast cancer: potential for drug repositioning as an anti‐tumor agent
**Source:** Mol Oncol. 2022 Mar 25;16(9):1795–815. doi: 10.1002/1878-0261.13209
**Supplement:** Supplementary file 3 — Fig. S3. Growth curves and voluntary water consumption in the animal model.

A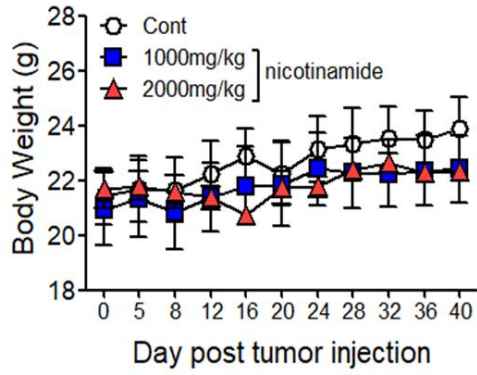**B**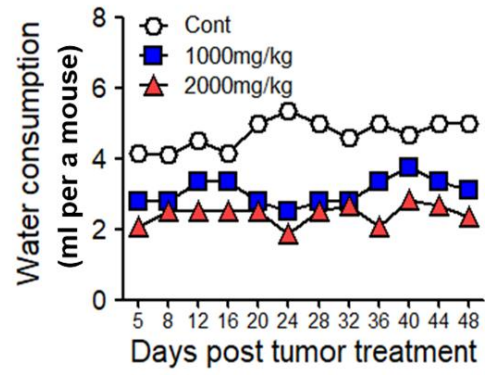

Fig. S3. Growth curves and voluntary water consumption in the animal model (A) Body weights were measured as indicated day post tumor injection. The graph shows the mean $\pm$ SD of body weight. (B) The amounts of water consumed per mouse of each group were measured during experiments.

# Supplementary material for: Nicotinamide (niacin) supplement increases lipid metabolism and ROS‐induced energy disruption in triple‐negative breast cancer: potential for drug repositioning as an anti‐tumor agent
**Source:** Mol Oncol. 2022 Mar 25;16(9):1795–815. doi: 10.1002/1878-0261.13209
**Supplement:** Supplementary file 4 — Fig. S4. A network model for the decreased immune response in NAM‐treated TNBC cells.

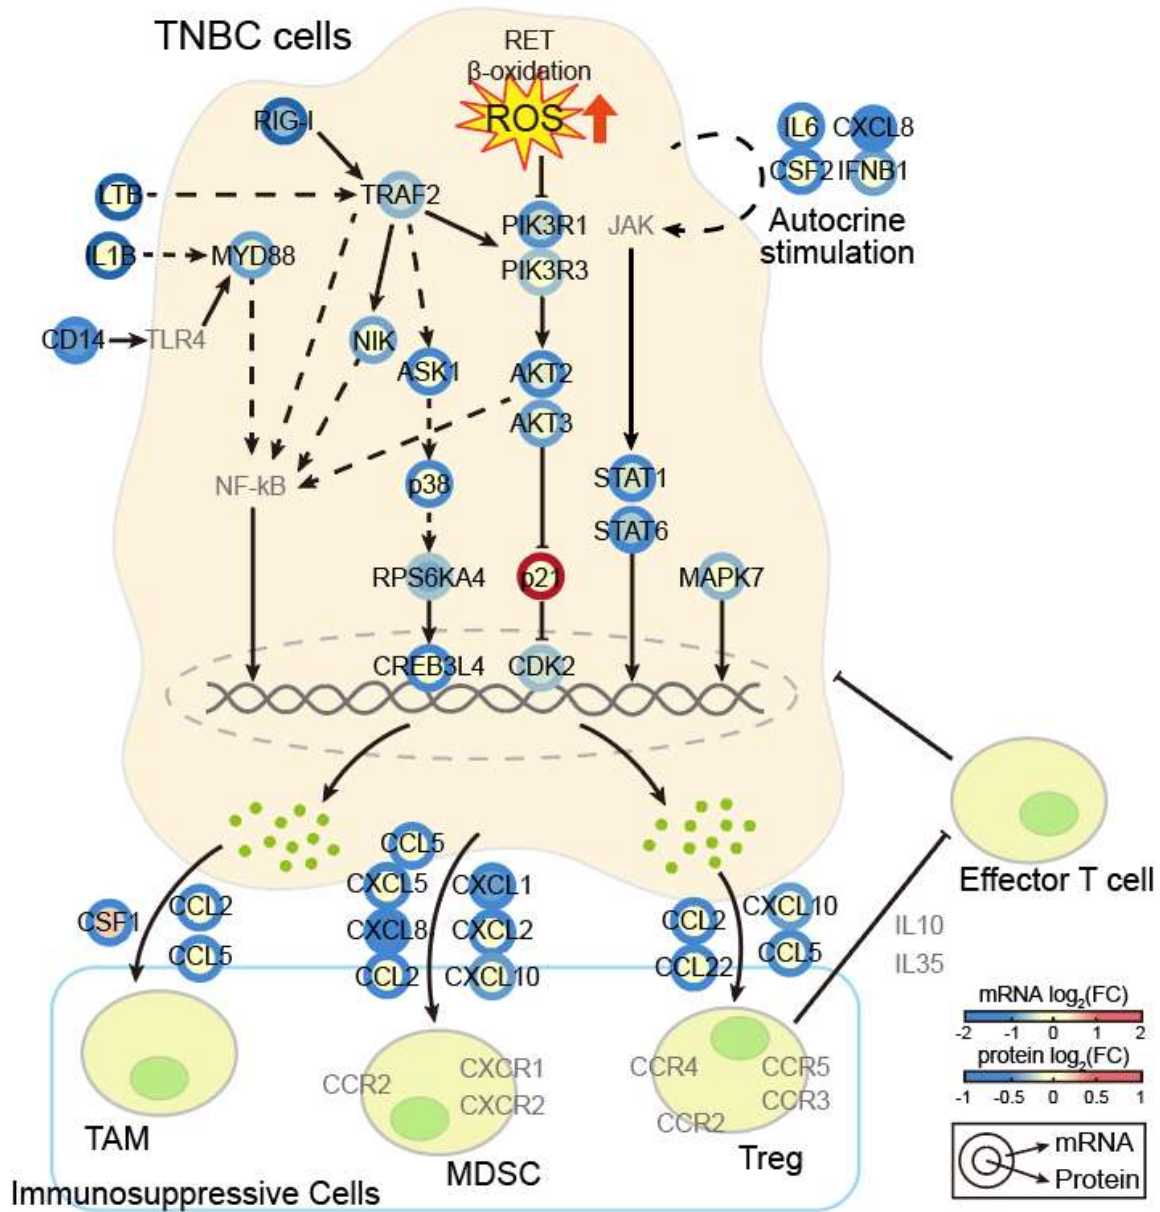

Cytokines	Targets	References	
CCL2	MDSC	Kumar V., et al. (2016). Trends in immunology, 37(3), 208–220.	[1]
	TAM	Hao, Q., et al. (2020). Cell communication and signaling: CCS, 18(1), 82.	[2]
	Treg	Chang, A. L., et al. (2016). Cancer research, 76(19), 5671–5682.	[3]
CCL5	MDSC	Kumar V., et al. (2016). Trends in immunology, 37(3), 208–220.	[1]
	TAM	Gao, D., et al. (2017) BMC cancer, 17(1), 834.	[4]
	Treg	Tan, M. C., et al. (2009). Journal of immunology (Baltimore, Md.: 1950), 182(3), 1746–1755	[5]

**CCL22**	Treg	Gobert, M., et al. (2009). Cancer research, 69(5), 2000–2009	[6]
**CSF1**	TAM	Ding, J., et al. (2016). International journal of oncology, 49(5), 2064–2074.	[7]
**CSF2**	Autocrine	Bhattacharya, P., et al. (2015). Cytokine, 75(2), 261–271.	[8]
**CXCL1**	MDSC	Shi, H., et al. (2018). Cancer science, 109(12), 3826–3839.	[9]
**CXCL2**	MDSC	Shi, H., et al. (2018). Cancer science, 109(12), 3826–3839.	[9]
**CXCL5**	MDSC	Zhang, W., et al. (2020). Cancer communications (London, England), 40(2-3), 69–80.	[10]
**CXCL8**	MDSC	Alfaro, C., et al. (2016). Clinical cancer research: an official journal of the American Association for Cancer Research, 22(15), 3924–3936	[11]
	Autocrine	Campbell, L. M., et al. (2013). Pharmaceuticals (Basel, Switzerland), 6(8), 929–959.	[12]
**CXCL10**	MDSC	Liu, H., et al. (2021). Cell death & disease, 12(5), 489.	[13]
	Treg	Li, C. X., et al. (2016). Journal of hepatology, 65(5), 944–952.	[14]
**IFNB1**	Autocrine	Yarilina, A., et al. (2008). Nature immunology, 9(4), 378–387.	[15]
**IL6**	Autocrine	Grivennikov, S., et al. (2008). Cancer cell, 13(1), 7–9.	[16]
**IL1B**	NF-kB signaling	Kawai, T., et al. (2007). Trends in molecular medicine, 13(11), 460–469.	[17]
**LTB**	NF-kB signaling	Chang, Y. H., et al. (2002). Experimental cell research, 278(2), 166–174.	[18]

Fig. S4. A network model for the decreased immune response in NAM-treated TNBC cells. Arrows indicate directions of the reactions, and dotted arrows indicate indirect reactions involving intermediate reactions between the nodes. Node colors represent up (red) and downregulation (blue) of the corresponding genes (node boundary) or proteins (node center). Color bar, gradient of log₂-fold-changes in NAM versus control. The maximum of absolute log₂-fold-changes in the three cell types were chosen for the node colors. Node label size denotes whether the corresponding gene was identified as a DEG in three (large), two (middle), or one (small) of the cell types. Grey node labels denote that the corresponding nodes are non-DEGs in the three cell types. Previous studies reporting actions of cytokines on their target cells indicated in the network model are summarized in the table.

Reference list

- 1 Kumar, V., Patel, S., Tcyganov, E., & Gabrilovich, D. I. (2016). The Nature of Myeloid-Derived Suppressor Cells in the Tumor Microenvironment. *Trends in immunology*, 37(3), 208–220.
- 2 Hao, Q., Vadgama, J. V., & Wang, P. (2020). CCL2/CCR2 signaling in cancer pathogenesis. *Cell communication and signaling : CCS*, 18(1), 82.
- 3 Chang, A. L., Miska, J., Wainwright, D. A., Dey, M., Rivetta, C. V., Yu, D., Kanojia, D., Pituch, K. C., Qiao, J., Pytel, P., Han, Y., Wu, M., Zhang, L., Horbinski, C. M., Ahmed, A. U., & Lesniak, M. S. (2016). CCL2 Produced by the Glioma Microenvironment Is Essential for the Recruitment of Regulatory T Cells and Myeloid-Derived Suppressor Cells. *Cancer research*, 76(19), 5671–5682.
- 4 Gao, D., Cazares, L. H., & Fish, E. N. (2017). CCL5-CCR5 interactions modulate metabolic events during tumor onset to promote tumorigenesis. *BMC cancer*, 17(1), 834.
- 5 Tan, M. C., Goedegebuure, P. S., Belt, B. A., Flaherty, B., Sankpal, N., Gillanders, W. E., Eberlein, T. J., Hsieh, C. S., & Linehan, D. C. (2009). Disruption of CCR5-dependent homing of regulatory T cells inhibits tumor growth in a murine model of pancreatic cancer. *Journal of immunology (Baltimore, Md. : 1950)*, 182(3), 1746–1755.
- 6 Gobert, M., Treilleux, I., Bendriss-Vermare, N., Bachelot, T., Goddard-Leon, S., Arfi, V., Biota, C., Doffin, A. C., Durand, I., Olive, D., Perez, S., Pasqual, N., Faure, C., Ray-Coquard, I., Puisieux, A., Caux, C., Blay, J. Y., & Ménétrier-Caux, C. (2009). Regulatory T cells recruited through CCL22/CCR4 are selectively activated in lymphoid infiltrates surrounding primary breast tumors and lead to an adverse clinical outcome. *Cancer research*, 69(5), 2000–2009.
- 7 Ding, J., Guo, C., Hu, P., Chen, J., Liu, Q., Wu, X., Cao, Y., & Wu, J. (2016). CSF1 is involved in breast cancer progression through inducing monocyte differentiation and homing. *International journal of oncology*, 49(5), 2064–2074.
- 8 Bhattacharya, P., Thiruppathi, M., Elshabrawy, H. A., Alharshawy, K., Kumar, P., & Prabhakar, B. S. (2015). GM-CSF: An immune modulatory cytokine that can suppress autoimmunity. *Cytokine*, 75(2), 261–271.
- 9 Shi, H., Han, X., Sun, Y., Shang, C., Wei, M., Ba, X., & Zeng, X. (2018). Chemokine (C-X-C motif) ligand 1 and CXCL2 produced by tumor promote the generation of monocytic myeloid-derived suppressor cells. *Cancer science*, 109(12), 3826–3839.
- 10 Zhang, W., Wang, H., Sun, M., Deng, X., Wu, X., Ma, Y., Li, M., Shuo, S. M., You, Q., & Miao, L. (2020). CXCL5/CXCR2 axis in tumor microenvironment as potential diagnostic biomarker and therapeutic target. *Cancer communications (London, England)*, 40(2-3), 69–80.
- 11 Alfaro, C., Teijeira, A., Oñate, C., Pérez, G., Sanmamed, M. F., Andueza, M. P., Alignani, D., Labiano, S., Azpilikueta, A., Rodriguez-Paulete, A., Garasa, S., Fusco, J. P., Aznar, A., Inogés, S., De Pizzol, M., Allegretti, M., Medina-Echeverz, J., Berraondo, P., Perez-Gracia, J. L., & Melero, I. (2016). Tumor-Produced Interleukin-8 Attracts Human Myeloid-Derived Suppressor Cells and Elicits Extrusion of Neutrophil Extracellular Traps (NETs). *Clinical cancer research : an official journal of the American Association for Cancer Research*, 22(15), 3924–3936.
- 12 Campbell, L. M., Maxwell, P. J., & Waugh, D. J. (2013). Rationale and Means to Target Pro-Inflammatory Interleukin-8 (CXCL8) Signaling in Cancer. *Pharmaceuticals (Basel, Switzerland)*, 6(8), 929–959.

- 13 Liu, H., Ling, C. C., Yeung, W., Pang, L., Liu, J., Zhou, J., Zhang, W. Y., Liu, X. B., Ng, T., Yang, X. X., Lo, C. M., & Man, K. (2021). Monocytic MDSC mobilization promotes tumor recurrence after liver transplantation via CXCL10/TLR4/MMP14 signaling. *Cell death & disease*, 12(5), 489.
- 14 Li, C. X., Ling, C. C., Shao, Y., Xu, A., Li, X. C., Ng, K. T., Liu, X. B., Ma, Y. Y., Qi, X., Liu, H., Liu, J., Yeung, O. W., Yang, X. X., Liu, Q. S., Lam, Y. F., Zhai, Y., Lo, C. M., & Man, K. (2016). CXCL10/CXCR3 signaling mobilized-regulatory T cells promote liver tumor recurrence after transplantation. *Journal of hepatology*, 65(5), 944–952.
- 15 Yarilina, A., Park-Min, K. H., Antoniv, T., Hu, X., & Ivashkiv, L. B. (2008). TNF activates an IRF1-dependent autocrine loop leading to sustained expression of chemokines and STAT1-dependent type I interferon-response genes. *Nature immunology*, 9(4), 378–387.
- 16 Grivennikov, S., & Karin, M. (2008). Autocrine IL-6 signaling: a key event in tumorigenesis?. *Cancer cell*, 13(1), 7–9.
- 17 Kawai, T., & Akira, S. (2007). Signaling to NF-kappaB by Toll-like receptors. *Trends in molecular medicine*, 13(11), 460–469.
- 18 Chang, Y. H., Hsieh, S. L., Chen, M. C., & Lin, W. W. (2002). Lymphotoxin beta receptor induces interleukin 8 gene expression via NF-kappaB and AP-1 activation. *Experimental cell research*, 278(2), 166–174.

# Supplementary material for: Nicotinamide (niacin) supplement increases lipid metabolism and ROS‐induced energy disruption in triple‐negative breast cancer: potential for drug repositioning as an anti‐tumor agent
**Source:** Mol Oncol. 2022 Mar 25;16(9):1795–815. doi: 10.1002/1878-0261.13209
**Supplement:** Supplementary file 5 — Table S1. Primers used for qPCR assay.

Table S1. Primers used for qPCR assay

Gene symbol	Forward	Reverse
<i>SLC25A4</i>	CATCGAGAGGGTCAAACCTGC	CCCTCCAGAAGGAGAGGAAG
<i>SLC1A5</i>	GTGTTTGCCATCGTCTTTGG	GCGTACCACATGATCCAGG
<i>SLC12A2</i>	GATTTGCAGAAACCGTGGTG	TTTGCTTCCCCTCCATTCC
<i>SLC2A1</i>	TATGTGGAGCAACTGTGTGG	CGGCCTTTAGTCTCAGGAAC
<i>SLC9A3R2</i>	CGTCACCCGTACCAATG	CTCAGTGTCTTGTTCGGAAC
<i>SLC25A20</i>	CCTGGAGAACGGATCAAGTG	GTCCCTTTGTAGATGCCTCG
<i>SLC4A7</i>	TGTGGCAACTCTCTCTTTGC	GGCCAGAAGCTATCATGTTG
<i>SLC44A1</i>	TGCATTTGTTGCCTTTGGTG	TGGTGCTGTTGATAGCTGTG
<i>SLC1A4</i>	CTGTGGACTGGATTGTGGAC	CTGCTCGCCTTTCTTTGTTG
<i>SLC7A11</i>	CATGAACGGTGGTGTGTTTG	CTGGTAGAGGAGTGTGCTTG
<i>SLC39A10</i>	CTGGATTGACAGGAGGAATCA	CATGGCAGAGAGGAGGTTG
<i>SLC7A2</i>	TTGCCATCGTTCTCACCATC	AATCTGACCCAAGTGTCTGC
<i>SLC38A1</i>	TCTATGACAACGTGCAGTCC	ACAGCAACAATGACAGCCAG
<i>SLC43A3</i>	CTCTCAACTCCTTGCTGACC	TGTTTAAGCCGGTCCATGAG
<i>SLC25A44</i>	CAGCTCTCCTACCTGTGTCC	ATGATGGAGTTCTTGCCCTC
<i>SLC38A2</i>	TTAATGGCTGTGACCCTGAC	GAGACTATGACGCCACCAAC
<i>SLC25A30</i>	ACGCCCAGAAGATGAAACTC	TTGAATGGTGTTGCTTTGCG
<i>SLC30A6</i>	CCTTGATGACATTTGGCACT	GTCCAAC TGACCAATAACATGG
<i>SLC16A7</i>	CTCCTTTAGTAGCAGCGTGG	TTATGGTTAAGGCGGGTTGC
<i>SLC39A1</i>	CGAGGCGGTAGCTTCAGAG	GAGCCTTCATGGTTAGCTCC
<i>SLC25A23</i>	GAGGAGCTGGACAGTAACAAG	AGAGGAGATACCCTGTTGGG
<i>SLC35B1</i>	TAGAAGAACACACAGTCGGC	CTGGGAAACACCAGTCAGTC
<i>SLC12A4</i>	CTTCCCTCGTGTACTTCAGC	TGACACCATCGCCATACTTG
<i>SLC29A1</i>	AGCAGGCAAAGAGGAATCTG	CAGACAGAGAAAGCCAGGAC
<i>SLC1A3</i>	AGTCCGTAAACGCACACTTT	TCAAATGACTCACCCACAATG
<i>SLC5A1</i>	TTGCCATTATCCTCTTCGCC	CACAGACGGTAGAGATGCAC
<i>SLC6A14</i>	CTATGGTGGAGAGCTTGCTG	AGTCAGGGTATGGAATTGCG
<i>SLC4A11</i>	CTGACAACAATGAGCCCAAC	TGACAGCAGGTGGACTTTAC
<i>SLC35A1</i>	GTGCCATCGTTAGTGTATGC	ACGGAATCTTCAACTGGTAGG
<i>SLC36A1</i>	GGTGAAATGTGCTCACCCT	AGGAAGAAGTCCACAACACG
<i>SLC25A52</i>	CTACCGCAACGACTCACAG	CAAGAATCCCAACATGGCAC

**Gene symbol**	**Forward**	**Reverse**
<i>SLC3A2</i>	GAAGTCGTGGTTCTCCACTC	TCAGCCAAGAATGAGGATGC
<i>SLC33A1</i>	TTGTCGAACACCTGATGCTG	ACCAAGAAAGAACCACCAACC
<i>SLC7A5</i>	CGTGGACTTCGGGAACTATC	AAGAGCCTGGAGGATGTGAA
<i>SLC39A14</i>	CGACGGCCTCCATAATTTCA	AGTCTCCTAGCTCATGTGGG
<i>SLC7A1</i>	TAATCGCCACATTAGCCTCG	GTAAGACCAACACACAGGCA
<i>SLC25A25</i>	GAGAGACTACCACCTCCTCC	TCTCACCCACATCAAAGATCG
<i>SLC16A3</i>	CAGTTCGAGGTGCTCATGG	ATGTAGACGTGGGTCGCATC
<i>RPL13A</i>	GTGTTTGACGGCATCCCACC	TAGGCTTCAGACGCACGACC
<i>ACSL3</i>	CCGGCGTAGCGATACAGAAT	AGCTTCTGAGGGTGGCAAAT
<i>CPT2</i>	GCTGGCCAGGGCTTTGA	AGGGTCCAGGTAGAGCTCAG
<i>CPT1A</i>	GTTCTCTTGCCCTGAGACGG	TTTCCAGCCCAGCACATGAA
<i>HADHB</i>	CCCACTGCATCAAAATGGGC	CAACAAACCCGAAGTGCCAG
<i>ETFDH</i>	GCACCAAAGGCAACATTTGAG	AGTCCAATCCCGTAGGTTTGA

# Supplementary material for: Nicotinamide (niacin) supplement increases lipid metabolism and ROS‐induced energy disruption in triple‐negative breast cancer: potential for drug repositioning as an anti‐tumor agent
**Source:** Mol Oncol. 2022 Mar 25;16(9):1795–815. doi: 10.1002/1878-0261.13209
**Supplement:** Supplementary file 8 — Table S4. The IC50 value of NAM treatment to TNBC cell lines.

Table S4. The IC₅₀ value of NAM treatment to TNBC cell lines

Cell lines	IC ₅₀ (mM)
BT20	21.4 ± 1.42
MDA-MB-468	27.9 ± 1.40
MDA-MB-231	34.7 ± 3.89

# Supplementary material for: Nicotinamide (niacin) supplement increases lipid metabolism and ROS‐induced energy disruption in triple‐negative breast cancer: potential for drug repositioning as an anti‐tumor agent
**Source:** Mol Oncol. 2022 Mar 25;16(9):1795–815. doi: 10.1002/1878-0261.13209
**Supplement:** Supplementary file 9 — Table S5. The IC50 value of NAM treatment to TNBC organoids.

Table S5. The IC₅₀ value of NAM treatment to TNBC organoids

TNBC organoids	IC ₅₀ (mM)
Patient #1	18.0 ± 0.89
Patient #2	12.8 ± 0.39
Patient #3	29.1 ± 1.77
Patient #4	29.9 ± 1.48

How the deposited data were processed for this re-analysis (not part of the article)

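RNA was measured in 3 triple-negative breast cancer lines, BT20, MDA-MB-468 and MDA-MB-231, each as 3 control libraries and 3 libraries after 20 mM nicotinamide (NAM) for 48 h, 18 libraries in all. The methods can be read as control RNA taken before the treatment or at 48 h, and on the first reading a difference between the groups also spans 48 h of culture. According to the paper and the sample labels, the authors removed adapters with cutadapt 2.8, aligned the reads to GRCh38.p13 with TopHat2 2.1.1 and counted them per gene with HTSeq 0.11.3. The deposited values are FPKM, for which the paper names gene lengths of Ensembl and cufflinks. The values themselves fit a division of each gene's reads by a gene length and by the library's reads assigned to genes. They were not filtered or quantile-normalized before deposit. Fold changes of Table S2 and the proteins of Table S3 are the authors' own and were used only for comparison.

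Each value times gene length moves in steps of whole reads. The reads per gene were recovered from these steps in the deposited FPKM within a tolerance of 0.01 reads, from exon lengths of GENCODE v44 where these gave whole numbers in every library (32240 genes) and from the steps themselves elsewhere. Of 39935 genes above 0 in any library, 39311 came out as whole reads in every library, and 98.1% of values above 0 did. The recovered depth was 14007631 to 18320855 reads in the BT20 controls (median 16249001) and 13780438 to 21755168 with NAM (17422566). It was 11728335 to 17032255 in the MDA-MB-468 controls (14638014) and 12859409 to 17773936 with NAM (15886784). In MDA-MB-231 it was 11313668 to 18971495 in the controls (18896896) and 10864143 to 20582297 with NAM (18494986). The spread between replicates, with a median SD of 0.222, 0.235 and 0.294 on the log2 scale (0.211, 0.132 and 0.144 with the block), sets the precision of the fold changes. No column of another sample was left out, and 72 symbols with more than 1 Ensembl gene are represented by the gene with the highest mean.

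Each line was analysed on its own. The deposited FPKM were taken as log2(FPKM + 1), kept where at least 3 of the 6 libraries had an FPKM of at least 1, and quantile-normalized, and limma 3.58.1 in R 4.3.3 (lmFit and eBayes, trend and robust off) compared NAM with control. A differentially expressed gene (DEG) has a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 0.58, and a gene of a list rose or fell at an adjusted p under 0.05. Means and SD are those of the deposited FPKM, while log2 fold changes and SE come from the normalized values. With 3 libraries against 3, the smallest two-sided exact p for a single value is 0.1, so no exact p is given. Differences between lines were tested by limma as the line-by-treatment interaction in 1 fit of all 18 libraries. An interaction that does not pass does not show equal effects. The paper cultured BT20 in RPMI and the other lines in DMEM, so differences that involve BT20 cannot be told from those of medium.

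The 50 gene lists were set before the data were examined, as were the thresholds, the tests and all alternatives not said to be chosen later. The genes that the study drew in its networks form 13 of them, which the study chose on these samples, so that they are not independent evidence, and the other 37 are textbook lists. Some textbook lists share genes with those 13. Among them are NF-kB targets with the immune network, antioxidant genes with the glutathione genes and starvation genes with the transporters. For shared genes the textbook counts are not independent evidence either. Every list with at least 5 tested genes went through camera with a preset inter-gene correlation of 0.01, adjusted over all 129 tests, with an estimated correlation and fry as alternatives. Named are the 10 genes with the largest rise and the 10 with the largest fall per line among DEGs whose groups do not overlap and whose higher mean is at least 5 FPKM, every gene the paper names, and up to 4 members per direction of a described list with any member against it. Named too are the genes shared by the 3 lines and the 10 with the largest interaction F among those called in opposite directions. Table S2's sheet of lowered genes is incomplete in the copy used, so only its raised genes were compared.

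Control and NAM libraries share replicate numbers. Whether the numbers pair the libraries was checked from the correlation across genes of deviations from the group means. Pairing was taken where every pair's correlation is over 0.1, which holds for MDA-MB-468 and MDA-MB-231 but not for BT20. Values from a fit with replicate number as a block therefore stand beside the results of these 2 lines. Deviations within a group sum to 0, so with replicate 1 apart in both groups, replicates 2 and 3 tend to correlate in any pairing. The criterion therefore cannot show that 2 pairs with 2 and 3 with 3. Alternatives set beforehand were other pseudocounts, filters, scalings and variance options, 1 fit of all libraries, the replicate block, leaving out each library, unadjusted p, no fold threshold and the study's rule as its methods describe it. Chosen after seeing the data were a term for the split of replicate 1 from replicates 2 and 3, replicates 2 and 3 alone, limma-voom on the recovered reads, group medians in the study's rule, and removal of each library's trend on gene length and GC content (splines with 4 degrees of freedom), alone and with the block. Chosen after were also random thinning of the recovered reads of MDA-MB-231 to its smallest depth, with and without the block, and label shuffles that part all 3 replicate pairs of MDA-MB-468 and MDA-MB-231. For the study's rule, 100 permutations of all 18 libraries were drawn here, fewer than the paper used and than planned.

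The procedure was tested on simulated data with 100 changed genes per size of change. For the fits within lines, these data held a shift of replicate 1 shared by control and NAM in every line. The spread between their replicates was capped. The block removes the planted shift, so the gain with the block was built in, and the real BT20 libraries show no such pairing. At a log2 fold change of 1, limma recovered 28%, 35% and 30% of the changed genes in BT20, MDA-MB-468 and MDA-MB-231 without the block and 65%, 69% and 66% with it. At a log2 fold change of 2 it recovered 100%, 100% and 98% without the block. False calls numbered 0 or 1 per line, and 4 of 104 for the interaction. Figures were drawn in python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

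Protein, metabolite, imaging and patient measurements of the paper were not analysed here, and gene ontology enrichment was replaced by the lists above.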

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

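The correlation of the replicate 1 deviations, the term for the split of replicate 1, the medians in replicates 2 and 3 alone, the shuffles that part all replicate pairs and the number of interferon-stimulated genes that pass the filter in all 3 lines are tests chosen after the results were seen. Removal of the length and GC trend and thinning of the reads were added after the data were seen, with their bounds set before they were run. For part of the genes the effect of NAM differs between the 3 lines, by the line-by-treatment interaction in all 18 libraries. The interferon-stimulated OASL fell in MDA-MB-468 and rose in MDA-MB-231 (F = 162.24), and so did IGFBP3 (F = 78.408), while HBEGF went the other way (F = 54.64). LAMP3 rose in BT20 and MDA-MB-231 and fell in MDA-MB-468 (F = 100.27). GPNMB (F = 64.25) and KLHDC7B-DT (F = 61.672) rose in BT20 and fell in MDA-MB-468, and MCUB fell and rose there (F = 43.873). CLCN4 (F = 61.808) and MB21D2 (F = 43.988) rose in BT20 and fell in MDA-MB-231, and STING1 fell in BT20 and MDA-MB-468 and rose in MDA-MB-231 (F = 47.156). In all, 1664 of 17784 genes differ between lines (3913 with the block; 1097 without control replicate 2 of BT20). Among the 17784 are genes near 0 FPKM in a line, which cannot fall there, and 11861 genes pass the filter in all 3 lines. Of 100 shuffles of the labels within lines, the real one included, 2 gave as many genes, a share under 0.05. The other, with 1756 genes, keeps the real groups in 2 lines, whereas the 21 shuffles that keep them in 1 line reach 498 and the 76 that keep them in none reach 1. Of 100 shuffles that part all 3 replicate pairs of MDA-MB-468 and MDA-MB-231, the real one included, 3 gave as many, again a share under 0.05, and the highest other, 2009 genes, keeps the real groups in 2 lines. A shuffle also breaks the effect of NAM itself, so it does not stand for equal effects in the 3 lines. These shares speak only of how the libraries are grouped and do not exclude chance as the source of the interaction.

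Interferon-stimulated genes fell in MDA-MB-468, where 27 of 33 members fell (23 without control 3 or NAM 3, and 33 with the block) with a median log2 fold change of -1.78. The median is -1.81 with the trend on gene length and GC content removed, at most -1.76 whichever library is left out and -1.68 in replicates 2 and 3 alone, all far below -0.58. These values argue against a length and GC trend, a single library or the split of replicate 1 as the whole cause. Of 34 members in the joint fit 27 have an interaction adjusted p under 0.05 (30 with the block), but members near 0 FPKM in another line cannot fall there. Of the 22 members that pass the filter in all 3 lines 18 do (20 with the block), so for these a response that differs between cell lines may lie behind the fall, a hypothesis found and tested on the same libraries. For the others the level before NAM stays open as the reason. The paper cultured BT20 in RPMI and MDA-MB-468 and MDA-MB-231 in DMEM, so a difference of BT20 from them cannot be told from one of medium. Other culture conditions were not compared. The 48 h of culture stay open too if, as the methods can be read, the control RNA was taken before the treatment.

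Genes of the amino acid starvation response rose in BT20, 26 of 32 (20 to 28 with 1 library left out), with a median log2 fold change of 1.12. The median is 1.15 with the length and GC trend removed, 1.10 in the FPKM as deposited and at least 1.05 whichever library is left out. These values, all above 0.58, argue against the trend, quantile normalization or a single library as the whole cause. Whether the response differs between lines stays open, since 13 of 34 members have an interaction adjusted p under 0.05, between the bounds set for and against it. With the block nested in line 23 members do, which could point to a line difference. The paper cultured BT20 in RPMI and the other lines in DMEM, so such a difference cannot be told from one of medium. Its IC50 of NAM is also lowest in BT20, so the shared dose of 20 mM need not act equally. If the control RNA was taken before the treatment, 48 h of culture stay open as well.

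In MDA-MB-231 limma called 115 genes up and 151 down without the replicate block and 1195 and 1007 with it. Deviations of control and NAM replicate 1 correlate across genes (r = 0.74), which argues against counting noise, since that is independent between libraries. Both have the lowest depth of the line, and with the reads of all 6 libraries thinned to the smallest depth the correlation is 0.73. This argues against the number of reads itself as the source. Thinning leaves the composition of each library as it is, so it cannot test a bias made together with the low depth. The thinned reads gave 266 DEGs without the block and 2115 with it. Removing the trend on gene length and GC content gave 769 DEGs, far under the blocked number, which argues against that trend as the whole cause. With a term for the split of replicate 1 from replicates 2 and 3 there were 2386 DEGs, but the term was chosen from that split, so the number restates it and tests nothing. In every line the labels of replicate 1 carry no number, while those of replicates 2 and 3 end in 1 and 2. Replicate 1 also has the lowest depth of its group in every line. Both hold in BT20 too, where the deviations of control and NAM replicate 1 do not correlate (r = 0.02). What sets replicate 1 apart, such as a day, a culture or a library batch, stays open, because neither the paper nor the labels name one.

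Within a line, 10 splits of the 6 libraries into 3 and 3 are too few for a share under 0.05. The real split gave 1066 DEGs up and 1216 down in BT20, 517 and 791 in MDA-MB-468 and 115 and 151 in MDA-MB-231, and in each case 1 of 10 splits, the real one, gave as many, with 0 as the highest other. At an unadjusted p under 0.05 with the fold threshold, the 3 other splits that part all 3 replicate pairs reach 30 genes up and 41 down in MDA-MB-468 and 31 and 37 in MDA-MB-231. Those that part 1 pair reach more, up to 1162 and 417 and up to 1105 and 1012, in the split that sets both libraries of replicate 1 and NAM replicate 3 against the rest. That split follows replicate 1 and in MDA-MB-231 exceeds the real number of 1019 and 881, so the samples hold a structure beside NAM. Gene lists passed camera (adjusted within the line) 11 times in BT20, 13 in MDA-MB-468 and 19 in MDA-MB-231, against a highest other of 13, 12 and 14, and as many lists came from 3, 1 and 1 of 10 splits. Of the splits that part all 3 pairs the highest other is 12 lists in MDA-MB-468 and 10 in MDA-MB-231. For the genes shared by the 3 lines, 9 up and 15 down, 1 of 100 draws of 1 split per line, the real one, gave as many in each direction and the highest other is 0. No other split of a line has any DEG, so these draws could not come out otherwise and exclude nothing.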

How the results depend on the processing

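The split term, replicates 2 and 3 alone, limma-voom, group medians, removal of the gene length and GC trend and thinning of the reads are tests chosen after the results were seen. Of the results that carry the biology, the rise of SLC1A4 in BT20 held under every alternative, and no gene passed in 1 direction with the opposite sign elsewhere. The counts of DEGs moved most. The cause was not tested for any change below except where stated.

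SLC1A4 in MDA-MB-468 kept its log2 fold change but lost its call without control replicate 3 (0.95) or NAM replicate 3 (0.95), over a range of 0.84 to 0.98 with 1 library left out. In MDA-MB-231 it passed in 1 fit of all 18 libraries (1.11), with the block (1.18), the split term (1.18), replicates 2 and 3 alone (0.94), the trend removed (1.24) and the block with the trend removed (1.24).

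Leaving out 1 library gave 302 to 1708 DEGs up and 399 to 1579 down in BT20, 113 to 816 and 302 to 1090 in MDA-MB-468, and 0 to 122 and 0 to 211 in MDA-MB-231. By limma the 0 counts come without control 2 or 3 or NAM 2 or 3 of MDA-MB-231, where at least 780 genes up and 666 down passed at an unadjusted p under 0.05. Shared DEGs ranged from 0 to 15 up and 0 to 22 down, and interaction genes from 1097 to 1880. With 1 library left out a group holds 2, which limma assumes to vary like the other group.

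With a pseudocount of 5 BT20 had 410 DEGs up and 609 down, MDA-MB-468 201 and 403, and the shared sets 4 and 7. Without a filter BT20 had 484 and 361, MDA-MB-231 181 and 245, the shared sets 3 and 8, and 144 lowered proteins matched a gene that fell. That alternative tests more genes near the detection limit. With an FPKM of at least 1 in all 6 libraries, which tests fewer genes, MDA-MB-468 had 325 and 505, MDA-MB-231 46 and 76, and the shared sets 5 and 8. Median scaling gave 70 up in MDA-MB-231 and shared sets of 5 and 9. One fit of all 18 libraries gave 741 and 631 in MDA-MB-231 and shared sets of 43 and 42.

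With the replicate block MDA-MB-468 had 1080 DEGs up, MDA-MB-231 had 1195 and 1007, the shared sets 87 and 71 and the interaction 3913 genes. BT20, whose numbers do not pair its libraries, had 1215 and 1410. The 1308 DEGs of MDA-MB-468 and the 266 of MDA-MB-231 were all DEGs with the block, and 2212 of the 2282 of BT20 were. The split term gave 1075 up in MDA-MB-468, 1312 and 1074 in MDA-MB-231, shared sets of 82 and 69 and 5008 interaction genes. Replicates 2 and 3 alone gave 1275 and 1355 in MDA-MB-468, 1082 and 1019 in MDA-MB-231, shared sets of 92 and 75 and 258 raised proteins with a raised gene. With the trend removed there were 838 up in MDA-MB-468, 380 and 389 in MDA-MB-231 and shared sets of 42 and 41. The block with the trend removed gave 966 up in MDA-MB-468, 1133 and 1039 in MDA-MB-231 and shared sets of 100 and 75. Limma-voom on the recovered reads gave 202 up in MDA-MB-231. Reads thinned to the smallest depth of MDA-MB-231 gave 111 up and 155 down there, and 1132 and 983 with the replicate block.

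An unadjusted p under 0.05, a looser threshold by construction, gave 985 up in MDA-MB-468, 1019 and 881 in MDA-MB-231 and shared sets of 82 and 68. The study's rule gave 896 and 747 in MDA-MB-231 and shared sets of 48 and 45 with the null from the other splits. With the null from permutations of all 18 libraries it gave 808 up in MDA-MB-468, 830 and 718 in MDA-MB-231 and 46 and 41 shared. With group medians it gave 847 and 737 in MDA-MB-231 and 49 and 42 shared. Of the planned permutations only 100 were drawn.

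By camera 44 of 129 list tests passed with the preset correlation and 0 with an estimated one, where 16 passed at an unadjusted p under 0.05 and the smallest adjusted p is 0.140. An estimated correlation widens the spread allowed to each list. By fry 47 passed, 29 of them with the preset correlation too and in the same direction. Genes of NAD biosynthesis and consumption in MDA-MB-468 lean up in camera (adjusted p = 0.947) and passed fry downward (adjusted p = 0.00460), the only reversal among all results. With the block 46 list tests passed with the preset correlation and 0 with an estimated one.

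Counted over all alternatives, list tests kept their direction and side of the threshold 2577 times, crossed into significance 105 times and out of it 152 times. The named genes did so 18350, 1361 and 1751 times, with 0 reversals. Of the counts and correlations without a test, 103 stayed within 1.5 times or their spread and 31 did not.

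Depth limits genes of low level, since 10864143 to 21755168 reads per library leave few reads for a gene near 1 FPKM. In the simulated data 28% to 35% of genes with a log2 fold change of 1 are recovered without the block. Those data hold a planted shift of replicate 1, so the share does not show the limit of 3 libraries per group alone.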

Differences from the paper's values

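Group medians in the study's rule, replicates 2 and 3 alone, the split term and removal of the length and GC trend are tests chosen after these results were seen. SLC1A4 is the transporter that the paper reports as raised at the mRNA level in every line. Besides RNA-seq, the paper rests this on proteomics, a qPCR array, single-gene qPCR at an earlier time and western blots, which were not analysed here. In the RNA-seq values SLC1A4 passed in BT20 (1.17, adjusted p = 0.00530) and MDA-MB-468 (0.93, adjusted p = 0.00983). It did not pass in MDA-MB-231 (1.18, adjusted p = 0.103), though it does in 1 fit of all 18 libraries (0.00284) and with the replicate block (0.0151). Tests added later call it too, with the split term (0.00501), replicates 2 and 3 alone (0.0113) and the trend removed (0.0337).

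The paper calls genes by a t statistic with a null from permutations of all samples, P < 0.05 and an absolute log2 fold change above 0.58, while here the BH-adjusted limma p stays under 0.05 with the same fold threshold.

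MDA-MB-231 has 115 DEGs up here and 737 in the paper. The planned fit of all 18 libraries (741), the study's rule with the null from the other splits (896) or from permutations (830) and unadjusted p (1019) come near the paper's number. The first 3 drop 252, 143 and 189 of the 736 raised symbols of Table S2. Pseudocounts of 0.1 (130) and 5 (103), no filter (181), FPKM of at least 1 in all 6 (46), no further normalization (171), median scaling (70), trend and robust (100), the block (1195), no fold threshold (115) and leaving out 1 library (0 to 122) do not. The study's rule with group medians, chosen after seeing the values, gives 847 and drops 125, and replicates 2 and 3 alone, chosen after too, give 1082 and drop 208.

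For lowered genes in MDA-MB-231 the number is 151 here and 495 in the paper. The joint fit (631) and the study's rule with permutations (718) come near it. Pseudocounts (137 and 134), no filter (245), all 6 libraries (76), no further normalization (118), median scaling (113), trend and robust (136), the block (1007), the study's rule with the other splits (747), unadjusted p (881), no fold threshold (151) and leaving out 1 library (0 to 211) do not. Removal of the trend, chosen after seeing the values, gives 389. How many of the paper's lowered genes a setting drops was not counted, because the sheet is incomplete.

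Shared by the 3 lines are 9 genes up and 15 down here, and 40 and 34 in the paper. The joint fit (43 and 42) and the study's rule with the other splits (48 and 45) or permutations (46 and 41) come near, and drop 12, 7 and 9 of the 40 raised symbols. Pseudocounts (12 and 4 up, 12 and 7 down), no filter (3 and 8), all 6 libraries (5 and 8), no further normalization (10 and 11), median scaling (5 and 9), trend and robust (9 and 14), the block (87 and 71), unadjusted p (82 and 68), no fold threshold (9 and 15) and leaving out 1 library (0 to 15 and 0 to 22) do not. The block and unadjusted p, which call more genes than the paper, drop 8 and 7 of the 40. Chosen after seeing the values, group medians give 49 and 42 and drop 5 of 40, and removal of the trend gives 42 and 41 and drops 25 of 40.

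SLC25A51 in BT20 has a log2 fold change of 0.49 here and 0.593 in the paper. A pseudocount of 0.1 (0.58), no further normalization (0.54), median scaling (0.51), the joint fit (0.52) and leaving out control 1 (0.55) or NAM 3 (0.54) come near, and a pseudocount of 5 (0.30), no filter (0.49), all 6 libraries (0.49), trend and robust (0.49), the block (0.49) and leaving out any other library (0.46 to 0.48) do not. In MDA-MB-231 it is -0.051 here and 0.066 in the paper. No further normalization (0.03) and leaving out control 1 (0.13) come near, while the other planned settings (-0.18 to -0.02) do not. The differences of group medians, calculated after seeing the values, are 0.57 and 0.03. Across genes the paper's fold changes correlate more closely with differences of medians (r = 0.9975, 0.9983 and 0.9955 in BT20, MDA-MB-468 and MDA-MB-231) than of means (0.972, 0.974 and 0.967).

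For the mitochondrial network the paper has NAMPT, NMNAT1 and SLC25A51 carrying NAM to NAD+. NAMPT passed in no line (0.50, adjusted p = 0.0860 in BT20, 0.09 and -0.11 in the others), though it passes in BT20 without NAM replicate 1 (0.0131). NMNAT1 passed in MDA-MB-468 (0.66, adjusted p = 0.0413) and SLC25A51 in BT20 (0.49, adjusted p = 0.0485), with MDA-MB-468 added by the block (0.0312) and by no filter (0.0393). GPD2, which the paper has as raised in a network built from mRNA and protein together, lies at the mRNA level below 0 in all lines (-0.25, -0.23 and -0.70), passes upward under no setting and falls in BT20 with the trend removed, chosen after seeing the data (0.0453).

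Beta-oxidation genes are raised in the paper. ACSL3 passed in BT20 (0.95, adjusted p = 0.00941) and ETFDH too (0.81, adjusted p = 0.0275), with ETFDH passing under the block in MDA-MB-468 (0.00391) and MDA-MB-231 (0.0325). CPT1A passes with the block in MDA-MB-468 (0.0144) and MDA-MB-231 (0.0118). HADHB passes in BT20 in the joint fit (0.00644), and in MDA-MB-231 with no filter (0.0240). CPT2 (-0.17, 0.19 and 0.42) passes only with the split term in MDA-MB-231 (0.0494), a test added later. HADHA stays near 0 (-0.04, 0.05 and -0.05), and ACADVL fell in BT20 (-0.64, adjusted p = 0.0379) while the block raises it in MDA-MB-468 (0.0184) and MDA-MB-231 (0.0336). The paper's qPCR for ACSL3, CPT2, CPT1A, HADHB and ETFDH is another assay and is not analysed here.

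SPTLC1, ATF6, SMPD1 and GDPD1 are raised in the paper, whose network for these and the glutathione genes is built from mRNA and protein together, while the values here are mRNA alone. ATF6 (0.89, adjusted p = 0.00894) and GDPD1 (0.93, adjusted p = 0.00903) passed in BT20, SPTLC1 passes there in the joint fit (0.0325) and in MDA-MB-468 with the block (0.0140), and SMPD1 passes with the block in MDA-MB-468 (0.00192) and MDA-MB-231 (0.0119). Of the TCA genes given as lowered, IDH2 fell in BT20 and passed in neither other line, and SUCLG2 fell in BT20 (-0.74, adjusted p = 0.0469) and with the block in MDA-MB-468 (0.00488) and MDA-MB-231 (0.0269). Among glutathione producers GCLM passed in BT20 (0.82, adjusted p = 0.00911), and GSR (0.0116), PGD (0.0123) and GCLC (0.0384) pass in MDA-MB-231 with the block. Of the degrading enzymes GPX2 passes in BT20 in the joint fit (0.0297) and ANPEP in MDA-MB-468 with the block (0.00952). NDUFA6 (0.0130), NDUFB2 (0.0182) and NDUFB6 (0.00726) pass in MDA-MB-468 with the block.

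By enrichment of gene ontology processes among its DEGs, the paper has starvation responses raised, and cell proliferation and MAPK signalling lowered, in all lines. The lists here, such as the MAPK feedback genes, are not those gene sets, and their members were counted instead. So the values below do not test the paper's terms. Starvation genes rose in BT20 (26 of 32), but the median is 0.04 in MDA-MB-468 (3 rose, 1 fell of 33). By limma 0 of 31 passed in MDA-MB-231 (8 at an unadjusted p under 0.05, 0 by limma-voom, 8 up and 2 down with the block), where the median is 0.36, 26 lie above 0 and camera leans the paper's way (adjusted p = 0.00251, and 0.700 with an estimated correlation). S phase genes fell in BT20 (21 of 33), with 0 of 33 in MDA-MB-468 by limma (9 with the block) and 0 of 33 in MDA-MB-231 (10 with the block), where 2 lie above 0 with a median of -0.44 (camera adjusted p = 1.11e-05, and 0.591 with an estimated correlation). Mitosis genes fell in BT20 (19 of 31), with 1 of 31 in MDA-MB-468 (5 with the block) and by limma 0 of 31 in MDA-MB-231 (17 with the block), where 0 lie above 0 with a median of -0.87 (camera adjusted p = 6.59e-09, and 0.568 with an estimated correlation). MAPK feedback genes lean up in MDA-MB-468, where 5 rose and 1 fell of 21 (13 and 3 with the block), and in MDA-MB-231, where 2 rose of 21 (9 rose and 2 fell with the block). In BT20 they lean the paper's way, with 4 down and 2 up of 19 (7 and 4 adjusted over the list alone) and a median of -0.11.

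Among cytokines, which the paper has as lowered, CXCL8 stayed at 0.32 in MDA-MB-468. In MDA-MB-231, with the block, CSF1 (0.53, 0.0253) and CCL5 (0.69, 0.0351) rise. On the paper's side CSF1 (-1.61, adjusted p = 0.00152), CCL5 (-0.93, adjusted p = 0.0379), LTB (-2.27), CD14 (-1.57), CXCL5 (-1.51), CCL22 (-1.35) and CXCL2 (-1.19) fell in MDA-MB-468 and IL6 (-1.70), CCL2 (-1.44) and CXCL2 (-1.31) in MDA-MB-231. With the block CXCL1 (-1.64, 0.0104), CXCL8 (-1.49, 0.0279), CSF2 (-1.39, 0.0143) and LTB (-1.43, 0.0192) fall there too, and IL1B passes in MDA-MB-231 in the joint fit (0.00118).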

Other observations

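Removal of the length and GC trend and limma-voom are tests chosen after the data were seen. Some genes of cell identity rose or fell with NAM. In MDA-MB-468, 5 of 8 mesenchymal genes fell (3 to 4 with 1 library left out, 6 with the block; camera adjusted p = 6.59e-04, estimated correlation 0.328), led by FN1 from 24.0 ± 2.52 to 3.44 ± 0.164 FPKM (mean ± SD, adjusted p = 1.27e-04), with S100A4 (-1.37), TWIST2 (-1.15), AXL (-0.83). In MDA-MB-231 CAV1 (-1.38) fell of 12 (0 without control 2 or 3 or NAM 2 or 3, and 7 with the block), and in BT20 SNAI2 (0.61) rose of 8 (0 without any library but NAM 2). Of the squamous and basal genes 4 of 13 fell in BT20, with IVL (-1.80), S100A8 (-1.78), S100A9 (-1.15), SFN (-0.86), and KLK5 (0.54) rose. In MDA-MB-468 6 of 18 fell (2 to 6 with 1 library left out, 8 with the block), with KLK6 (-1.58), KRT6B (-1.48), TP63 (-1.08), KLK7 (-0.97), and in MDA-MB-231 by limma 0 of 3 passed (1 at an unadjusted p under 0.05, 0 by limma-voom, 1 with the block). Epithelial genes that fell are MUC1 (-1.70), ESRP2 (-0.74) of 17 in BT20 (0 without NAM 3), MUC1 (-1.45), ELF3 (-0.78), GRHL2 (-0.62) of 17 in MDA-MB-468 (1 without control 3 or NAM 3, 5 with the block), where OVOL1 (1.23) rose, and ESRP2 (-1.22) of 9 in MDA-MB-231 (0 without control 2 or 3 or NAM 2 or 3, 3 with the block). Of markers of fibroblasts, blood and vessels CDH5 (-1.47) fell in BT20 (not without NAM 3), and by limma 0 passed in the others, with 0 and 1 at an unadjusted p under 0.05 and 0 by limma-voom.

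Some histone genes, matched by symbol and so with pseudogenes among them, rose in each line. They include H2BC5 (1.88), H2AC6 (1.81), H4C8 (1.48) in BT20 (5 rose and 4 fell of 29, with H2AC13 (-1.13), H2AC20 (-0.89), H2AC16 (-0.80), H3C8 (-0.57) down; 3 to 6 rose with 1 library left out), H2BC19P (1.21), H2BC20P (1.16), H2AC6 (1.04), H2BC5 (0.99) in MDA-MB-468 (7 rose of 20; 1 to 7) and H2AC6 (3.11), H2BC5 (2.75), H2BC21 (1.12), H2BC19P (1.04) in MDA-MB-231 (4 rose of 21; 0 to 5; 10 rose and 4 fell with the block). In MDA-MB-231 H2AC6 went from 2.75 ± 0.876 to 35.2 ± 15.0 FPKM (adjusted p = 0.0159, 0.00335 with the block). Clock genes NR1D2 (0.82) and NR1D1 (0.66) rose in BT20 (0 without any library but NAM 1), NR1D1 (-0.95) fell in MDA-MB-468 (0 without control 2 or 3 or NAM 3; 3 rose and 5 fell with the block) and CRY2 (0.93) rose in MDA-MB-231 (0 without any 1 library; 4 and 2 with the block). Glycolysis genes are few, with ENO2 (1.40) up and PFKL (-0.90) down of 18 in BT20 (up to 5 down without NAM 1, else 0), ENO2 (1.37) up of 17 in MDA-MB-468 (0 without control 3 or NAM 2 or 3) and SLC2A1 (-1.53) down of 18 in MDA-MB-231 (0 without control 2 or 3 or NAM 2 or 3; 1 and 3 with the block). Cytosolic ribosomal genes that rose are RPL28 (0.70), RPS12 (0.69) of 81 in BT20 (0 to 9 with 1 library left out), RPS27L (0.76) of 82 in MDA-MB-468 (0 to 2; 7 with the block) and by limma 0 of 82 in MDA-MB-231 (0 at an unadjusted p under 0.05, 0 by limma-voom, 2 rose and 1 fell with the block). Of the mitochondrial ribosomal genes MRPL12 (-1.10), MRPL27 (-0.72), MRPS12 (-0.66) fell of 73 in BT20 (0 to 8), MRPL41 (0.76), MRPL30 (0.72) rose of 74 in MDA-MB-468 (0 to 5; 10 and 1 with the block), and by limma 0 of 73 passed in MDA-MB-231 (4 down at an unadjusted p under 0.05, 0 by limma-voom, 3 rose and 8 fell with the block).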
